# Exosomes derived from human adipose mesenchymal stem cells ameliorate hepatic fibrosis by inhibiting PI3K/Akt/mTOR pathway and remodeling choline metabolism

**DOI:** 10.1186/s12951-023-01788-4

**Published:** 2023-01-25

**Authors:** Zilong Zhang, Jin Shang, Qinyan Yang, Zonglin Dai, Yuxin Liang, Chunyou Lai, Tianhang Feng, Deyuan Zhong, Haibo Zou, Lelin Sun, Yuhao Su, Su Yan, Jie Chen, Yutong Yao, Ying Shi, Xiaolun Huang

**Keywords:** Liver fibrosis, Human adipose mesenchymal stem cells, Exosomes, Metabolomics, Choline

## Abstract

**Abstract:**

Liver fibrosis is a chronic liver disease with the presence of progressive wound healing response caused by liver injury. Currently, there are no approved therapies for liver fibrosis. Exosomes derived from human adipose mesenchymal stem cells (hADMSCs-Exo) have displayed a prominent therapeutic effect on liver diseases. However, few studies have evaluated therapeutic effect of hADMSCs-Exo in liver fibrosis and cirrhosis, and its precise mechanisms of action remain unclear. Herein, we investigated anti-fibrotic efficacy of hADMSCs-Exo in vitro and in vivo, and identified important metabolic changes and the detailed mechanism through transcriptomic and metabolomic profiling. We found hADMSCs-Exo could inhibit the proliferation of activated hepatic stellate cells through aggravating apoptosis and arresting G1 phase, effectively inhibiting the expression of profibrogenic proteins and epithelial-to-mesenchymal transition (EMT) in vitro. Moreover, it could significantly block collagen deposition and EMT process, improve liver function and reduce liver inflammation in liver cirrhosis mice model. The omics analysis revealed that the key mechanism of hADMSCs-Exo anti-hepatic fibrosis was the inhibition of PI3K/AKT/mTOR signaling pathway and affecting the changes of metabolites in lipid metabolism, and mainly regulating choline metabolism. CHPT1 activated by hADMSCs-Exo facilitated formation and maintenance of vesicular membranes. Thus, our study indicates that hADMSCs-Exo can attenuate hepatic stellate cell activation and suppress the progression of liver fibrosis, which holds the significant potential of hADMSCs-Exo for use as extracellular nanovesicles-based therapeutics in the treatment of liver fibrosis and possibly other intractable chronic liver diseases.

**Graphical Abstract:**

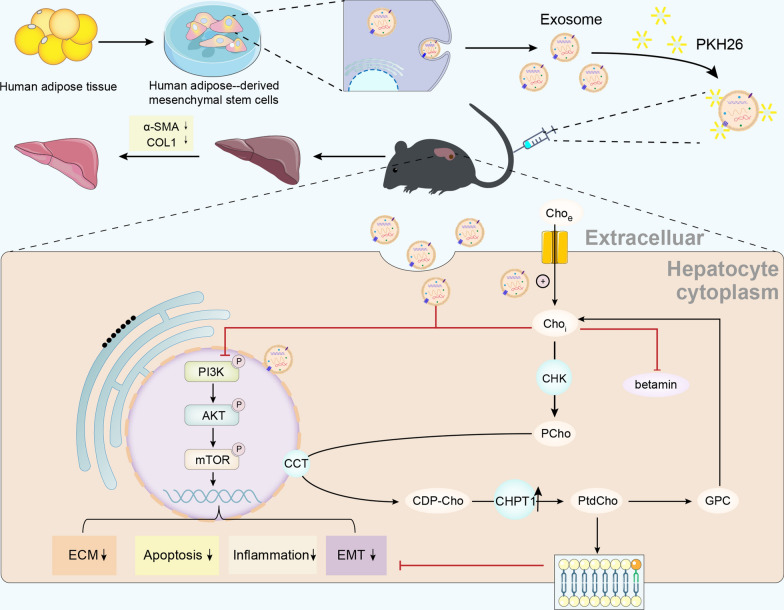

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12951-023-01788-4.

## Introduction

Liver fibrosis is one of the major causes of morbidity and mortality worldwide, and the global burden of liver fibrosis is expected to increase in the coming years [1]. It is a chronic liver disease with the presence of persistent inflammatory response as well as progressive wound healing response caused by liver injury [2]. During the progression of liver fibrosis, further aggravation of inflammatory cell recruitment, myofibroblast activation, and excessive extracellular matrix (ECM) deposition may culminate in cirrhosis and liver cancer [3, 4]. The process of liver fibrosis is also closely linked to metabolism. A profound metabolic reprogramming, including a shift towards aerobic glycolysis and excessive accumulation of lipids, was recently identified as an essential mechanism and hallmark in hepatic stellate cell (HSCs) activation, leading to pathological liver fibrosis [5–7]. However, until now, there are no FDA-approved drugs and effective therapies for the treatment of liver cirrhosis except liver transplantation [8]. Owing to liver cirrhosis-associated complications, donor shortage, and the requirement for lifelong immunosuppression, only a small percentage of patients with cirrhosis benefit from liver transplants [9]. Therefore, liver regeneration therapy has emerged as an attractive therapeutic strategy.

Recently, mesenchymal stem cells (MSCs) as well as their derivates provide an alternative for patients with liver disorders. Various stem cells derived from human bone marrow (BMSCs), umbilical cord (UCSCs), and adipose tissue (ADSCs) have been utilized in the treatment of liver disease [10–13]. Both clinical and experimental evidence has shown that MSCs could efficiently protect hepatocytes by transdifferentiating into functional hepatocytes, secreting a wide range of immunosuppressive and trophic factors, and exosomes through autocrine or paracrine effects, leading to an antifibrotic effect and promote liver regeneration [11, 14]. Nevertheless, MSCs transplantations have numerous limitations including substantial cell death, poor engraftment upon transplantation and iatrogenic tumor formation [15]. Interestingly, previous studies revealed that MSCs acted as “conducting cells” to regulate host cells including macrophages and improve the local microenvironment mainly via extracellular vesicle (EV) or exosome signals to exert unique a antifibrotic effect [11, 16–18]. In an attempt to enhance the effects of stem cell therapeutics, our group has suggested MSCs-derived exosomes as potential therapeutic tools for liver diseases [19, 20].

Exosomes are physiological nano-sized membrane vesicles (40–150 nm diameter) with a lipid bilayer membrane of endocytic origin from donor cells. It contains biologically active proteins, lipids and nucleic acids such as miRNAs, mRNAs, and DNA, which can be internalized into recipient cells [21, 22]. Growing evidence suggests that the exosomes derived from BMSCs and UCSCs demonstrate an improved therapeutic effect in treating acute and chronic liver injuries, and exosomes derived from ADSCs have a particular advantage in the treatment of chronic liver disease [23–25]. Importantly, it has been reported that human adipose mesenchymal stem cells-derived EVs successfully inhibited the activity of activated hepatic stellate cells (HSCs) and functionally alleviated liver fibrosis in the thioacetamide-induced liver fibrosis mice model [25]. However, the detailed mechanism remains unclear.

In this study, we utilized the experimental mouse model of liver cirrhosis and activated HSCs to investigate the effects of hADMSCs-Exo on carbon tetrachloride (CCl_4_)-induced liver fibrosis and transforming growth factor-β1 (TGF-β1)-induced activated HSCs, respectively. We confirmed that hADMSCs-Exo could ameliorate HSCs activation and suppres the progression of liver fibrosis. Importantly, we combined transcriptomic and metabolomic studies to identify important metabolic processes and detailed mechanism. Our results demonstrated that hADMSCs-Exo ameliorated hepatic fibrosis mainly by restoring the abnormal choline metabolism and inhibiting PI3K/Akt/mTOR Pathway.

## Materials and methods

### Preparation and culture of hADMSCs

Liposuction aspirates from subcutaneous adipose tissue sites were obtained from 10 young women (aged 20–30 years) who received liposuction from January to May 2020 at the Sichuan Provincial People’s Hospital. The study protocol was approved by Sichuan Academy of Medical Sciences and Sichuan Provincial People’s Hospital ethics committee (NO2021-448). Informed consent was obtained from each subject. hADMSCs were isolated, as described previously [26]. In brief, adipose tissues were washed three to four times with phosphate-buffered saline (PBS) supplemented with penicillin–streptomycin, then the tissue was mechanically chopped before digestion with 0.75 mg/ml collagenase type I (BioFroxx) at 37 °C and 225 rpm orbital shaking inside a MaxQ 8000 shaking incubator for 30 min. The digested tissue was washed with Dulbecco’s modified Eagle’s medium (DMEM) F12 containing 10% fetal bovine serum (FBS) and centrifuged at 300 *g* for 5 min. The cell pellet was resuspended in DMEM F12 supplemented with 10% FBS in a 37 °C incubator with 5% CO2. The hADMSCs from passages 3 to 5 were applied in this study.

Then hADMSCs were identified with fluorescein isothiocyanate (FITC)-conjugated antibodies against CD90, allophycocyanin (APC)-conjugated antibodies against CD73, PreCP-CD105 and with phycoerythrin (PE)-conjugated antibodies against CD44 (BD, CA, USA). To assess their ability to differentiate into three different lineages, the hADMSCs were grown in osteogenic-, adipogenic- and chondrogenic- inducting medium for 20 days. Subsequently, the alizarin red staining, oil red O staining and Alcian blue staining were performed to confirm osteocytes, chondrocytes, and adipocytes differentiation, respectively.

### Extraction and characterization of exosomes derived from hADMSCs

The hADMSCs (passage 3–5) at 70–80% confluence was washed with PBS and cultured in FBS-free medium for 48 h. Then the cell supernatants were collected. Exosomes were purified by gradient ultracentrifugation as described previously [27]. Briefly, the centrifugal forces were set on a tabletop centrifuge at 1000 *g* and 10,000 *g* for 10 min and 30 min, respectively. Then, the cell supernatant was filtered through a 0.22 μm sterile filter (Millipore, CA, USA) and centrifugated by the Beckman Coulter Optima™XPN supercentrifuge at 10000 *g* for 70 min, discarding the cell supernatant and resuspend the exosome‐containing pellet in PBS. This centrifugation procedure was repeated twice. 100 μL of PBS was applied to resuspend the final exosomes and stored at − 80 °C. The ultrastructure of hADMSCs-Exo was detected by Transmission Electron Microscope (TEM, Hitachi). The size and concentration distribution of hADMSCs-Exo were characterized by nanoparticle tracking analysis (NTA; NanoFCM N30E), which was high-sensitivity flow cytometry for nanoparticle analysis. The hADMSCs-Exo were labeled using PKH26 Red Fluorescent Cell Linker Kits according to the manufacturer’s instructions (Sigma, USA). Surface exosomal makers such as CD63, CD81 and TSG101 were detected by western blotting (Abcam, USA). The hADMSCs-Exo proteins were quantitatively measured using bicinchoninic acid assay kits (Beyotime, China) according to the manufacturer’s manual.

### Activation of LX-2 cells and treatment with hADMSCs-Exo

Human hepatic stellate cells (LX-2 cells) were purchased from Shanghai Mcellbank Biotechnology Co., Ltd, China, and cultured maintained as described in protocol from the provider. 10 ng/mL TGF‐β1 (Peprotech, 100-21, USA) was added to induce activation of LX-2 cells for 24 h. Activated LX-2 cells were then incubated with different concentrations of hADMSCs-Exo (0.075, 0.15 and 0.3 μg/μL). The same volume of PBS was added to the control group. The cells were examined after 24 h incubation.

### In vitro cell viability

To investigate the cytotoxicity of hADMSCs-Exo, LX-2 cells were seeded at a density of 5000 cells/well in 96-well plates and stabilized for 24 h at 37 ℃ in a humidified 5% CO2 atmosphere. LX-2 cells were activated by TGF‐β1 and incubated for 24 h. Then the cells were incubated with hADMSCs-Exo for 24 h, 48 h or 72 h, and the viability of LX-2 cells in the presence of different concentrations (0, 0.01, 0.05, 0.1, 0.2 and 0.3 μg/μL) of exosomes was quantified by CCK-8 assays (Cat# CK04-01; Dojindo, Kumamoto, Japan). The optical density (OD 450 nm) values were measured by a microplate reader.

### Proliferation, cell cycle analysis and apoptosis detection

Cells were seeded in 6-well plates, treated the next day with hADMSCs-Exo (0.075, 0.15 and 0.3 μg/μL) or an equivalent volume of PBS and then harvested at 24 h. To measure the proliferation of cells, the Cell Light EdU DNA imaging kit (EdU-Click 488, sigma) was used for EdU incorporation experiments according to the kit instructions. The ratio of EdU-stained cells (with green fluorescence) to Hoechst-stained cells (with blue fluorescence) was used to evaluate the cell proliferation activity. Flow cytometry was used for cell cycle and apoptosis assays. Cell Cycle Analysis Kit (KeyGENEBioTECH, KGA511, China) was used for cell cycle analysis and the Annexin V-FITC & PI Cell Apoptosis Analysis Kit (BD, 550911, USA) was used for apoptosis assays. The data were analyzed using FLOWJO software.

### Immunofluorescence staining

When activated HSCs reached 60–70% confluency on 24-well plates, they were cultured with hADMSCs-Exo for 24 h. Next, HSCs were incubated with 4% paraformaldehyde (PFA) for 15 min and then incubated with 5% goat serum (Proteintech, China) for 1 h. Cells were incubated with a primary antibody (anti-α-SMA (Proteintech, 1:300 dilution, China), anti-Fibronectin (Proteintech, 1:300 dilution, China) or anti-AKT (CST, 1:400 dilution) overnight at 4 °C, followed by incubation with Alexa Fluor 488-conjugated goat anti-rabbit IgG (Invitrogen, A-11008) or Alexa Fluor 594-conjugated goat anti-mouse IgG (Invitrogen, A-11005) for 1 h. The nuclei were labeled with DAPI (bioshop, USA). Fluorescent images were captured using Laser Scanning Microscopy (LSM) (Zeiss, LSM 900&Airyscan, Germany).

### RNA extraction and quantitative real-time polymerase chain reaction (RT–PCR)

Total RNA from fresh frozen tissues and cells was isolated using Trizol reagent (Invitrogen, NY, USA) according to the manufacturer’s instructions. RNA was quantified using a NanoDrop (Thermo Fisher Scientific, MA, USA). Subsequently, 1 μg of total RNA was used to produce cDNA using PrimeScript RT reagent (Takara, Kusatsu, Japan), and qRT–PCR was performed using TB Green™ Premix Ex Taq™ II (Takara, Japan) in the CFX96 Real-time System (Bio-Rad). mRNA expression was calculated via the standard 2 − ΔΔCtmethod. Each sample was analyzed in triplicate. The PCR primers utilized in this study were showed in Additional file 1: Table S1.

### Western blot analysis

The RIPA lysis buffer (Solarbio, Beijing, China) was used to conduct the purification of the protein of the hADMSCs-Exo, cells and tissues. Total proteins were extracted and detected by BCA, then separated by 8–12% SDS‐PAGE and transferred to membranes (Millipore Corp, Billerica, USA). After blocking, membranes were incubated with primary antibodies and horseradish peroxidase‐conjugated secondary antibodies. Signals were detected and quantified with ChemiDoc XRS + system using Image Lab software (Bio‐Rad, Hercules, CA, USA) with the Immobilon Western Chemiluminescent HRP Substrate (Millipore). Antibodies utilized in this study are listed in Additional file 1: Table S2.

### Experimental animals

Male mice (C57BL/6 J, 20–25 g, 6 weeks of age) were purchased from Beijing Weitong Lihua Experimental Animal Technology Co. Ltd. All procedures involving animals were performed in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals and were approved by the Animal Ethic Committee of Sichuan Provincial People’s Hospital (Approval number: 2021448). Procedures for CCl4–induced liver fibrosis were as detailed elsewhere [28]. After adaptive feeding for a week, animals were randomly divided into liver fibrosis group modeling and normal group, with administered CCl4 (1 mL/kg intraperitoneally; diluted 1:4 in olive oil) or olive oil vehicle-alone 2× week for 8 weeks, respectively. Then Liver Fibrosis Group (LFG) was sacrificed. Regression group (REG) are treated with 200 μl PBS, each mouse in the hADMSCs group received 1 × 10^6^ hADMSCs in 200 μl PBS, the hADMSCs-Exo group received 200 μL PBS containing 250 μg hADMSCs-Exo, doses were based on published literature[29, 30]. All of the treatments were given intravenously via tail vein injection and carried out twice per week for 4 weeks. Blood was taken from eyeball and immediately centrifuged for serum collection. Liver tissue was excised and snap-frozen in liquid nitrogen.

### Shear wave elastrography (SWE)

After 8 weeks of CCl4 treatment, liver stiffness of all animals was measured by transient elastography (FibroScan; Echo‐Sens, Paris, France). Procedures for SWE were as detailed elsewhere [31]. Ultrasound elastography data were collected prior to the start of treatment (baseline), during treatment (weeks 2) and a final scan prior to sacrifice (weeks 4).

### Liver histopathological evaluation, immunohistochemistry analysis and ELISA

Liver tissues from the same lobe were embedded in paraffin, sectioned at 5 µm. Hematoxylin and eosin (H&E), Masson's trichrome (MT) staining and Sirius red staining were carried out using paraffin‐embedded sections. Liver fibrosis and necro-inflammatory activity were semi-quantitatively evaluated in a blind manner by two independent pathologists and scored according to the Ishak fibrosis scoring system. For MT and Sirius red staining, quantitative analysis was performed using ImageJ at 100× magnification in 5 random fields. For immunohistochemistry (IHC) staining, sections were sectioned and cultured overnight with primary antibodies against α-SMA, Collagen I, Ki67, HNF-α, or Caspase 3 overnight at 4 °C and with secondary antibodies (Abcam) for 1 h at 37 °C. The nickel-diaminobenzidine (DAB) color reagent kit (Proteintech, China) was used for color development. The histology of the different tissues was analyzed microscopically (BX51, Olympus, Tokyo, Japan). Image capturing was performed using DP2-BSW software (Olympus). Choline, phosphorylcholine, phosphatidylcholine, phingomyelin, glycerophosphocholine and Betaine Assay kits were purchased from Shanghai Yanzun Biotechnology Co.Ltd. Procedures for Enzyme-linked immunosorbent assay (ELISA) were as described elsewhere [32].

### Blood biochemical assay

To investigate the liver function test in blood, the isolated serum of each mouse was analyzed for aspartate aminotransferase (AST), alanine aminotransferase (ALT), alkaline phosphatase (ALP). These parameters of the serum were evaluated by ChemOn Inc (Suwon, Korea).

### RNA-seq and data analysis

RNA was isolated from liver of mouse after indicated different treatments using Trizol Reagent (Invitrogen Life Technologies). Three micrograms of RNA were used as input material for the RNA sample preparations. The sequencing library was constructed by using the NEBNext^®^ Ultra RNA Library Prep Kit for Illumina^®^ (NEB England BioLabs), then sequenced on NovaSeq 6000 platform (Illumina). Differentially expressed genes (DEGs) were screened with the adjusted P-value of < 0.05 and |log fold change| of ≥ 1. Heat maps and Gene Expression Enrichment Analysis were generated using Pheatmap and ggplots2 in R. Pathway analysis was performed by using clusterProfler23 package in R.

### LC–MS/MS analysis

A total of 20 mg of each tissue sample was homogenized with 0.6 ml of 2-chlorophenylalanine (4 ppm) containing methanol (− 20◦C), centrifuged, and filtered through a 0.22-μm membrane before analysis on an ultra-performance liquid chromatography (UPLC)-mass spectrometry (MS). LC conditions and MS conditions were as described previously [33]. Data-dependent acquisition was employed to identify metabolites and the unnecessary MS/MS information was removed by dynamic elimination. Metabolite identification was performed by metabolome databases including MassBank (http://www.massbank.jp/index.html), the human metabolome database (http://www.hmdb.ca/), METLIN (http://metlin.scripps.edu/index.php), lipidmaps (https://www.lipidmaps.org/), mzCloud (https://www.mzcloud.org/) and the self-built database of BioNovoGene by Suzhou PANOMIX Biomedical Tech Co., Ltd. Metabolic pathway enrichment analysis was carried out using Metaboanalyst 5.0 (https://www.metaboanalyst.ca/).

### Statistical analysis

All data were used of GraphPad Prism13.0 software, Image J analyses and R 3.6.0 (The R Foundation for Statistical Computing, Vienna, Austria). One-way ANOVA and *t*-test was used for comparison of two or more groups. P < 0.05 was considered to be statistically significant.

## Results

### Characterization of hADMSCs and hADMSCs‑Exo

In the beginning, primary cells isolated from human adipose tissues underwent identification of immunophenotype and multipotential differentiation ability, for the purpose of providing exosome constantly. The morphology of hADMSCs was monolayer adherent and fibroblast-like spindle-shaped (Fig. 1A). For detecting multilineage differentiation potential of hADMSCs, we evaluated osteogenic, adipogenic and chondrogenic differentiation of hADMSCs by using different inducing conditioned medium respectively. Morphological changes were shown in Additional file 1: Fig. S1A, compact cell layer and intense Alizarin red staining illustrated calcium deposition (bright red spots) of osteogenically differentiated tissues, supporting the osteogenic differentiation ability of hADMSCs. Lipid droplets (dark red spots) formed during adipogenic differentiation of hADMSCs were visualized by Oil Red O staining. After 1 month of chondrogenic differentiation in culture, we observed clear cartilage formation, and production of proteoglycan (blue circle) by Alcian blue staining, suggesting the multi-lineage differentiation ability of hADMSCs. In addition, to better understand the immunophenotype of hADMSCs, we examined expression of characteristic stem-cell surface markers (CD44, CD73, CD90, and CD105) by utilizing flow cytometry. The result showed positive rate for CD44, CD73, CD90 and CD105 of hADMSCs were 85.1%, 99.3%, 99.6% and 98.7% respectively (Additional file 1: Fig. S1B). Collectively, these data identified the osteogenic, chondrogenic, and adipogenic differentiation hADMSCs isolated from human adipose tissues, as well as their immune phenotypes.

**Fig. 1:**
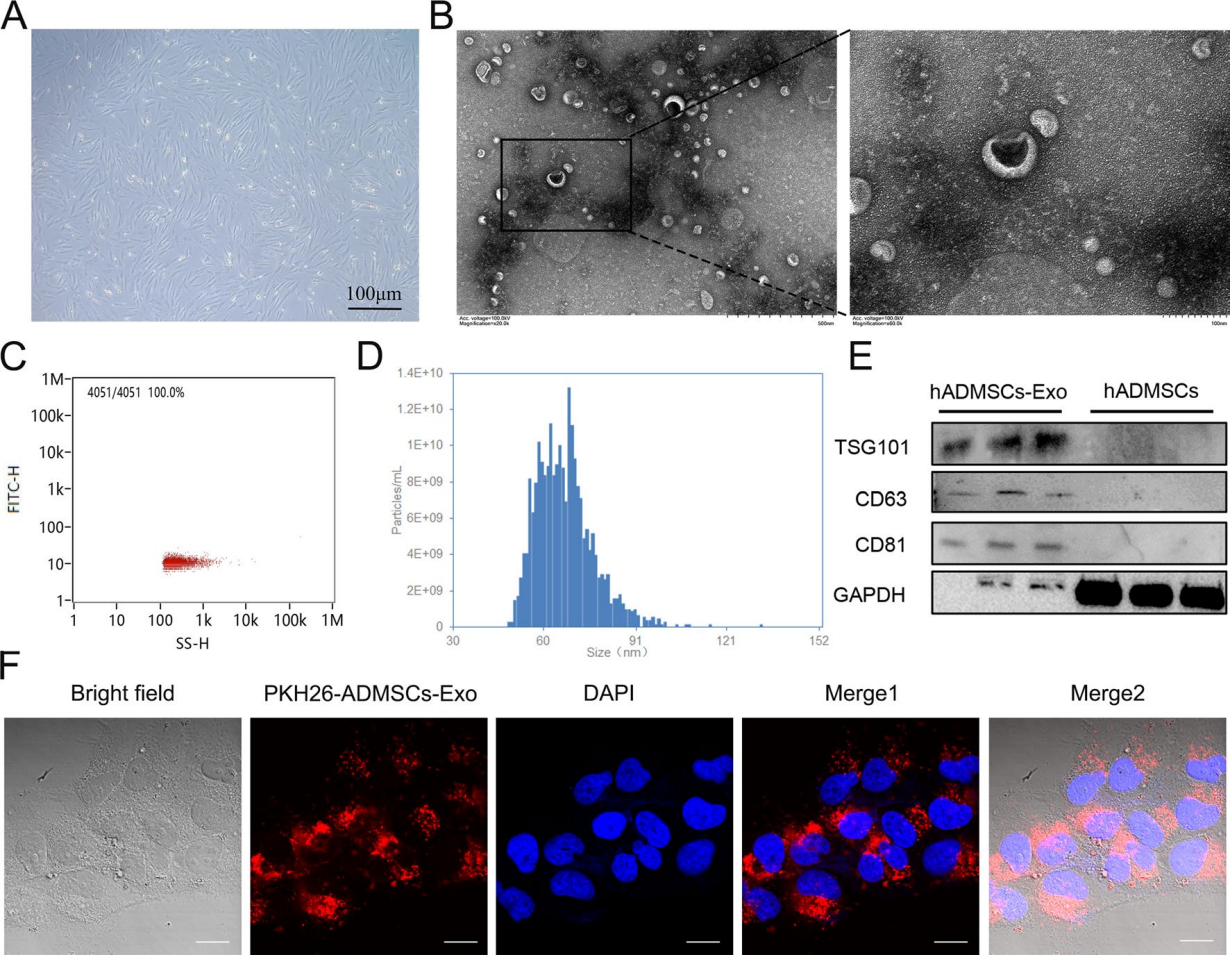
Characterization of and hADMSCs and hADMSCs-Exo. **A** Morphological appearance of cultured hADMSCs (bar = 100 μm). **B** Representative TEM images of hADMSCs-Exo (bar = 500 nm and 100 nm). **C** Flow cytometry for nanoparticle analysis of hADMSCs-Exo. **D** Size distribution measurements of hADMSCs-Exo by NTA under flow conditions. **E** Western blot analysis of TSG101, CD63, CD81 and GAPDH in hADMSCs-Exo and whole-cell lysis of hADMSCs. **F** CLSM images of hADMSCs-Exo labeled with PKH26. Red: PKH26-Exo. Blue: DAPI. Scale bar, 40 μm

Next, exosomes derived from hADMSCs underwent evaluation on morphology and content. The ultra-microstructure of purified hADMSCs-Exo was elliptical vesicle structures with the similar size of ~ 100 nm (Fig. 1B). Result of NTA-based characterization showed that the size of hADMSC-Exo was concentrated in the range of 50–100 nm (average size = 76.14 nm), while the particles of 30–150 nm accounted for 96.66% of the total particles with a concentration of 4.11E + 11 Particles/mL (Fig. 1C, D). Through detecting exosomal biomarkers by western blot assay, we observed strong expression of TSG101, CD63 and CD81 in hADMSCs-Exo rather than hADMSCs lysates (Fig. 1E). Furthermore, hADMSCs-Exo were labeled with PKH26 (red) and cocultured with LX-2 cells. Labeled hADMSCs-Exo were engulfed by LX-2 cells and were distributed around their nucleus (Fig. 1F).

### hADMSCs-Exo inhibits hepatic stellate cell proliferation by arresting cell cycle and inducing apoptosis

To investigate the repairment function of hADMSCs-Exo on fibrosis, we designed both in vitro and in vivo experiments as illustrated in Fig. 2A. Considering that TGF-β1-regulated hepatic stellate cells (HSCs) are responsible for liver fibrosis, we constructed the fibrotic cell model by treating LX-2 cells with TGF-β1. Morphologic change and expression of both profibrotic and EMT-related proteins in LX-2 cells were examined at different time points (12 h, 24 h, 48 h and 72 h). As shown in Additional file 1: Fig. S2A, compared to that quiescent HSCs were long spindle shape, LX-2 cells at 12 h after TGF-β1 treatment formed pseudopodia with elongated synapses. At the timepoint of 24 h after activation, LX-2 cells exhibited clearer filopodia, lamellipodia, and polygonal shapes. The cells displayed disordered arrangment, tight junction, aggregative growth, and cellular protrusions obviously at 48 h or 72 h. Western blot results showed EMT appeared in LX-2 cells after 12 h, and profibrogenic markers (α-SMA) could be stably expressed at 24 h (Additional file 1: Fig. S2B). Based on these observations, the time point of 24 h after TGF-β1 stimulation was used for constructing fibrotic cell model in the subsequent experiments.

**Fig. 2:**
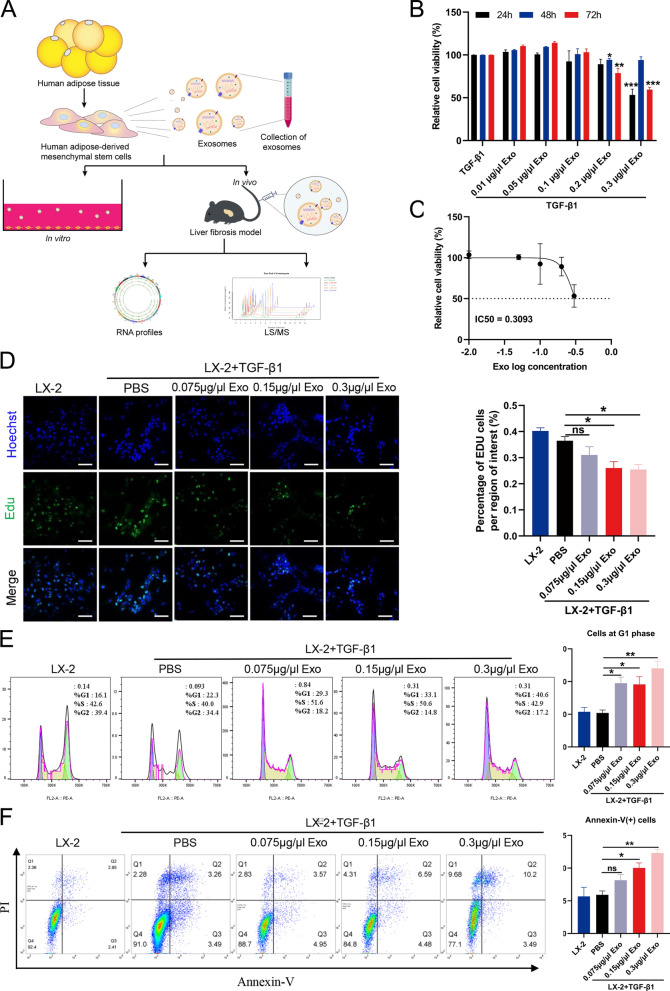
hADMSCs-Exo inhibits hepatic stellate cell proliferation by impeding cell cycle progression and inducing apoptosis. **A** A schematic representation of the experimental design. **B** In vitro cell viabilities of activated LX-2 cells incubated with hADMSCs-Exo at the indicated concentration in the presence of TGF-β1 (10 ng/ml) for 24 h, 48 h or 72 h, (n = 5). **C** IC50 were analysed in activated LX-2 cells exposed to hADMSCs-Exo for 24 h. **D** Edu assay showed that HSCs proliferation was suppressed by hADMSCs-Exo in a concentration-dependent manner. EdU% is used as an approximation for proliferation rate. **E** Cell cycle analysis showed an increase in the sub-G1 subpopulation and cell cycle arrest after hADMSCs-Exo. **F** The quantitative analysis of the apoptosis was performed using the Annexin-FITC staining based flow cytometry. Exo, exosome. Data are presented as means with SEM (n = 3 independent experiments). ns, not significant, *p < 0.05, **p < 0.01 and ***p < 0.001

To determine the effect of hADMSCs-Exo on activated HSCs, we evaluated cell proliferation after being treated with hADMSCs-Exo. As showed in Fig. 2B, proliferation of pro-fibrotic HSCs was inhibited by hADMSCs-Exo in a concentration-dependent fashion. High concentration of hADMSCs-Exo (0.3 μg/μl) decreased cell survival rate by half, whereas low‐dose hADMSCs-Exo (range from 0 to 0.1 μg/μL) did not alter proliferation of activated HSCs by CCK8 assay (Fig. 2C). Dose-dependent inhibiting effect of hADMSCs-Exo on HSCs were confirmed by Edu proliferation assay, which showed an augmented HSCs proliferation in hADMSCs-Exo-treated groups (Fig. 2D). In addition, we observed that hADMSCs-Exo arrested cell cycle arrest in G1 phase of cell cycle, a small, non-significant increase in cells in S phase, and gradually declined at the G2 phase (Fig. 2E). Similarly, we also tested the impact of hADMSCs-Exo on apoptosis of activated HSCs. A concentration-dependent increase in apoptosis occurred in activated HSCs after 24 h of exposure to hADMSCs-Exo (Fig. 2F).

### hADMSCs-Exo internalized by LX-2 cells exhibit antifibrotic and anti-EMT effect in vitro

Subsequently, we explored the mechanism involved in influence of hADMSCs-Exo on activated HSCs in a LX-2 and hADMSCs co-culture system. As shown in Additional file 1: Fig. S3, hADMSCs significantly inhibited proliferation of activated LX-2 cells and blocked expression of α-SMA. To investigate whether the inhibitory effect on LX-2 is mediated exosome, we treated activated LX-2 cells with purified hADMSCs-Exo. As showed in Fig. 3A, our results showed that compared to original LX-2 cells, TGF-β1 activated LX-2 cells formed filopodia- and lamellipodia-like extensions. These cell protrusions shrunk gradually when being incubated with hADMSCs-Exo, or even completely disappeared after being incubating with high concentration of hADMSCs-Exo. Concurrently, the immunofluorescence assay results revealed that when aHSCs were treated with hADMSCs-Exo, the fluorescence signals of α-SMA significantly diminished in a dose-dependent manner, indicating excellent antifibrotic effect of hADMSCs-Exo (Fig. 3B). In addition, antifibrotic and anti-EMT effect of hADMSCs-Exo were evaluated by western blotting. After being educated with hADMSCs-Exo, ECM of LX-2 cells was markedly degraded, performed with downregulated collagen I and α-SMA expression. Reduced TGF-β1, vimentin and β-catenin whereas increased E-catenin suggested that EMT process was substantially inhibited as well. These results suggested that hADMSCs-Exo could inactivate the activated HSCs through EMT inhibition and ECM degradation.

**Fig. 3:**
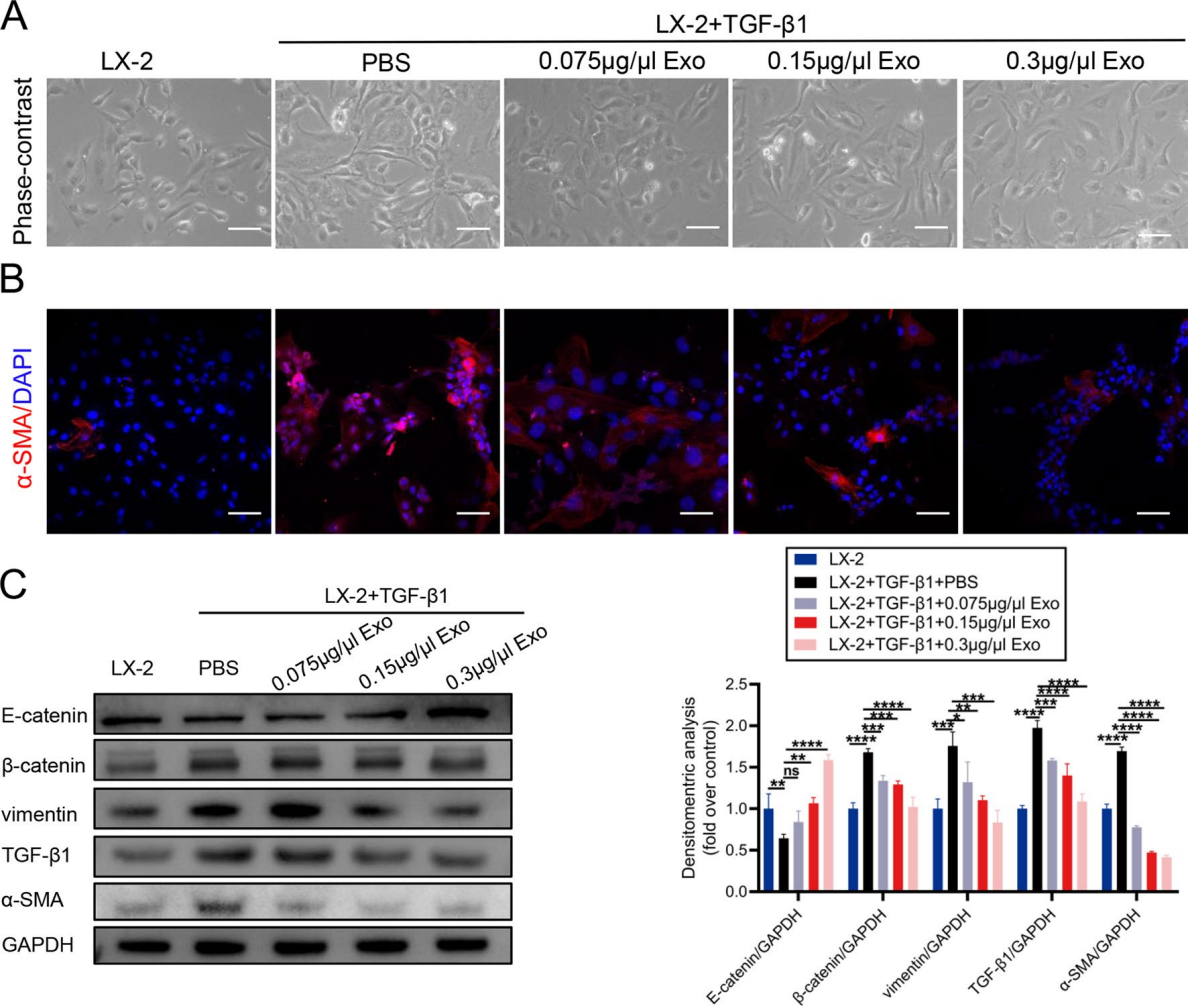
hADMSCs-Exo internalized by LX2 cells exhibit antifibrotic and anti-EMT effect in vitro. **A** Representative phase-contrast images of quiescent HSCs and aHSCs were treated with hADMSCs-Exo at the indicated concentration in the presence of TGF-β1 (10 ng/ml). Analyses were conducted 24 h after the indicated treatments. Scale bars, 100 mm. **B** Representative immunofluorescence images of α-SMA (red) and DAPI (blue) of aHSCs were treated with hADMSCs-Exo. Scale bars, 100 mm. **C** Western blot analysis of LX-2 cell incubated with hADMSCs-Exo for 24 h in the presence of TGF-β1 (10 ng/ml). Data expressed as the mean ± SEM (n = 3 independent experiments). ns, not significant, *p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001

### hADMSCs-Exo could alleviate CCl_4_-induced mice liver fibrosis in vivo

For further verification, therapeutic effect of hADMSCs-Exo and hADMSCs were examined in fibrotic mice, and the samples were analyzed by RNA-seq and LC–MS/MS. Before that, we used CCl_4_ to establish liver fibrosis mouse model, which is verified by gross inspection and histological analysis (Additional file 1: Fig. S4A, B). We investigated the organ distribution of hADMSCs-Exo in fibrotic mice especially in their liver tissue. PKH26-labeled hADMSCs-Exo were injected through tail vein into the models, internal distribution of them were traced using a NIRF fluorescence imaging system. As expected, higher fluorescence signals of hADMSCs-Exo in models were detected in fibrotic liver tissue earlier than in other organs (Additional file 1: Fig. S5A, B).

Based on the fibrotic mice model, we assessed the therapeutic potential of hADMSCs-Exo as depicted in Fig. 4A. SWE verified the success of modeling, and showed a significant increase in mice liver stiffness in the other groups compared with sham group (Additional file 1: Fig. S6). We next assess liver stiffness measurement (LSM) by SWE after 2 weeks and 4 weeks of treatment. Compared to normal liver tissue, liver stiffness value was significantly elevated in regression group (REG). Hepatic fibrosis wasn’t completely repaired after 2 weeks of hADMSCs-Exo treatment. Liver matrix stiffness significantly declined to normality after 4 weeks of treatments or hADMSCs or hADMSCs-Exo, demonstrating a repaired status compared to REG group (Fig. 4B, Additional file 1: Fig. S7). In addition, the body weight of hADMSCs group and hADMSCs-Exo group increased faster compared with sham group and REG, demonstrating recovered status under treatment with hADMSCs or hADMSCs-Exo (Fig. 4C).

**Fig. 4:**
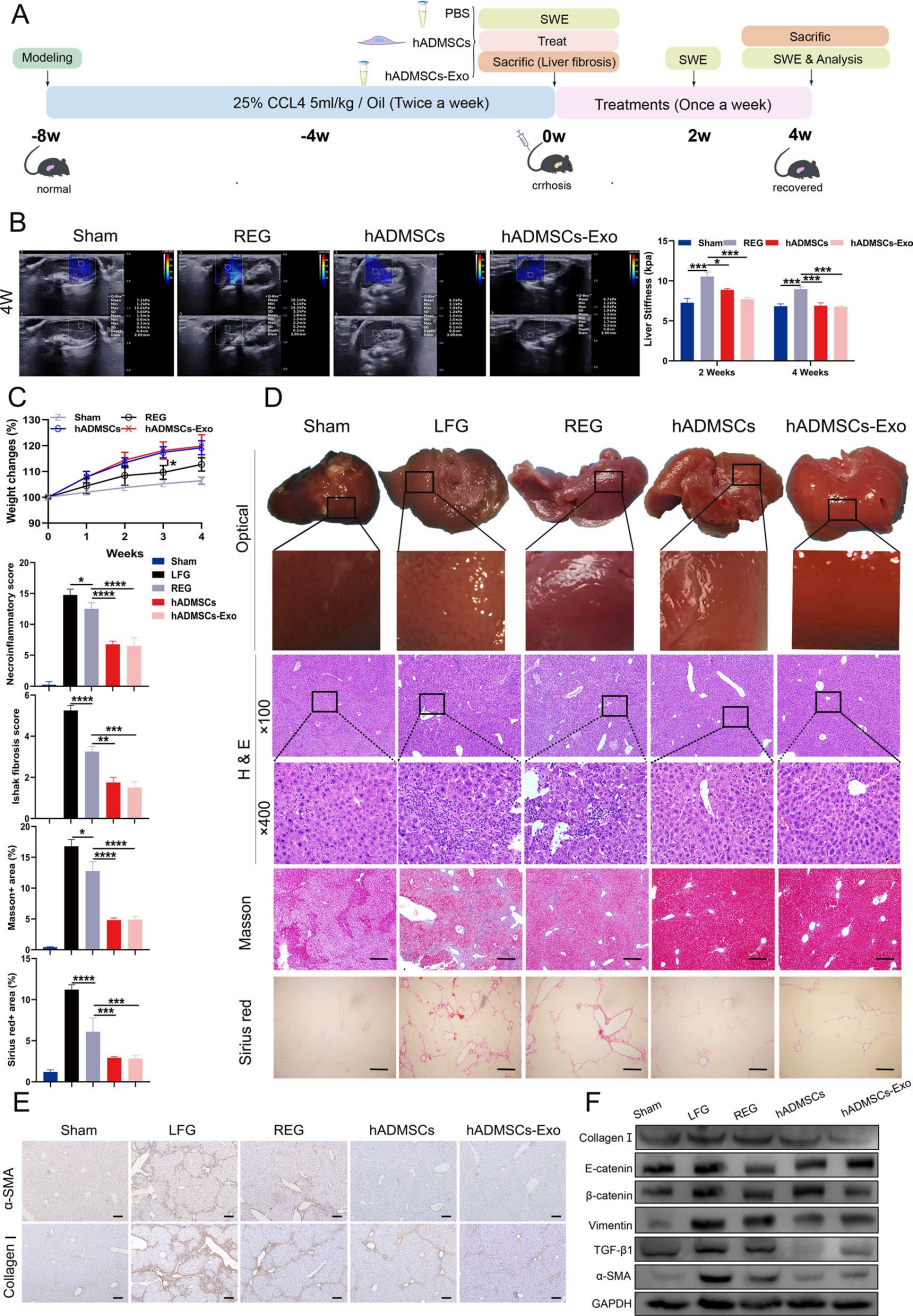
hADMSCs-Exo could alleviate CCl_4_-induced mice liver fibrosis in vivo **A** Diagram of experimental scheme. **B** Elastograms obtained using shear wave elastrography (reliable images were obtained when uniform colour filled > 90% of the sampling area) and liver stiffness quantification. **C** Body weight changes during treatment. **D** Representative photographs of lives from mice in each group and histopathological images of liver sections were evaluated using H&E, Masson trichrome staining and Sirius red staining in animals with CCl_4_-induced cirrhosis. Liver histopathology grading was evaluated by necro-inflammatory scoring and Ishak (modified Knodell) scoring system after treatment. **E** Images of immunohistochemistry staining of extracellular matrix (ECM) proteins (collagen I and α-SMA). **F** The protein levels of ECM and EMT-related proteins in the liver tissues of the mice with different treatments. SWE, shear wave elastrography. LFG, liver fibrosis group, REG, regression group. Data are expressed as mean ± SEM (n = 6), ns, not significant, *p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001

At four weeks post to treatment, liver tissues were collected for evaluating effectiveness of hADMSCs-Exo in recovering liver injury, hepatic inflammation and fibrotic degree. As shown in Fig. 4D, fibrotic liver manifested with hard texture, rough surface with brownish color and nodule formation, indicating a serious injured condition. Intriguingly, liver in the hADMSCs-Exo group showed clear morphological restoration along with a smooth surface and bright red color in macroscopic images. The results showed that hADMSCs-Exo and hADMSCs groups showed a reduction of hepatocyte piecemeal, confluent necrosis, ductal proliferation and infiltration of immune cells in histological examinations and their staging score of liver fibrosis, which was dramatically lower than that in LFG and REG (1.5, 1.75, 3.25, 5.25, p < 0.05). Masson’s trichrome and Sirius Red staining were performed to indicate collagen deposition in liver sections. The collagen-stained area of the hADMSCs-Exo group was 2.6 times lower than that of the REG and 3.4 times lower than that of the LFG. These results were consistent with those of α-SMA and collagen I staining, showing that a remarkable reduction was found in the α-SMA and collagen I stained areas of the hADMSCs-Exo-treated group (Fig. 4E). Furthermore, Western blot experiments verified the above result and confirmed anti-EMT effect of hADMSCs-Exo (Fig. 4F). Thus, these data substantiated that systemic administration of hADMSCs-Exo could histologically and functionally alleviate liver fibrosis in CCl_4_-induced mice liver fibrosis.

### hADMSCs-Exo treatment improves liver function and regeneration, reduces liver inflammation and apoptosis

Next, we examined levels of hydroxyproline (Hyp) and malondialdehyde (MDA) in liver tissues, which indicate the presence of liver collagen deposition and lipid peroxidation changes, reflecting the degree of hepatic oxidative stress, inflammation and hepatocellular injury, respectively. Treatment with hADMSCs reduced Hyp and MDA accumulation in comparison with the LFG and REG, which was even lower in hADMSCs-Exo-treated group (Fig. 5A), suggesting a superior therapeutic effect of hADMSCs-Exo than hADMSCs in regulating collagen deposition and oxidative stress. Similar results were obtained when performing serum biochemical tests and quantifying inflammatory cytokines. Serum levels of ALT, AST and ALP were significantly suppressed in the hADMSCs and hADMSCs-Exo-treated mice when compared with LFG and REG (Fig. 5B). Furthermore, expression of inflammatory cytokines including Interleukin-1β (IL-1β), Interleukin-6 (IL-6), Interleukin-10 (IL-10) and tumor necrosis factor-α (TNF-α) were significantly decreased in livers of hADMSCs-Exo group compared with those of the LFG and REG, demonstrating effective anti-inflammatory effects of hADMSCs-Exo in liver fibrosis mice.

**Fig. 5:**
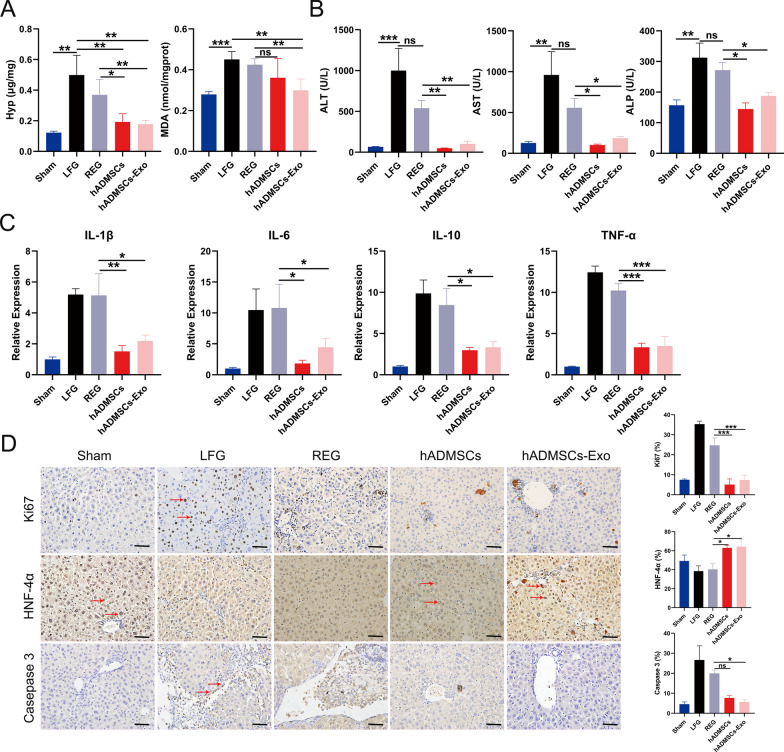
hADMSCs-Exo treatment improves liver function and regeneration, reduces liver inflammation and apoptosis. **A** The Hyp and MDA levels of normal mice (Sham), fbrotic mouse model and the mice injected with PBS, hADMSCs or hADMSCs-Exo were measured with corresponding test kit **B** Serum levels of AST, ALT, ALP in different groups. **C** The relative inflammatory gene expression for IL-1β, IL-6, IL-10 and TNF-α. **D** Immunohistochemical staining was performed to detect the protein expressions of Ki67, HNF-4α and caspase 3 in the injured liver of mice treated with hADMSCs and hADMSCs-Exo. Scale bar, 40 μm. AST, aspartate aminotransferase, ALT, alanine aminotransferase, ALP, alkaline phosphatease. LFG, liver fibrosis group, REG, regression group. Data are expressed as mean ± SEM (n = 4), ns, not significant, *p < 0.05, **p < 0.01 and ***p < 0.001

To evaluate whether hADMSCs-Exo treatment could reduce hepatocellular injury and apoptosis, improve liver regeneration, we performed IHC to quantify Ki-67, caspase 3 and HNF-4α. As shown in Fig. 5D, the percentage of Ki-67^+^ cells in hADMSCs (5.09%) and hADMSCs-Exo (7.35%) treated groups was decreased significantly when compared to the LFG (35.31%) and REG (28.64%). The percentage of HNF-4α^+^ cells in hADMSCs-Exo (64.27%) group increased significantly when compared with the LFG (38.50%) and REG (40.38%). hADMSCs-Exo exhibited decreased hepatocyte death characterized by remarkably decreased caspase-3 expression, indicating that hADMSCs-Exo reduced hepatocellular injury and apoptosis, and recovered from CCl_4_-induced liver damage.

### hADMSCs-Exo inhibited HSCs activation and liver fibrosis through PI3K/AKT/mTOR signaling pathway

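Liver RNA of 3 groups of male mice, 3 libraries per group, was analysed. Carbon tetrachloride (CCl4), which injures hepatocytes and leads to fibrosis, had been given to all of them at 1 mL/kg by intraperitoneal injection, 2 times per week for 8 weeks, beginning with mice that were 6 weeks old on arrival. The liver fibrosis group (LFG) was sacrificed at that point. The regression group (REG) then received 200 µL of phosphate-buffered saline, and the hADMSCs-Exo group received 250 µg of exosome protein in 200 µL, by the tail vein 2 times per week for 4 weeks. hADMSCs-Exo are small vesicles shed by human adipose mesenchymal stem cells in culture. The hADMSCs group was not analysed here. For 21936 mouse genes, the authors deposited the number of reads counted on each gene in each library, without normalization, beside FPKM, the same counts scaled by gene length and library total. Total counts were 17261497, 16452202 and 13837445 in LFG replicates 1, 2 and 3. They lay between 16661288 and 19840917 in REG (median 19729733) and between 16457357 and 16984402 in hADMSCs-Exo (median 16462255). The paper's text does not name the aligner, the counting program or the use of strand, so genes that share sequence with close relatives or overlap another gene have uncertain counts. Groups were compared pairwise by edgeR's quasi-likelihood test on the counts, two-sided, with TMM normalization, edgeR's filter on low counts and Benjamini-Hochberg adjustment. A gene counted as differentially expressed at the thresholds of the paper's methods, an adjusted p under 0.05 and an absolute log2 fold change of at least 1. The filter left 12337 genes for hADMSCs-Exo against REG, 12489 for hADMSCs-Exo against LFG and 12517 for REG against LFG. In counts simulated from these libraries, with 200 genes changed by 2 on the log2 scale, this test recovered 93.5% of them for hADMSCs-Exo against REG (12203 genes tested), 55.5% for hADMSCs-Exo against LFG (12279) and 54.5% for REG against LFG (12347). With a change of 1 it recovered 29.0% (12227), 0% (12281) and 0% (12383). That change equals the limit on fold change, which by itself can remove genes estimated below it. These shares describe simulated counts and are not the power of the test for the real genes. Between hADMSCs-Exo and REG, Cyp2c55 passed the thresholds at a log2 fold change of -2.87. Acta2, picked here after its values were seen, did not at -2.60 (adjusted p = 0.358 from edgeR's quasi-likelihood test). A two-sided exact permutation test of 3 libraries against 3 cannot give a p below 0.1.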

To unearth the molecular mechanism involved in regulation of hADMSCs-Exo in liver fibrosis, we compared transcriptomic profiles between the LFG, REG, hADMSCs and hADMSCs-Exo group as presented in Fig. 6A. Among these differentially expressed genes (DEGs), we observed a partial intersection of 264 unique DEGs between the hADMSCs-Exo group versus REG, and 350 unique DEGs between the hADMSCs-Exo group versus LFG (Fig. 6B). 

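Between hADMSCs-Exo and REG, 1 gene passed both thresholds. Cyp2c55 (ENSMUSG00000025002), a cytochrome P450 gene on chromosome 19 of GRCm38 from 39007019 to 39042693 on the plus strand, had a mean log2 CPM of 1.64 ± 0.29 (SD, n = 3) in hADMSCs-Exo and 4.48 ± 0.07 (SD, n = 3) in REG. Its log2 fold change was -2.87 (standard error 0.19, adjusted p = 0.00401 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and each of the 3 hADMSCs-Exo libraries lay below each of the 3 REG libraries. With each library left out in turn the log2 fold change stayed between -3.05 and -2.74, but the adjusted p rose to 0.0584 without REG 2 and to 0.0815 without hADMSCs-Exo 3, which left 0 genes past the thresholds. Over all alternatives its adjusted p ran from 5.89e-28 with DESeq2 to 1.00 with all 9 libraries in one fit. Reads of Cyp2c55 could have been split between it and other Cyp2c genes. Between hADMSCs-Exo and LFG, and between REG and LFG, 0 genes passed, and the smallest adjusted p was 0.144 and 0.230. An unadjusted p under 0.05 was reached by 1237 genes (10.0%) for hADMSCs-Exo against REG, 747 (5.98%) against LFG and 1417 (11.3%) for REG against LFG. With the limit on fold change added, these counts were 266 (122 higher and 144 lower in hADMSCs-Exo), 374 (95 higher and 279 lower) and 537 (176 higher and 361 lower in REG). Leaving out LFG 3 gave 773 genes for hADMSCs-Exo and 1391 for REG against LFG at the adjusted threshold. For hADMSCs-Exo against REG, DESeq2 with an unadjusted p gave 326, and edgeR's exact test with an unadjusted p, added after the data had been seen, moved the count most, to 462. The biological coefficient of variation was 0.241 between hADMSCs-Exo and REG, 0.408 between hADMSCs-Exo and LFG and 0.399 between REG and LFG. The 2 groups of libraries did not overlap for 1917 genes (15.5%), 1535 genes (12.3%) and 2373 genes (19.0%), where chance gives 10%. No DEG was shared between comparisons at the adjusted threshold. With an unadjusted p, 184 genes were shared by the comparisons of hADMSCs-Exo and of REG with LFG, all in the same direction, where simulated unchanged groups that share the LFG libraries gave a median of 71.5 (61 to 98, 20 draws). The comparisons of hADMSCs-Exo with REG and of REG with LFG shared 67 genes, 65 in opposite directions and 2 in the same (simulated median 47, 34 to 59). Those of hADMSCs-Exo with REG and with LFG shared 45, 38 in the same direction and 7 in opposite ones (simulated median 51.5, 41 to 64). In the same order, the simulated medians of genes shared in the same direction were 71, 0 and 51. The shared group thus sets most directions even where nothing changed, and agreement in direction is not evidence of a biological link. The simulated lists of DEGs were shorter than the real ones. In this order of pairs, their medians were 350 and 350, 195.5 and 316.5, and 206.5 and 309 genes. A count above the simulated ones may thus come in part from longer lists.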

Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses were performed using these unique DEGs (Fig. 6C and Additional file 1: Fig. S7A, B). In GO terms, the major differentially expressed pathways involved are ECM components and related pathways, which is consistent with our results showing that hADMSCs-Exo regulated ECM remodeling in HSCs. 

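The GO annotation was not used here, so a list of extracellular matrix (ECM) genes was tested in its place: collagens, laminins, proteoglycans and other matrix proteins. Of its 98 genes, 72 were tested between hADMSCs-Exo and REG. Their median log2 fold change was -0.72, with 59 genes lower and 13 higher in hADMSCs-Exo (adjusted p = 1.19e-16 over 4 list results, limma's camera with an inter-gene correlation of 0.01, two-sided). Camera compares the list with the other genes under that preset correlation. Neither this result nor the one for the same list against LFG held when the correlation was estimated from the libraries (adjusted p = 0.305 and 0.305) or with limma's fry (adjusted p = 0.288 and 0.310). The adjusted p over all alternatives ran from 3.97e-30 to 0.305 for hADMSCs-Exo against REG. The Reactome set of ECM organization, of which 182 genes were tested, moved the median most, to -0.22. With each library left out in turn the median stayed between -1.02 (without hADMSCs-Exo 2) and -0.52 (without REG 1). The groups overlapped in the mean of the list per library, taken as the deviation in log2 CPM from the mean of all 9 libraries: -0.98, -0.17 and -0.50 in hADMSCs-Exo 1, 2 and 3, and 0.22, 0.21 and -0.21 in REG 1, 2 and 3.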

Phosphatidylinositol 3- kinase/protein kinase B (PI3K/AKT) was identified as the top-ranked signaling pathway (Fig. 6D, E, Additional file 1: Fig. S7C, D). 

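A list of 28 genes for the kinases, phosphatases and adaptors of PI3K/AKT/mTOR signaling was tested apart from the genes of the matrix. It measures their mRNA and holds phosphatases beside kinases, so its median is not a measure of pathway activity. The paper's western blots of PI3K phosphorylation and of AKT and mTOR protein were not examined here. Between hADMSCs-Exo and REG the median log2 fold change of the list was 0.090, with 16 genes higher and 12 lower (adjusted p = 0.169, limma's camera, over the same 4 list results). Without REG 3 the median was 0.17 (adjusted p = 0.0440), the one fit in which it passed 0.05, and the adjusted p over all alternatives ran from 0.0440 to 0.519. Against LFG the median was -0.055, with 11 genes higher and 17 lower (adjusted p = 0.951, limma's camera), and it lay between -0.088 without LFG 3 and 0.0040 without hADMSCs-Exo 3. In Table S3 the paper lists 25 KEGG pathways for hADMSCs-Exo against REG, on 55 genes. By the paper's p, ECM-receptor interaction ranks 1 (paper's p 8.26e-07, paper's FDR 0.000156, 9 genes), focal adhesion ranks 3 (10 genes) and the PI3K-Akt signaling pathway ranks 16 (paper's p 0.0140, paper's FDR 0.157, 10 genes). All 9 genes of ECM-receptor interaction and 9 of the 10 of focal adhesion are also among the 10 listed under PI3K-Akt signaling. The paper ran GO and KEGG analyses on the unique DEGs, and states that the GO terms were mainly those of the ECM and that PI3K/AKT led the signaling pathways. It names no measure for that lead. Of the entries in Table S3 with signaling in their name, PI3K-Akt lists the most genes, 10. By the paper's p, AGE-RAGE signaling (rank 4, 6 genes) and p53 signaling (rank 14, 4 genes) stand before it.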

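The 10 genes that Table S3 lists under PI3K-Akt signaling were examined between hADMSCs-Exo and REG. All coordinates are those of GRCm38. Of the collagens, Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042, plus strand) had a log2 fold change of -1.19 (standard error 0.31, adjusted p = 0.394). Col1a2 (ENSMUSG00000029661, chromosome 6, 4504814 to 4541544, plus strand) changed by -1.20 (0.41, adjusted p = 0.428), Col6a1 (ENSMUSG00000001119, chromosome 10, 76708792 to 76726168, minus strand) by -1.11 (0.42, adjusted p = 0.463) and its neighbour Col6a2 (ENSMUSG00000020241, chromosome 10, 76595762 to 76623630, minus strand) by -1.07 (0.37, adjusted p = 0.432). Of the laminins, Lamb1 (ENSMUSG00000002900, chromosome 12, 31265234 to 31329644, plus strand) changed by -1.47 (0.39, adjusted p = 0.394) and Lama4 (ENSMUSG00000019846, chromosome 10, 38965515 to 39110188, plus strand) by -1.12 (0.33, adjusted p = 0.407). The integrin gene Itga8 (ENSMUSG00000026768, chromosome 2, 12106632 to 12301922, minus strand) changed by -1.55 (0.50, adjusted p = 0.411), Thbs2 (ENSMUSG00000023885, chromosome 17, 14665500 to 14694235, minus strand) by -1.15 (0.40, adjusted p = 0.430) and Tnc (ENSMUSG00000028364, chromosome 4, 63959785 to 64047015, minus strand) by -1.16 (0.70, adjusted p = 0.602). For each of these 9 genes, each of the 3 hADMSCs-Exo libraries lay below each of the 3 REG libraries. The cell cycle inhibitor gene Cdkn1a (ENSMUSG00000023067, chromosome 17, 29090976 to 29100727, plus strand) was higher in hADMSCs-Exo, by 1.53 (0.54, adjusted p = 0.432), with overlapping groups. Every adjusted p is from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and each value in parentheses before it is a standard error. None of the 10 genes passed the adjusted threshold, 9 had an unadjusted p under 0.05 (all but Tnc), and the same 9 passed when adjusted over the list alone. The study chose this list on these libraries, so that count is not independent evidence. DESeq2 in place of edgeR passed 2, Col1a1 (adjusted p = 0.0344) and Lamb1 (adjusted p = 0.0296), whose adjusted p rose to 1.00 with all 9 libraries in one fit, the largest of any alternative. The median of the 10 genes was -1.16 and stayed between -1.54 (without hADMSCs-Exo 2) and -0.84 (without hADMSCs-Exo 1). Mean log2 CPM of Col1a1 was 3.15 ± 0.56 (SD, n = 3) in hADMSCs-Exo and 4.36 ± 0.42 (SD, n = 3) in REG, against 5.50 ± 3.51 (SD, n = 3) in LFG, where its 3 libraries had 8.02, 7.00 and 1.48.

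**Figure D1:**
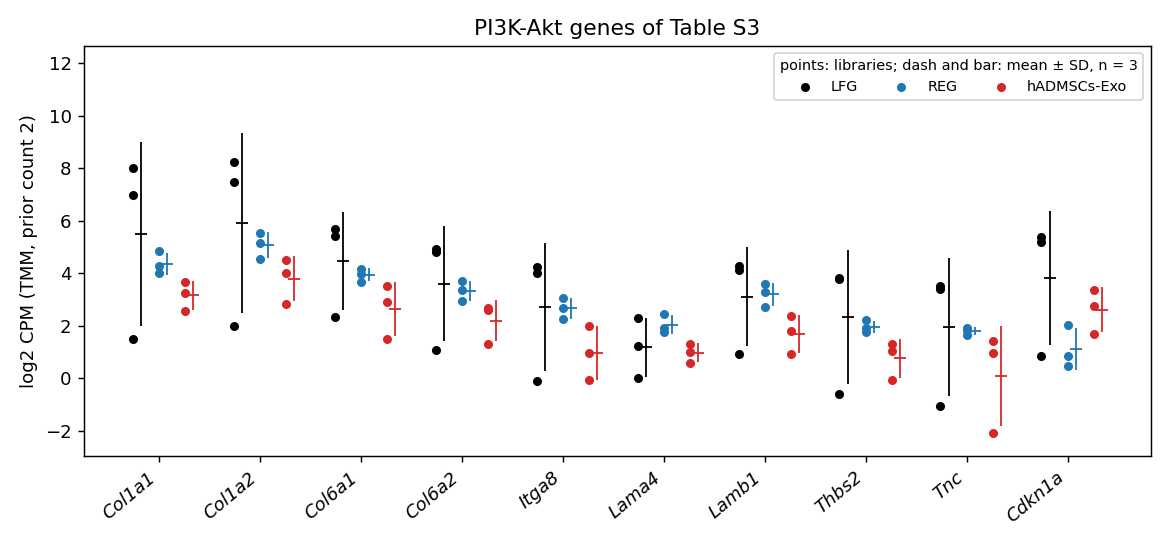
Log2 CPM (TMM, prior count 2) of the 10 genes in each of the 9 libraries, with the mean and SD of each group (n = 3). In 9 genes the hADMSCs-Exo libraries lie below the REG libraries, Cdkn1a overlaps, and the LFG libraries spread widest, as in Col1a1 from 1.48 to 8.02.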

A batch of factors in PI3K/AKT signal pathway was downregulated by hADMSCs-Exo, including *Cdkn1a*, down-regulated genes: *Col6a1, Lamb1, Itga8, Tnc, Lama4, Col6a2, Thbs2, Col1a1, Col1a2* (Fig. 6F, Additional file 1: Table S3). Reduced expression of these genes by hADMSCs-Exo group was confirmed by qRT–PCR (Fig. 6G). Through immunofluorescence assay, we observed that AKT protein expression was remarkably reduced following hADMSCs-Exo treatment, while fibronectin protein expression was notably influenced (Fig. 6H). This result suggests that hADMSCs-Exo may downregulate nuclear expression of fibrosis-related genes by inhibiting PI3K-AKT signaling pathway, inhibiting the formation of ECM to ameliorate the progression of liver fibrosis.

**Fig. 6:**
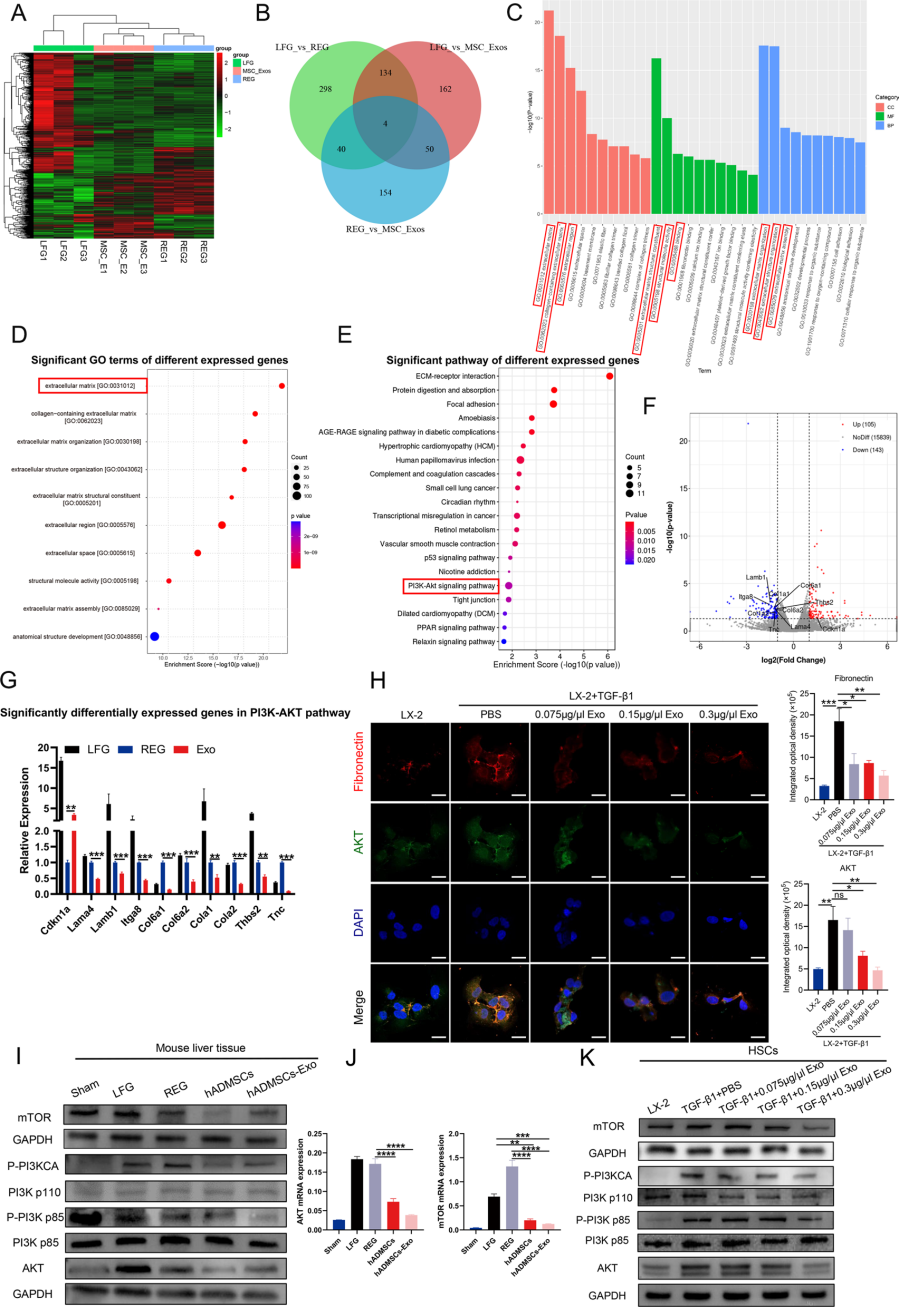
hADMSCs-Exo inhibited HSCs activation and liver fibrosis through PI3K/AKT/mTOR signaling pathway. **A** Heatmap of differential expression analysis of RNA-sequencing data from LFG, REG and hADMSCs-Exo. **B** Venn diagram of LFG vs REG, LFG vs hADMSCs-Exo and REG vs hADMSCs-Exo. **C** GO analysis results of the DEGs between REG and hADMSCs-Exo, including cell component (CC), molecular function (MF) and biological process (BP). Red represents CC, green represents MF, blue represents BP. **D** The top 10 significant GO terms of DEGs. **E** KEGG analysis of significant pathway of DEGs. **F** Volcano plot and significantly DEGs in PI3K/AKT pathway. Red represents up-regulated, blue represents down-regulated genes. **G** The mRNA levels of significantly DEGs in PI3K/AKT pathway were determined by qRT–PCR. **H** Fibronectin and AKT protein levels in LX-2 or treated with pbs, hADMSCs-Exo in the presence of TGF-β1 (10 ng/ml) for 24 h were measured by immunofluorescence staining. **I** Western blot assay for AKT, mTOR and phosphorylated and total PI3K p85 and PI3K p110 in mouse liver issue. **J** Quantification of AKT and mTOR by qRT–PCR. **K** The expression level of AKT, mTOR and phosphorylated and total PI3K p85 and PI3K p110 after HSCs were incubated with hADMSCs-Exo. LFG, liver fibrosis group, REG, regression group. Data are presented as means with SEM (n = 3 independent experiments). ns, not significant, *p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001

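The similarity of the 9 libraries was taken from log2 CPM over the genes that passed the filter on low counts. Principal component 1 held 48.7% of the variance and component 2 held 16.8%. On component 1, LFG 1 scored -79.0 and LFG 2 -56.2, whereas LFG 3 scored 96.7, beyond every REG library (-17.7, 13.4 and 17.0) and every hADMSCs-Exo library (8.34, 1.11 and 16.3). Across genes, which are not independent replicates, Pearson's r of LFG 3 was 0.834 with LFG 1 and 0.874 with LFG 2, and it lay between 0.896 and 0.940 with the 6 libraries of the other groups. LFG 1 and LFG 2 had r = 0.965, the hADMSCs-Exo libraries 0.959 to 0.976 and the REG libraries 0.964 to 0.981. LFG 3 had the fewest genes detected, 13924 against up to 15248 in LFG 1, and a TMM factor of 0.808 against 1.38 in LFG 1 and 1.09 in LFG 2. Every pair of replicates differed by more than the sampling noise of their counts, by a chi-square per gene of 28.6 for REG 2 and REG 3, the lowest, and 315 for LFG 1 and LFG 3, the highest.

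**Figure D2:**
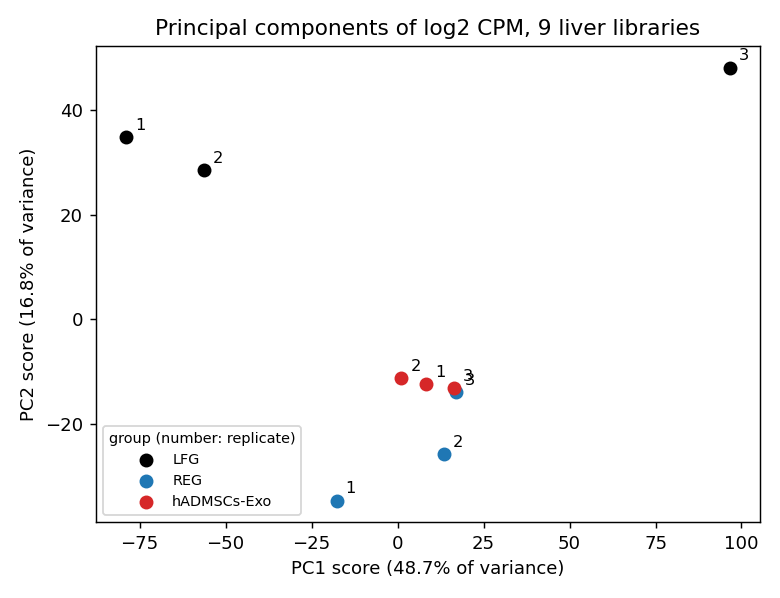
Scores of the 9 liver libraries on principal components 1 (48.7% of the variance) and 2 (16.8%) of log2 CPM, coloured by group and numbered by replicate. LFG 3 lies at 96.7 on component 1, opposite LFG 1 at -79.0 and LFG 2 at -56.2, and the REG and hADMSCs-Exo libraries lie between -17.7 and 17.0.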

To determine whether PI3K/AKT signaling pathway mediates efficacy of hADMSCs-Exo, we analyzed activities of AKT and mTOR expression in activated HSCs and liver tissues. In consistent with transcriptomic result, western blot analysis showed that phosphorylation levels of PI3K were significantly inhibited, a statistically significant decrease was accordingly observed in the AKT and mTOR expressions in vivo (Fig. 6I). qRT–PCR also confirmed decreased mRNA expression of AKT, mTOR in hADMSCs-Exo group ((Fig. 6J, Additional file 1: Fig. S8A). Similarly, PI3K/AKT/mTOR signaling was also inhibited in HSCs treated with hADMSCs-Exo in a concentration-dependent manner (Fig. 6K, Additional file 1: Fig. S8B). These results confirmed that PI3K/AKT/mTOR signaling pathway is participated in function of hADMSCs-Exo.

### hADMSCs-Exo inhibits liver fibrosis by regulating choline metabolism

To unearth mechanisms underlying hADMSCs-Exo-mediated metabolic activities in inhibiting liver fibrosis, we quantified and compared metabolites in liver with hADMSCs-Exo treatment by LC/MS technology. Through principal components analysis (PCA), metabolites of mouse liver tissue in each group were obviously discriminated to five different groups (Fig. 7A), and Orthogonal partial least squares discriminant analysis (OPLS-DA) revealed a clear and statistically significant separation among each group (OPLS-DA model: R2X = 0.381, R2Y(cum) = 0.993, Q2(cum) = 0.849) (Fig. 7B). A total of 1452 changed metabolites were identified with the threshold of variable importance in the projection (VIP) ≥ 1 and p ≤ 0.05. In particular 162 differential metabolites were identified between hADMSCs-Exo-treated group and control group, while 267 differential metabolites were identified between hADMSCs-Exo-treated group and the regression group (Fig. 7C). Information of the top 20 most altered metabolites (VIP, p value and fold change) in hADMSCs-Exo-treated group compared to REG or LEG were listed in Additional file 1: Table S4 and Table S5, respectively. As presented in the clustered heatmap (Fig. 7D), Oleamide, sphingosine, FMN, sphinganine, tridemorph ranked by the front of significantly up-regulated metabolites, while the most significantly down-regulated metabolites were betaine, choline, D-Fructose, 2-Hydroxy-2-ethylsuccinic acid.

**Fig. 7:**
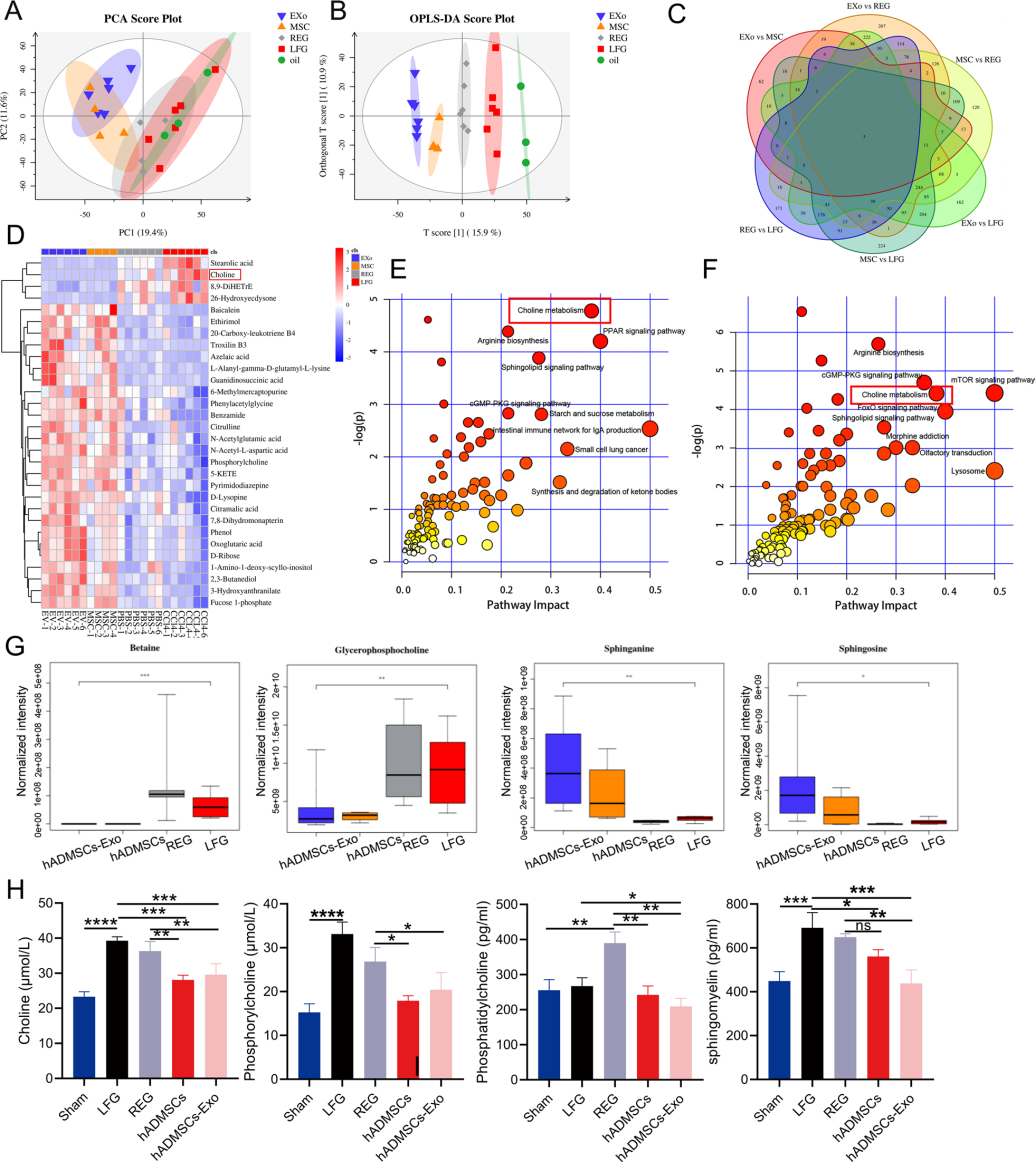
hADMSCs-Exo inhibits liver fibrosis by regulating choline metabolism. **A** Score plots from the PCA model derived from the UPLC-MS profile of liver obtained from mice in different groups. **B** Score plots from the OPLS-DA model from metabolic profiles of different groups. **C** Venn diagram of differential metabolites between LFG, REG, hADMSCs and hADMSCs-Exo-treated group. **D** The hierarchical clustering heatmap of the top 30 metabolites between different groups. **E** Summary of pathway analysis of differential metabolites between REG and hADMSCs-Exo-treated group. **F** Summary of pathway analysis of differential metabolites between LFG and hADMSCs-Exo-treated group. **G** The quantitative analysis of the key metabolites in choline metabolism based on metabolic profiles. **H** Quantitative analyses of the key metabolites in choline metabolism by ELISA. LFG, liver fibrosis group, REG, regression group. Data expressed as the mean ± SEM. ns, not significant, *p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001

Through pathway analysis of those differential metabolites, we noticed that lipid and energy metabolic pathways were enriched in comparison between hADMSCs-Exo with REG group or hADMSCs-Exo with LFG group, such as PPAR signaling pathway, choline metabolism, and fatty acid metabolism (Fig. 7E, F). hADMSCs-Exo perturbated metabolomic profiling in fibrotic liver tissue. The increased liver levels of sphingolipid and sphinganine and decreased levels of betaine, glycerophosphocholine (GPC) were reversed in the hADMSCs-Exo-treated group compared with those in the LFG and REG (Fig. 7G). Through ELISA, levels of choline, phosphorylcholine, phosphatidylcholine and sphingomyelin were determined to be reduced in hADMSCs and hADMSCs-Exo groups (p < 0.05) compared to LFG and REG (Fig. 7H). These results suggested that the mechanisms of hADMSCs-Exo against liver fibrosis might involve in the regulation of choline metabolism. The discovery is worthy of further study, regarding the importance of choline metabolism and its regulation of PI3K/AKT signaling.

### hADMSCs-Exo regulates the choline metabolism, which involved in PI3K/AKT/mTOR signaling pathway to anti-liver fibrosis

To illustrate the role of hADMSCs-Exo in choline metabolism, we counted changes of intracellular and hepatocyte cytoplasm metabolites as well as expression of metabolic genes following hADMSCs-Exo treatment. Secreted and intracellular levels of choline were detected by performing ELISA on cell supernatants and whole cell lysates respectively. We found that hADMSCs-Exo promoted uptake of the choline by the activated LX-2 cells (Fig. 8A). Meanwhile, intracellular betaine, phosphatidylcholine and GPC levels. The results showed that decreased total intracellular GPC and increased phosphatidylcholine content but no change in betaine content in hADMSCs-Exo-treated cells (Fig. 8B). Next, we examined expression of genes encoding key enzymes in choline metabolism by qRT–PCR. The results revealed that the expression of genes coding for the choline transporter CTL1 (*Slc44a1*, *Slc44a2*, *Slc44a3*, *Slc44a4*), choline kinase alpha (*Chkα*, *Chkβ*) and phosphocholine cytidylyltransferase (*Pcyt1α*, *Pcyt1β*) had no statistically significant differences between hADMSCs-Exo-treated group and LEG or REG. However, exposure to hADMSCs-Exo increased transcription of *Chpt1a*, which encodes the choline phosphotransferase 1 (CHPT1) (Fig. 8C). These results were consistent with the transcriptome results (Additional file 1: Fig. S9). Furthermore, CHPT1 was confirmed to be augmented by hADMSCs-Exo both in vivo (Fig. 8D) and in vitro (Fig. 8E) by western blot analysis, while CHPT1 induction correlated with phosphatidylcholine biosynthesis from CDP-choline, suggesting that hADMSCs-Exo might activate activity of CHPT1 and played a central role in the formation and maintenance of vesicular membranes.

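In the transcriptome, Chpt1 (ENSMUSG00000060002, chromosome 10 of GRCm38, 88452745 to 88504073, minus strand) had a mean log2 CPM of 7.33 ± 0.16 (SD, n = 3) in hADMSCs-Exo, 6.77 ± 0.33 (SD, n = 3) in REG and 6.32 ± 1.03 (SD, n = 3) in LFG. Against REG its log2 fold change was 0.55 (standard error 0.18, adjusted p = 0.411 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 3 hADMSCs-Exo libraries lay above all 3 REG libraries (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). Against LFG the log2 fold change was 0.80 (standard error 0.46, adjusted p = 0.830 from the same test), the groups overlapped (two-sided exact permutation test, p = 0.2), and it was 0.42 without LFG 1 and 1.37 without LFG 3. Of the 12 genes of Fig. S10, 10 were tested against REG and 0 had an adjusted p under 0.05. At an unadjusted p under 0.05 and an absolute log2 fold change of at least 1 there was 1, Pcyt1b (ENSMUSG00000035246, chromosome X, 93654863 to 93749951, plus strand), with a log2 fold change of -1.76 (standard error 0.56, adjusted p = 0.409 from the same test) and few counts, 2 to 19 per library in these groups. Adjusted over the list alone and with no limit on fold change, 4 had a p under 0.05: Chka, Pcyt1b, Chpt1 and Slc44a3. Chka (ENSMUSG00000024843, chromosome 19, 3851773 to 3894369, plus strand) was higher by 0.71 against REG (standard error 0.15, adjusted p = 0.358 from the same test), in all 3 libraries. Its adjusted p was 0.0454 with DESeq2, the lowest of its alternatives, and 1.00 with all 9 libraries in one fit. Slc44a3 was higher by 0.63 (standard error 0.22, adjusted p = 0.430 from the same test), likewise in all 3 libraries. The other 6 tested genes had log2 fold changes against REG between -0.27 (Pemt) and 0.46 (Gpcpd1), with overlapping groups. Chkb and Slc44a4 had too few counts for the test. Against LFG, 0 of 10 tested genes passed with the adjusted p, with an unadjusted p under 0.05 and the fold change limit, or adjusted over the list alone.

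**Figure D3:**
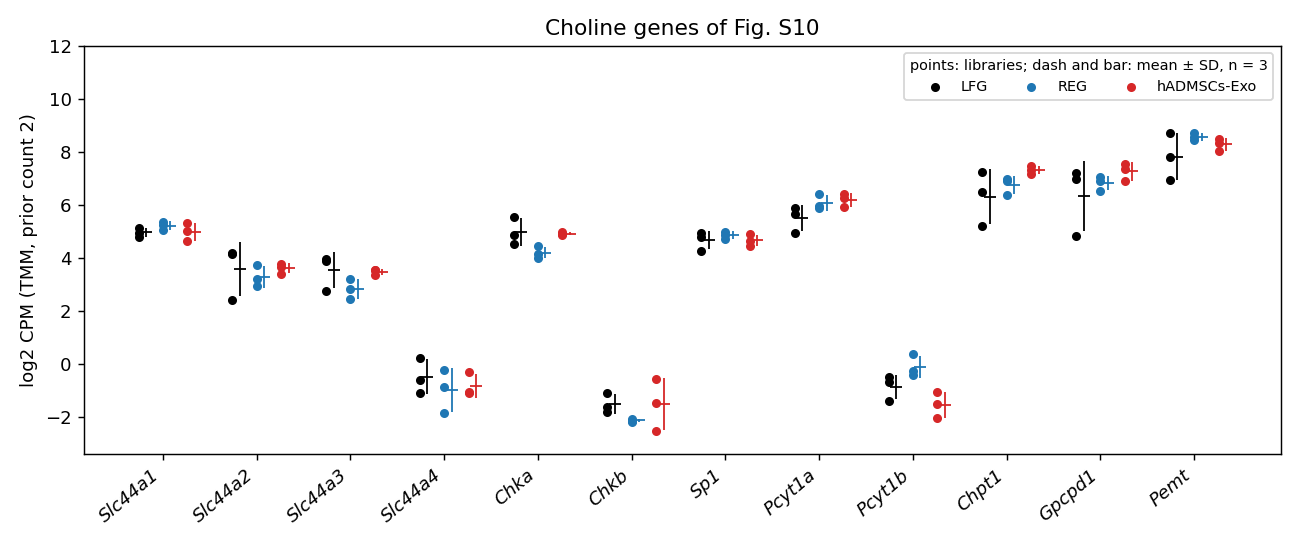
Log2 CPM (TMM, prior count 2) of the 12 choline genes of Fig. S10 in each of the 9 libraries, with the mean and SD of each group (n = 3). Chpt1 and Chka lie higher in the hADMSCs-Exo libraries than in the REG libraries, and Pcyt1b lies lower.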

**Fig. 8:**
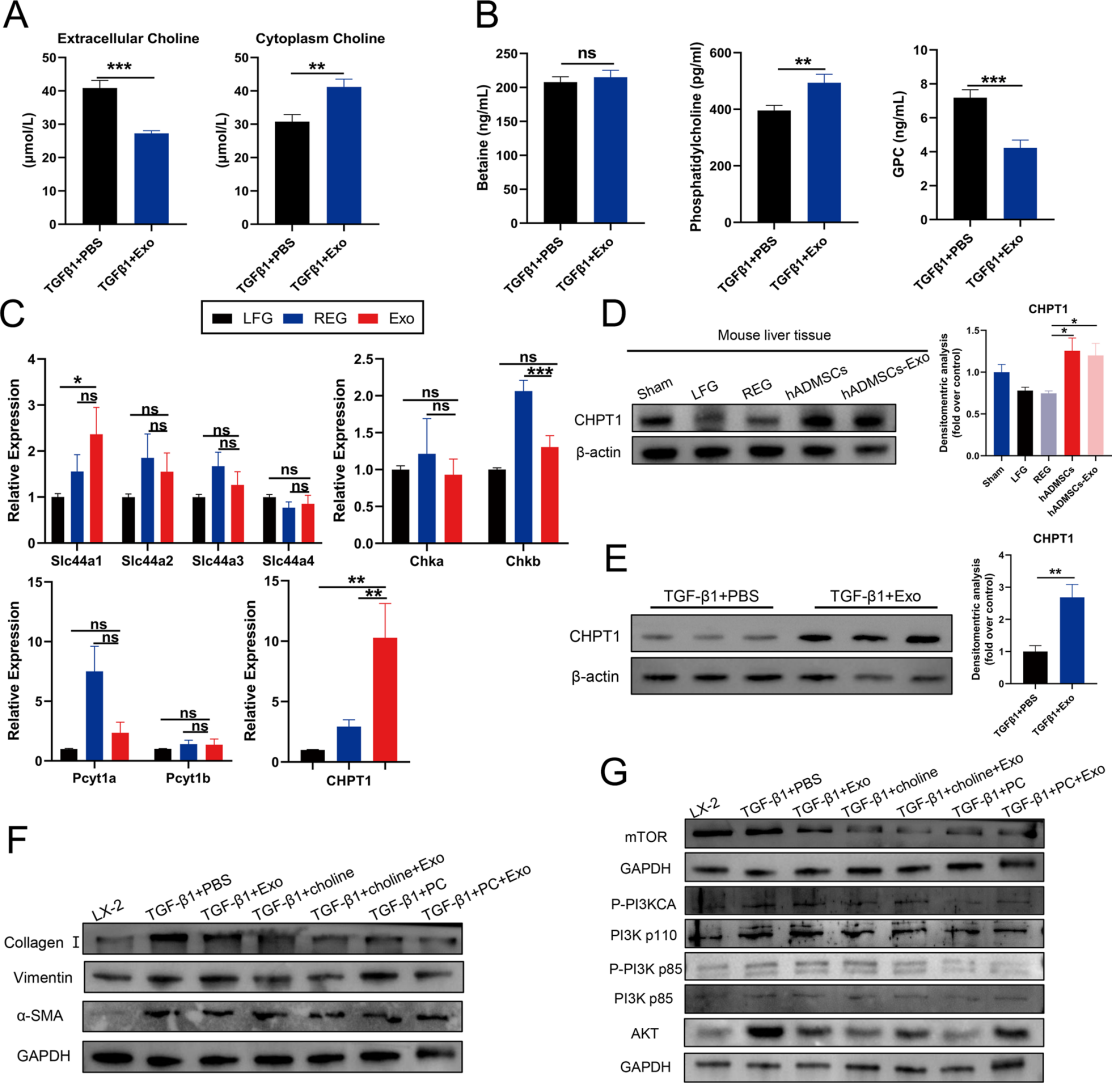
hADMSCs-Exo regulates the choline metabolism, which involved in PI3K/AKT/mTOR signaling pathway to anti-liver fibrosis. **A** Quantitative analyses of extracellular and intracellular choline content in activated LX-2 cells or incubated with hADMSCs-Exo. **B** Quantitative analyses of total intracellular betaine, phosphatidylcholine and glycerophosphocholine content. **C** The mRNA levels of choline metabolism related genes were determined by qRT–PCR in livers of mice. **D**, **E** The protein levels of CHPTI were determined by western blotting in the liver tissues of the mice with different treatments and HSCs incubated with hADMSCs-Exo. **F**, **G** The expression level of profibrogenic markers (Collagen I, Vimentin and α-SMA) and PI3K/AKT signalling pathway proteins were determined by western blotting in activated LX-2 cells incubated with hADMSCs-Exo and treated (or not treated) with choline or phosphorylcholine. GAPDH was used as a loading control. Exo, exosomes. LFG, liver fibrosis group, REG, regression group. *Slc44a1-4,* Solute Carrier Family 44 Member*. Chka,* Choline Kinase Alpha*. Chkb,* Choline Kinase beta*. Pcyt1a,* Phosphate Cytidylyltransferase 1A*. Pcyt1a,* Phosphate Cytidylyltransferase 1B*. CHPT1,* Choline Phosphotransferase 1*.* CHPT1, diacylglycerol cholinephosphotransferase 1. PC, phosphorylcholine. Data expressed as the mean ± SEM (n = 3 independent experiments). ns, not significant, *p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001

We further investigated whether supplementing choline or phosphorylcholine synergize therapeutic effect of hADMSCs-Exo in LX-2 cells. As shown in Fig. 8F and Additional file 1: Fig. S10A, following supplementation with hADMSCs-Exo and 10 mM choline or 10 mM phosphorylcholine simultaneously in vitro, pro-fibrogenic protein expression of α-SMA, collagen I and vimentin significantly decreased compared to either individually. This demonstrated that the hADMSCs-Exo and choline synergistically enhanced anti-hepatic fibrosis efficacy. To determine whether hADMSCs-Exo-mediated enhanced choline uptake affects PI3K/AKT/mTOR signaling pathway in LX2 cells, we further examined protein expression and activated status of key proteins related to the PI3K/AKT/mTOR signaling pathway by western blot. Compared to PBS control group, addition of choline or phosphorylcholine resulted in decreases in the p-PI3K/PI3K ratio, lower AKT and mTOR levels (Fig. 8G, Additional file 1: Fig. S10B). These data support a role for hADMSCs-Exo in choline-mediated inhibition of the PI3K/AKT/mTOR signaling. In conclusion, these aforementioned data strongly demonstrated that hADMSCs-Exo played a vital role in alleviating LX2 cell activation and suppressing the progression of liver fibrosis through regulating the choline metabolism and inhibiting the PI3K/AKT/mTOR signaling pathway.

## Discussion

Mesenchymal stem cells (MSCs) have shown great capacity for hepatic regeneration and immunomodulation in treatment of liver disorders [19]. However, heterogeneity and immunogenicity of exogenous stem cells may lead to unpleasant effects and potential risk of immune rejection. In this respect, MSCs-derived exosomes (MSCs-Exo) based therapy is evaluated as a promising strategy for patients with liver diseases [20]. MSC-Exo has emerged as a promising candidate for therapeutic application in a variety of liver diseases. Recent studies demonstrated various MSCs-Exo could restore liver homeostasis and enable hepatocytes to recover, repair and regenerate through the transfer of their contents to injured cells, indicating a great therapeutic potential in treatments of liver fibrosis [34, 35]. Growing evidence indicates that hADMSCs-Exo exhibited a safe and effective therapeutic effect in liver fibrosis [25, 35, 36]. In our study, we observed that hADMSCs-Exo were capable to be internalized and integrated into LX-2 cells, regulating cellular phenotypes and inhibiting their proliferation by arresting cell cycle at G1 phase and inducing apoptosis. These observations laid the foundation for the therapeutic effect of hADMSCs-Exo in liver diseases.

Importantly, the therapeutic effect of hADMSCs-Exo appears enhanced over the effect of the parent hADMSCs in terms of reducing hepatocellular injury. This may be because hADMSCs-Exo fuse with, and then reduce hepatocyte apoptosis by direct releasing protective nucleic acids or proteins, such as lncRNA H19 [37]. Previous studies showed that hADMSCs-Exo could reduce NLRP3 inflammasome activation in macrophages and enhance ant-inflammatory responses of natural killer T-cells in liver disease [38, 39]. We found that hADMSCs-Exo significantly decreased inflammatory cytokines to inhibit inflammatory response. This is consistent with reports previously showing that BMSCs- and UCSCs-derived exosomes could promote liver tissue repair by reducing the inflammatory response [40–42]. Therefore, together with our results, these findings further prove that hADMSCs-Exo has the potential as a potent antifibrotic agent for the treatment of liver fibrosis.

Emerging evidence suggested that MSCs-Exo could inhibit liver fibrosis by multiple processes, including autophagy, TGF-β/smad, Wnt/β-catenin, LPS/TLR4, EMT/ERK1, PPARγ, NF-κB pathway [43]. Among them, PI3K/AKT signaling played an essential role in formation and progression of liver fibrosis, which is abnormally activated in fibrotic liver tissue [44]. Previous studies have confirmed that inhibition of PI3K/AKT signaling pathway attenuated ECM synthesis and HSC proliferation to block the progression of hepatic fibrosis [45, 46]. In the present study, we revealed that hADMSCs-Exo meditated PI3K/AKT/mTOR signaling inhibition was essential for suppressing both TGF-β1- induced HSC activation and liver fibrotic ECM deposition. Similarly, another study demonstrated that BMSCs-originated exosomal circDIDO1 suppressed the proliferation, reduced pro-fibrotic markers, and induced apoptosis as well as cell cycle arrest in hepatic stellate cells (HSCs) by blocking PTEN/AKT pathway [43]. These results indicate that AKT pathway is an important signaling pathway associated with exosomes in liver fibrosis. Akt proteins (also known as PKB) are serine-threonine kinases that play a major role in cell growth, cell proliferation and glucose/fat metabolism [47, 48]. In turn, metabolism intersects with a well-described function of PI3K/AKT signaling [49].

Furtherly, we performed metabolomics to illustrate key metabolites associated with repair function of hADMSCs-Exo. Liver plays an important role in maintaining the homeostasis of body metabolism, while the process of liver fibrosis is closely linked to metabolism. Conversely, improvements in metabolic reprogramming could facilitate reversal of liver fibrosis. Exosomes act as regulators of metabolism, while those altered metabolites have a major role in blocking HSC activation and fibrogenesis [50, 51]. Choline, an essential nutrient, is a constituent of cell and mitochondrial membranes and of the neurotransmitter acetylcholine [52]. Clinical and experimental evidence has shown that low dietary choline perturbs mitochondrial bioenergetics [53] and fatty acid beta-oxidation [54], resulting in fatty liver and liver damage, which in turn progresses to steatohepatitis, fibrosis, cirrhosis, and liver cancer [52, 55, 56]. A significantly increased level of phosphocholine in liver tissue also indicates a disruption in membrane fluidity due to lipid peroxidation, resulting in membrane damage and liver injury [57, 58]. The previous reports also showed that CCl_4_ exposure easily causes the disorder of PEs and PCs metabolism and can strongly induce degradation of lipid peroxides and oxidative damage due to excessive free radicals (ROS), resulting in the destruction of cell membrane structure [59, 60]. In the present study, hADMSCs-Exo could promote choline absorption. The newly taken-up choline did not account for free choline accumulation, but was rapidly converted to phosphatidylcholine by upregulated CHPT1 via the Kennedy pathway. The level of phosphocholine decreased significantly in hADMSCs and hADMSCs-Exo treatment groups, suggesting that hADMSCs-Exo regulated phospholipid metabolism and was essential for the maintenance of normal function and properties of cell membrane, including its fluidity and permeability. Moreover, choline supplementation cooperated with hADMSCs-Exo in anti-hepatic fibrosis and inhibited PI3K/AKT/mTOR pathway. Therefore, supplementation of choline is helpful to normalize impaired cholesterol metabolism, which is supposed to protect against liver damage and prevent deterioration of fibrosis sufficiently [61]. Moreover, our finding suggested that hADMSCs-Exo could lessen accumulation of lipids and restore the abnormal choline metabolism, which contributed to alleviating hepatocyte damage and fibrosis. On this basis, choline supplementation is supposed to exert a synergistic effect with hADMSCs-Exo in anti-hepatic fibrosis. Moreover, we suggest that the clinical efficacy of antifibrotic drugs related to lipid metabolites (polyene phosphatidylcholine, PPAR synthetic ligand thiazolidinediones) and whether lipid metabolites can be used as biomarkers for predicting the severity of hepatic fibrosis should be further explored.

Recently, exosome-mediated intercellular transfer of different nucleic acids and exosomal proteins has been found implicated in fine-tuning of liver fibrosis [34, 62, 63]. It is important to note that most of the current studies mainly focus on miRNAs carried by exosomes, such as miR-181-5p and miR-122 [36, 64], which were shown to contribute to intercellular communications mediating fibrogenic signaling [36, 64]. Another report showed that miRNAs are not the only players behind exosomes, rather, components including cytokines and proteins, lipids and others carried by exosomes might perform substantial role to motivate exosomes for their terminal accomplishment [65]. Therefore, crucial effective contents of hADMSCs-Exo (including miRNAs, mRNA, lncRNA, DNA, proteins, and lipid) and specific molecular mechanisms on antifibrotic function require further detailed explorations through omics technology. Moreover, some other limitations should be acknowledged in our study. A long-term pharmacological study and pertinent validation experiments in large animals should be conducted before clinical application of hADMSCs-Exo. In addition, considering that exosomes consumption in veins and it is still not feasible to perform biweekly large quantities of hADMSCs-Exo in patients with hepatocirrhosis by intravenously injection, further surface modification of hADMSCs-Exo targeting on damaged hepatocyte and large-scale exosome production should be addressed in the future research.

In conclusion, our study identified the ability of exosomes isolated from hADMSCs in ameliorating liver fibrosis progression in a dose-dependent manner. Improvements in choline-phosphatidylcholine metabolism and inhibition of PI3K/AKT/mTOR signaling appeared to be the underlying mechanism that restored cell membrane, attenuated stellate cell activation and suppressed the progression of liver fibrosis. Our findings provide important insights into the molecular mechanisms underlying the antifibrotic effects of hADMSCs-Exo with a focus on metabolic homeostasis, and help inform the development of a safe and effective therapeutic. The current study is, therefore, an important step before the clinical usage of hADMSCs-Exo for chronic liver fibrosis.

## Supplementary Information

**Additional file 1: Figure S1.** Characterization of hADMSCs. **Figure S2. **TGF-β1 activates hepatic stellate cells leading to ECM deposition and EMT progression.** Figure S3.** Inhibition of activated HSCs proliferation and activation by hADMSCs.** Figure S4.** Liver cirrhosis was successfully induced in C57BL/6J mice with CCl4 i.p. injections twice a week for 8 weeks.** Figure S5. **Ex vivo organ distribution of PKH26-hADMSCs-Exo in CCl4-induced liver fibrosis mouse model.** Figure S6. **Liver stiffness of mouse with different treatments was measured by shear wave elastrography (SWE) at predetermined time. **Figure S7. **Representative histopathology analysis of liver sections after 0, 2 and 4 weeks of hADMSCs-Exo treatment. **Figure S8.** GO and KEGG pathway analyses between LFG vs hADMSCs-Exo or REG. **Figure S9. **Western blot assay for AKT, mTOR and phosphorylated and total PI3K p85 and PI3K p110 in vivo (A) and in vitro (B).** Figure S10. **The gene coding for the key metabolite expression analysis in transcriptome. **Figure S11. **Western blot assay for pro-fibrogenic and PI3K/AKT/mTOR signaling protein expression in aHSCs following supplementation with hADMSCs-Exo and 10 mM choline or 10 mM phosphorylcholine simultaneously in vitro. **Table S1.** Primer sequences used in reverse transcription quantitative PCR (RT-qPCR). **Table S2.** Antibodies utilized in Western blot, immunohistochemistry or Immunofluorescence staining. **Table S3.** The top 25 significant KEGG pathway between hADMSCs-Exo group (n=3) and regression group (REG, n=3). **Table S4.** Significant metabolites between hADMSCs-Exo treatment group (n=6) and regression group (n=6) in the liver tissue samples. **Table S5.** Significant metabolites between hADMSCs-Exo treatment group (n=6) and liver fibrosis group (n=6) in the liver tissue samples.

## Data Availability

Raw RNA-seq data was deposited in Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo/) database with the data set identifier GSE199732.

## Abbreviations

hADMSCs-Exo: Exosomes derived from human adipose mesenchymal stem cells
HSCs: Hepatic stellate cells
MSCs: Mesenchymal stem cells
EV: Extracellular vesicle
TGF-β1: Transforming growth factor-β1
SWE: Shear wave elastrography
LFG: Liver fibrosis group
REG: Regression group
Choe: Extracellular free choline
Choi: Intracellular free choline
CHK: Choline kinase
PCho: Phosphocholine
CCT, CTP: Phosphocholine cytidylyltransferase
CDP-Cho: Cytidine diphosphate-choline
CHPT1: Diacylglycerol cholinephosphotransferase 1
PtdCho: Phosphatidylcholine
GPC: Glycerophosphocholine
ECM: Extracellular matrix
EMT: Epithelial-to-mesenchymal transition

# Supplementary material for: Exosomes derived from human adipose mesenchymal stem cells ameliorate hepatic fibrosis by inhibiting PI3K/Akt/mTOR pathway and remodeling choline metabolism
**Source:** J Nanobiotechnology. 2023 Jan 25;21:29. doi: 10.1186/s12951-023-01788-4
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Characterization of hADMSCs. Figure S2. TGF-β1 activates hepatic stellate cells leading to ECM deposition and EMT progression. Figure S3. Inhibition of activated HSCs proliferation and activation by hADMSCs. Figure S4. Liver cirrhosis was successfully induced in C57BL/6J mice with CCl4 i.p. injections twice a week for 8 weeks. Figure S5. Ex vivo organ distribution of PKH26-hADMSCs-Exo in CCl4-induced liver fibrosis mouse model. Figure S6. Liver stiffness of mouse with different treatments was measured by shear wave elastrography (SWE) at predetermined time. Figure S7. Representative histopathology analysis of liver sections after 0, 2 and 4 weeks of hADMSCs-Exo treatment. Figure S8. GO and KEGG pathway analyses between LFG vs hADMSCs-Exo or REG. Figure S9. Western blot assay for AKT, mTOR and phosphorylated and total PI3K p85 and PI3K p110 in vivo (A) and in vitro (B). Figure S10. The gene coding for the key metabolite expression analysis in transcriptome. Figure S11. Western blot assay for pro-fibrogenic and PI3K/AKT/mTOR signaling protein expression in aHSCs following supplementation with hADMSCs-Exo and 10 mM choline or 10 mM phosphorylcholine simultaneously in vitro. Table S1. Primer sequences used in reverse transcription quantitative PCR (RT-qPCR). Table S2. Antibodies utilized in Western blot, immunohistochemistry or Immunofluorescence staining. Table S3. The top 25 significant KEGG pathway between hADMSCs-Exo group (n=3) and regression group (REG, n=3). Table S4. Significant metabolites between hADMSCs-Exo treatment group (n=6) and regression group (n=6) in the liver tissue samples. Table S5. Significant metabolites between hADMSCs-Exo treatment group (n=6) and liver fibrosis group (n=6) in the liver tissue samples.

**Additional files for**

**Exosomes Derived from Human** **Adipose Mesenchymal Stem Cells** **Ameliorate Hepatic Fibrosis by Regulating Choline Metabolism and PI3K/Akt/mTOR Pathway**

Zilong Zhang^1^†, Jin Shang^1^†, Qinyan Yang^1^†, Zonglin Dai^1^, Yuxin Liang^1^, Chunyou Lai^1^, Tianhang Feng^1^, Deyuan Zhong^1^, Haibo Zou^1^, Lelin Sun^1^, Yuhao Su^1^, Su Yan^1^, Jie Chen^2^, Yutong Yao^1^, Ying Shi^1^*, Xiaolun Huang^1^*

**†These authors have contributed equally to this work.**

**Figure S1** Characterization of hADMSCs. **Figure S2** TGF-β1 activates hepatic stellate cells leading to ECM deposition and EMT progression. **Figure S3** Inhibition of activated HSCs proliferation and activation by hADMSCs. **Figure S4** Liver cirrhosis was successfully induced in C57BL/6J mice with CCl4 i.p. injections twice a week for 8 weeks. **Figure S5** Ex vivo organ distribution of PKH26-hADMSCs-Exo in CCl4-induced liver fibrosis mouse model. **Figure S6** liver stiffness of mouse with different treatments was measured by shear wave elastrography (SWE) at predetermined time. **Figure S7** Representative histopathology analysis of liver sections after 0, 2 and 4 weeks of hADMSCs-Exo treatment. **Figure S8** GO and KEGG pathway analyses between LFG vs hADMSCs-Exo or REG. **Figure S9** Western blot assay for AKT, mTOR and phosphorylated and total PI3K p85 and PI3K p110 in vivo (A) and in vitro (B). **Figure S10** The gene coding for the key metabolite expression analysis in transcriptome. **Figure S11** Western blot assay for pro-fibrogenic and PI3K/AKT/mTOR signaling protein expression in aHSCs following supplementation with hADMSCs-Exo and 10 mM choline or 10 mM phosphorylcholine simultaneously in vitro.

**Table S1** Primer sequences used in reverse transcription quantitative PCR (RT-qPCR). **Table S2** Antibodies utilized in Western blot, immunohistochemistry or Immunofluorescence staining. **Table S3** The top 25 significant KEGG pathway between hADMSCs-Exo group (n=3) and regression group (REG, n=3). **Table S4** Significant metabolites between hADMSCs-Exo treatment group (n=6) and regression group (n=6) in the liver tissue samples. **Table S5** Significant metabolites between hADMSCs-Exo treatment group (n=6) and liver fibrosis group (n=6) in the liver tissue samples.

**Figure. S1**

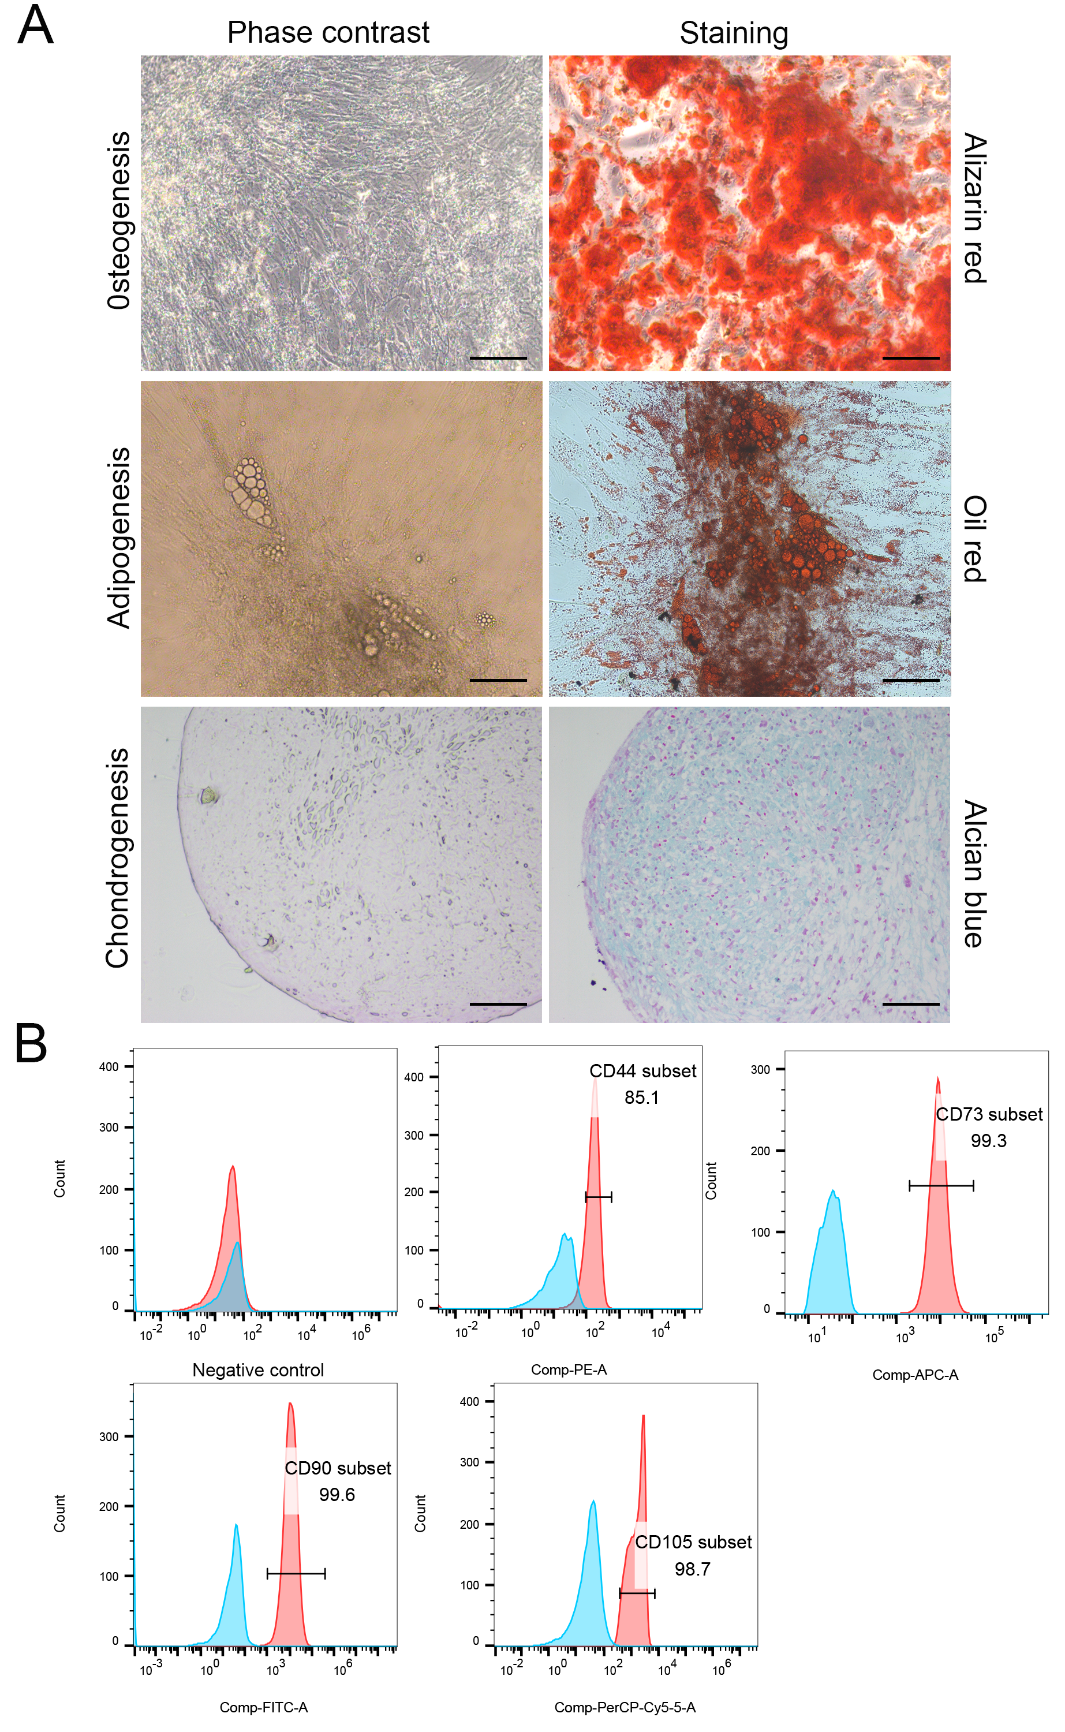

**Figure S1 Characterization of hADMSCs. (A)** The potential of hADMSCs on differentiation of osteoblasts, adipocytes, and chondrocytes in the specified medium was identified by the Alizarin Red staining, Oil Red O staining, and Alcian Blue staining, respectively; Scale bar: 500 μm. **(B)** Flow cytometry detection of the typical surface markers CD44 CD73, CD90, and CD105 in hADMSCs; Blue curves: the isotype controls; red curves: the test samples.

**Figure. S2**

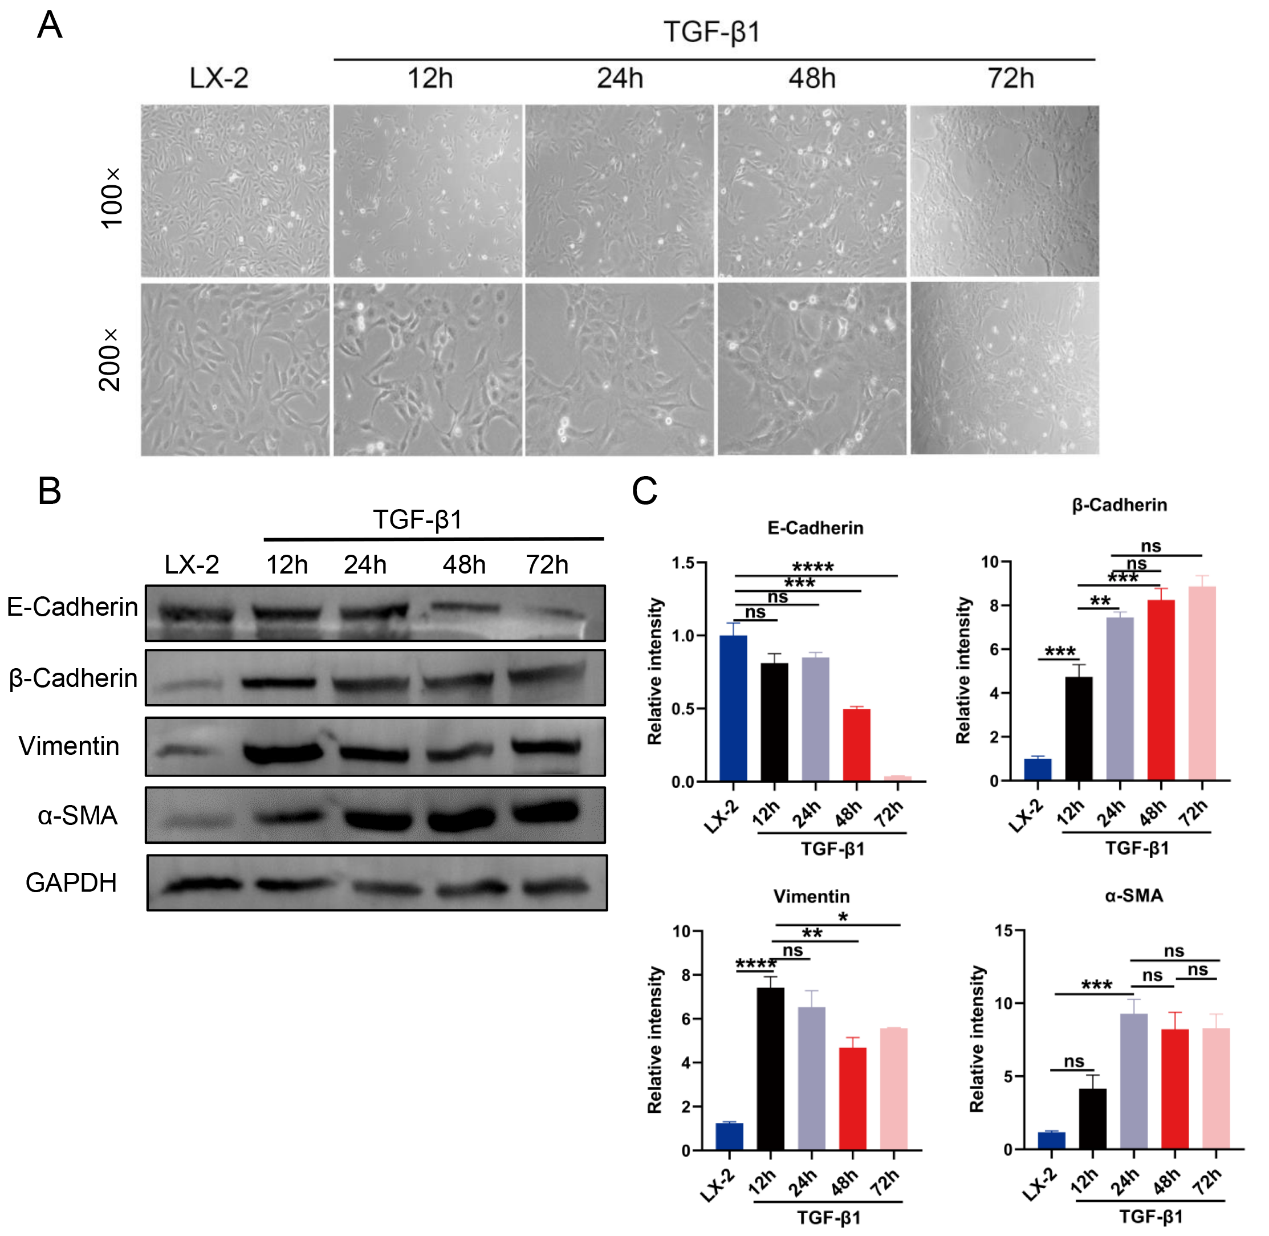

**Figure S2 TGF-β1 activates hepatic stellate cells leading to ECM deposition and EMT progression. (A)** Representative phase-contrast images of quiescent HSCs or treated with 10 ng/ml TGF-β1 for 12h, 24h, 48h and 72h. Original magnifcation, 100× (upper), 200×(lower). **(B)** The protein level of ECM-related marker (α-SMA) and EMT--related marker (Vimentin, β-catenin and E-catenin) were determined by western blot. **(C)** The relative expression levels of α-SMA, Vimentin, β-catenin and E-catenin. Data are presented as means with SEM (n=3 independent experiments). ns, not significant, *p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001.

**Figure. S3**

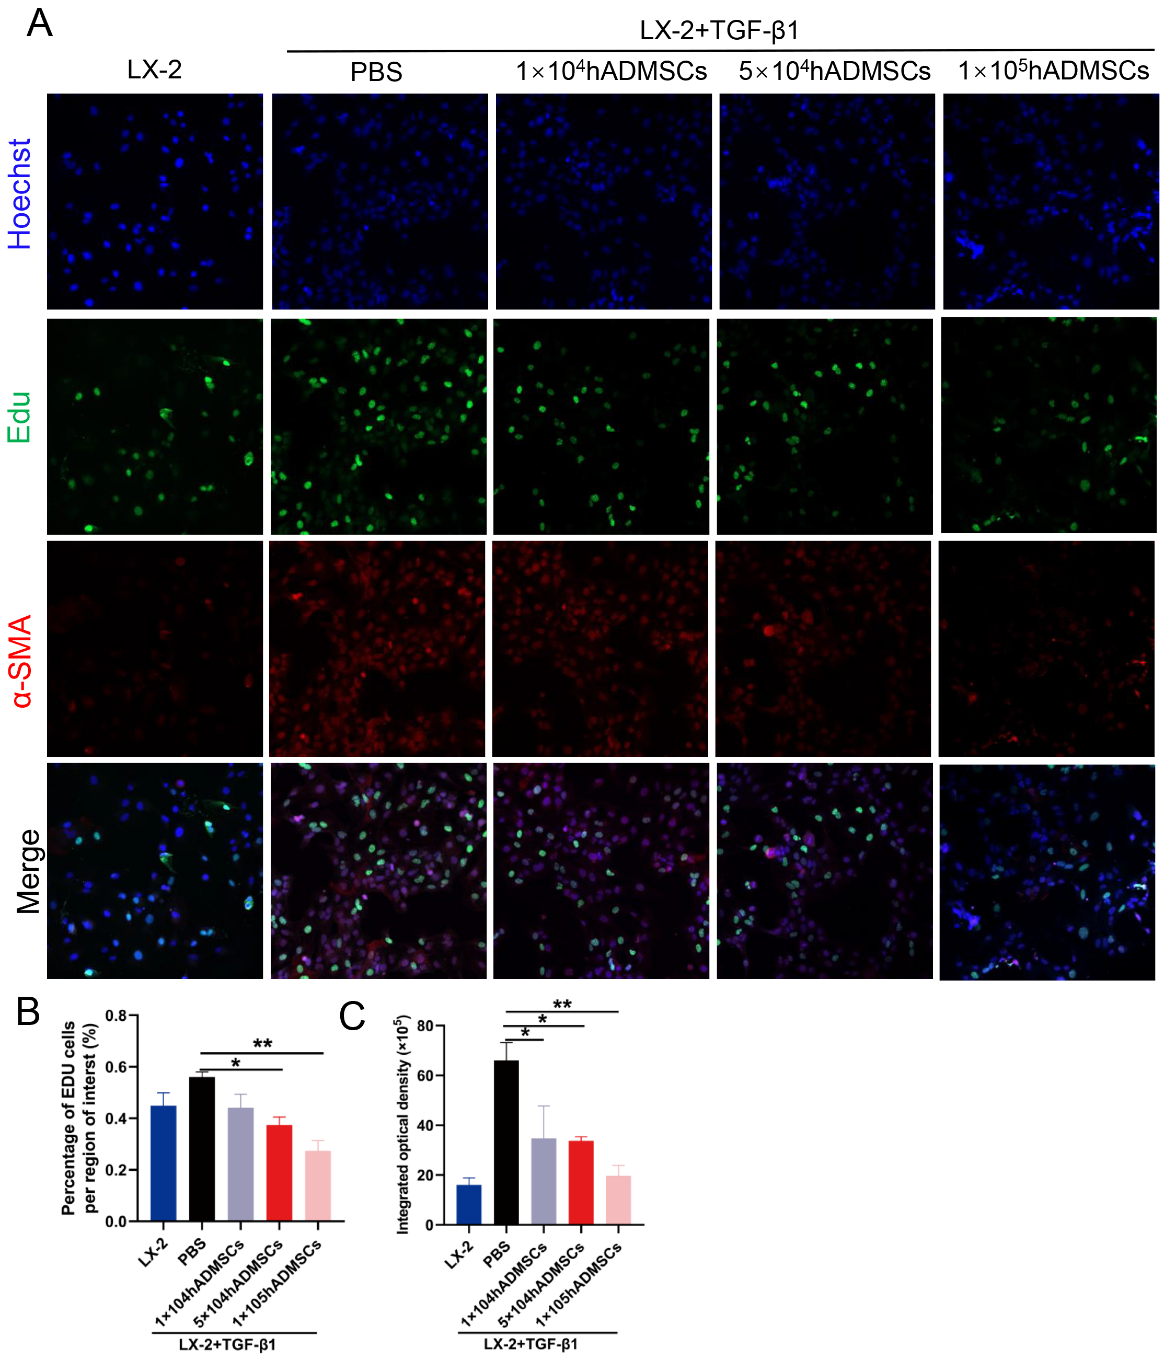

**Figure S3** **Inhibition of activated HSCs proliferation and activation by hADMSCs. (A)** Representative immunofluorescence images of LX-2 cells or co-cultured with hADMSCs at the indicated concentration in the presence of TGF-β1 (10 ng/ml) for 24 h. Scale bars, 100 mm. **(B)** Edu assay showed that hADMSCs could inhibit proliferation of aHSCs. **(C)** α-SMA protein levels in LX-2 or treated with pbs, hADMSCs in the presence of TGF-β1 (10 ng/ml) for 24 h were measured by immunofluorescence staining. Data are presented as means with SEM (n=3 independent experiments). *p < 0.05 and **p < 0.01.

**Figure S4**

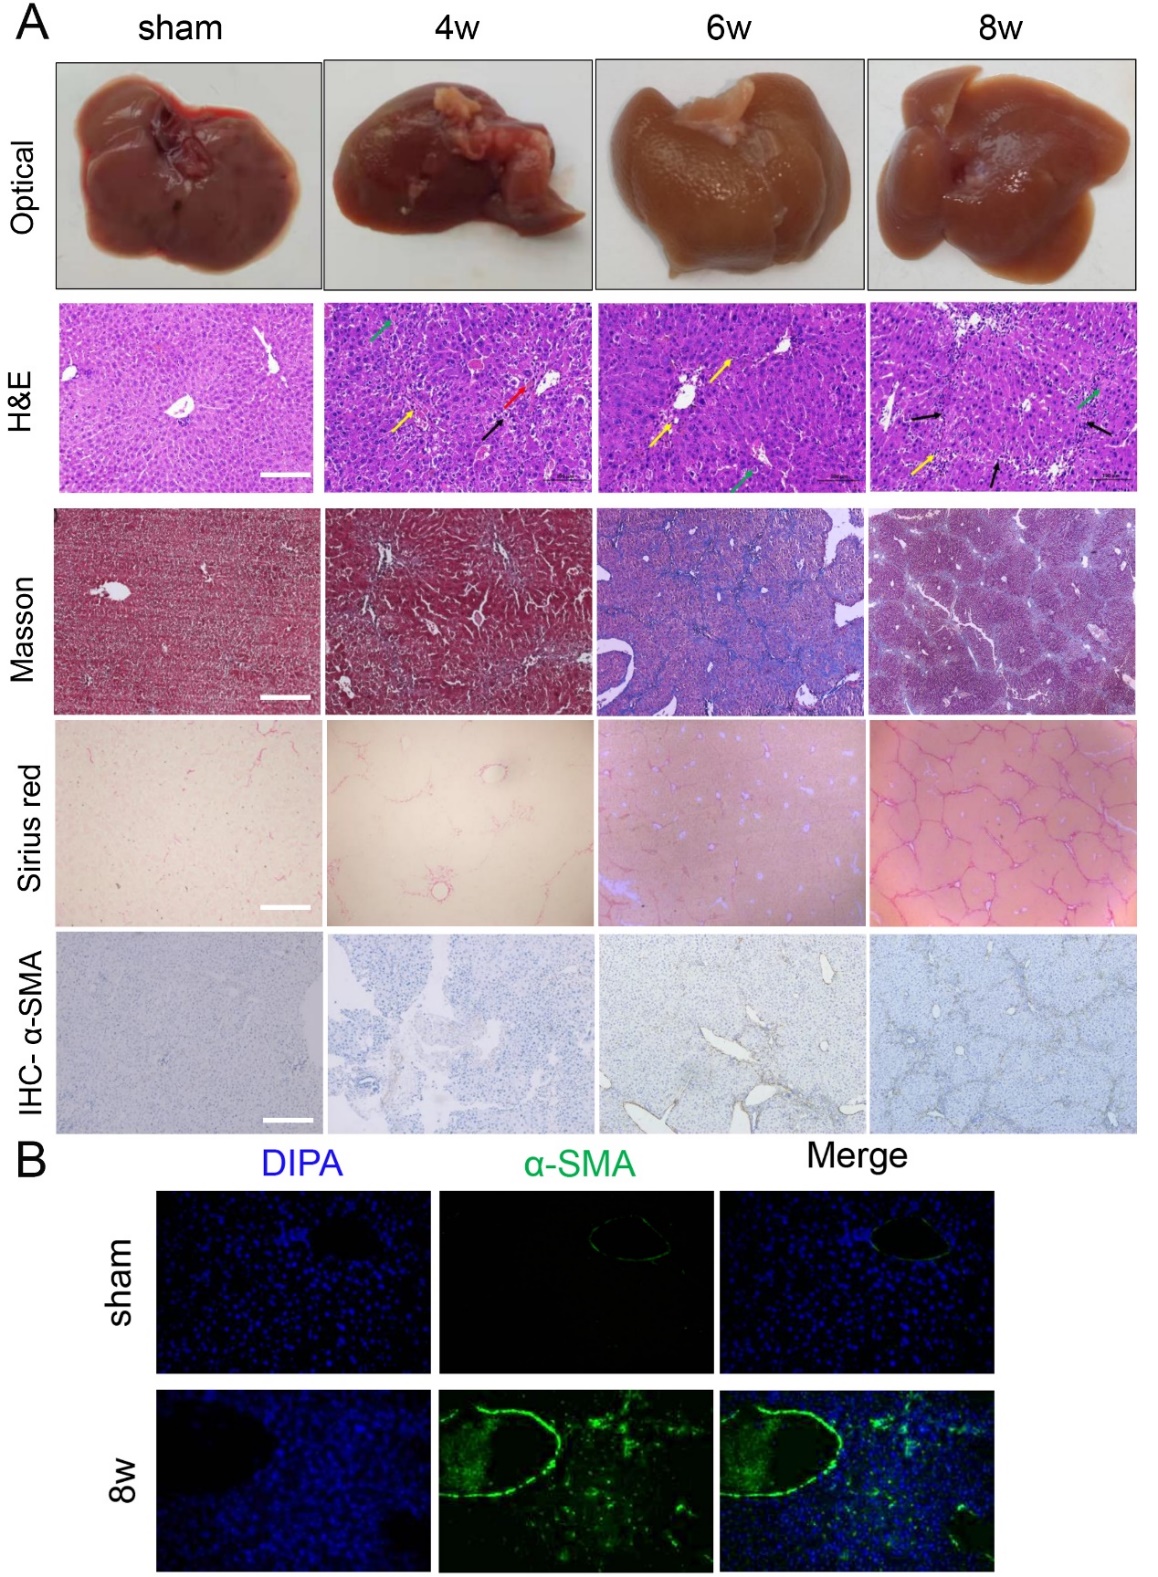

**Figure S4** **Liver cirrhosis was successfully induced in C57BL/6J mice with CCl4 i.p. injections twice a week for 8 weeks.** **(A)** Representative photographs, histopathology and immunohistochemistry of normal and CCl4-induced livers from mice for 4 weeks, 6 weeks and 8 weeks. **(B)** Representative Images of immunohistochemistry staining of α-SMA in normal and CCl4-induced livers from mice for 8 weeks.

**Figure. S5**

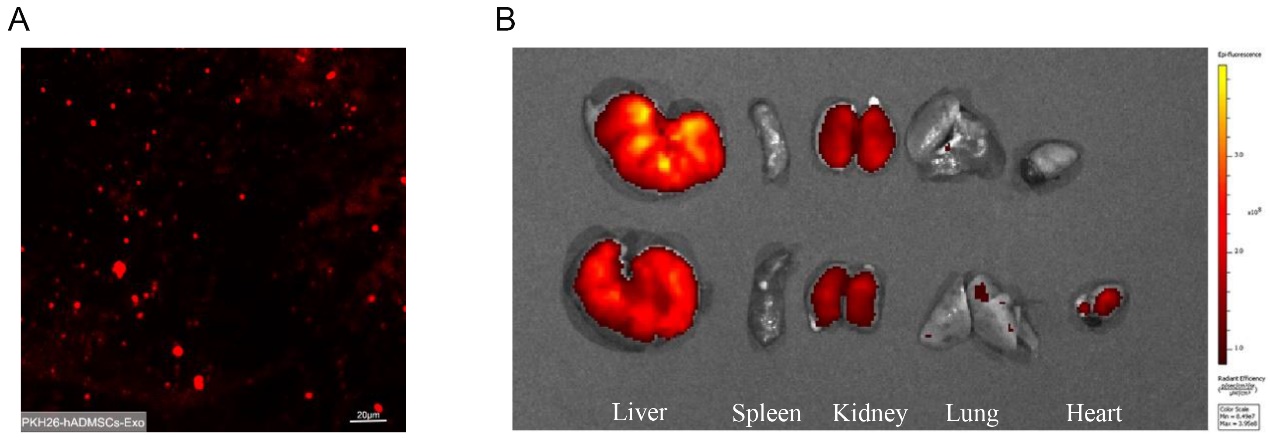

**Figure S5 Ex vivo organ distribution of PKH26-hADMSCs-Exo in CCl4-induced liver fibrosis mouse model. (A)** CLSM images of hADMSCs-Exo labeled with PKH26. **(B)** Ex vivo organ imaging of PKH26-hADMSCs-Exo after 3 days at vital organs, including liver, spleen, kidney, lung and heart.

**Figure. S6**

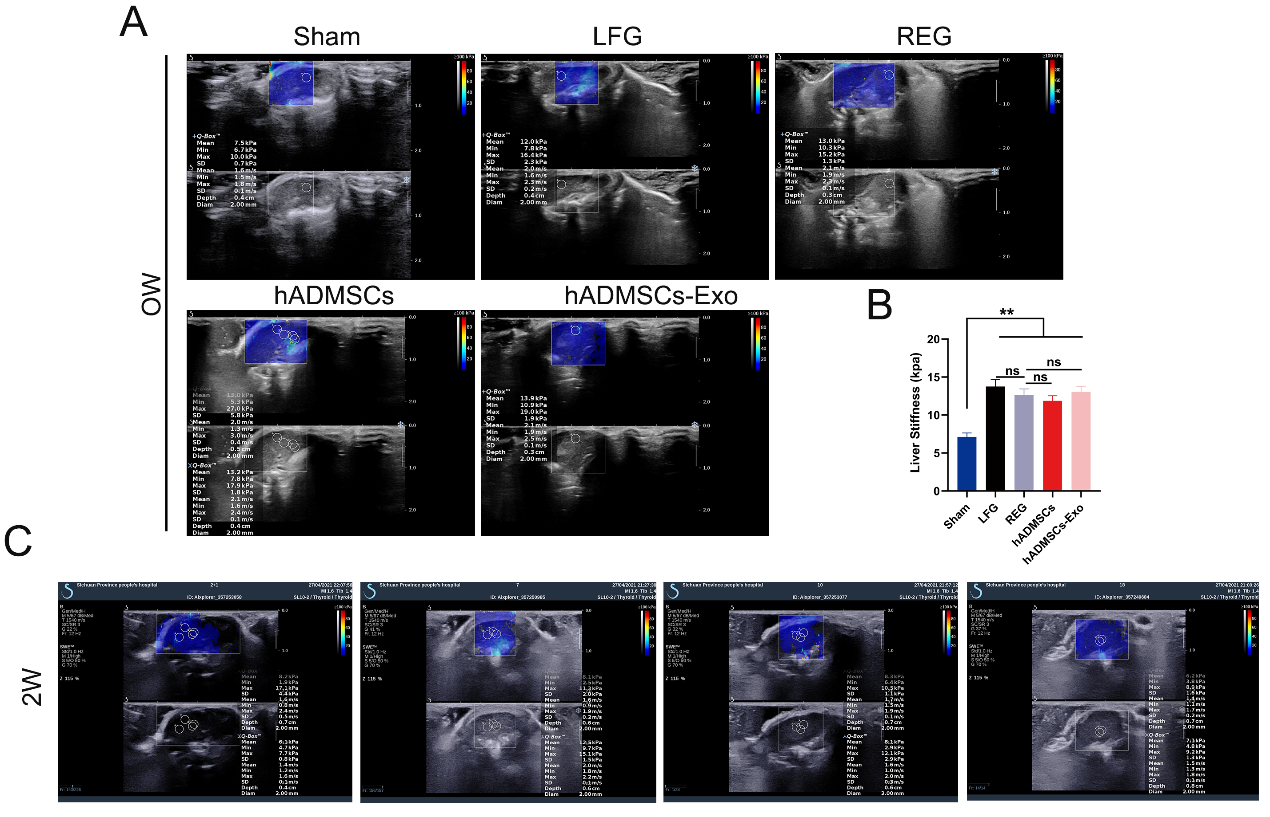

**Figure S6 liver stiffness of mouse with different treatments was measured by** **shear wave elastrography (SWE) at predetermined time. (A)** liver stiffness of mouse with different treatments prior to the start of treatment (baseline). **(B)** SWE verified the successful of modeling**. (C)** liver stiffness of mouse with different treatments during treatment (weeks 2). LFG, liver fibrosis group, REG, regression group. ns, not significant, *p < 0.05, **p < 0.01.

**Figure. S7**

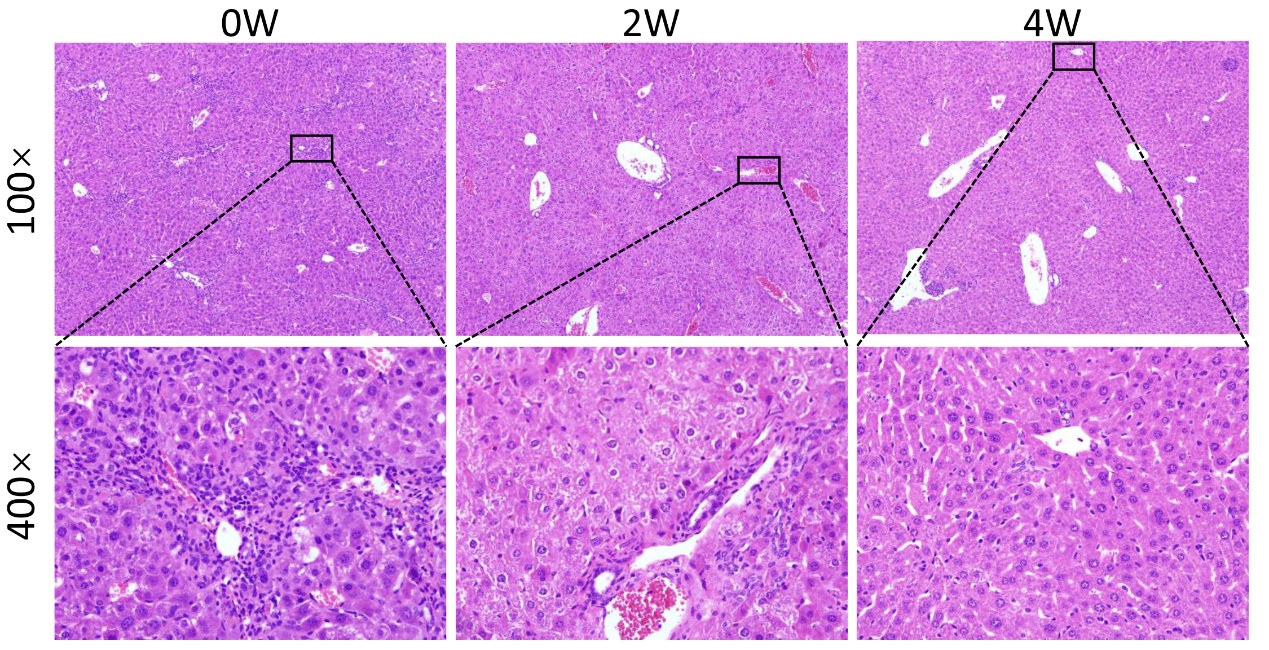

**Figure S7 Representative histopathology analysis of liver sections after 0, 2 and 4 weeks of hADMSCs-Exo treatment.** There are numerous of hepatocytes swelling, cytoplasm loose light dye, intravenous surrounding connective tissue hyperplasia, occasional portal area with a small amount of inflammatory cell infiltration, hepatocyte dotted necrosis, nucleus dissolved in the liver at 2 weeks of hADMSCs-Exo treatment. The results showed that the hepatic fibrosis was not completely resolved after 2 weeks of hADMSCs-Exo treatment.

**Figure. S8**

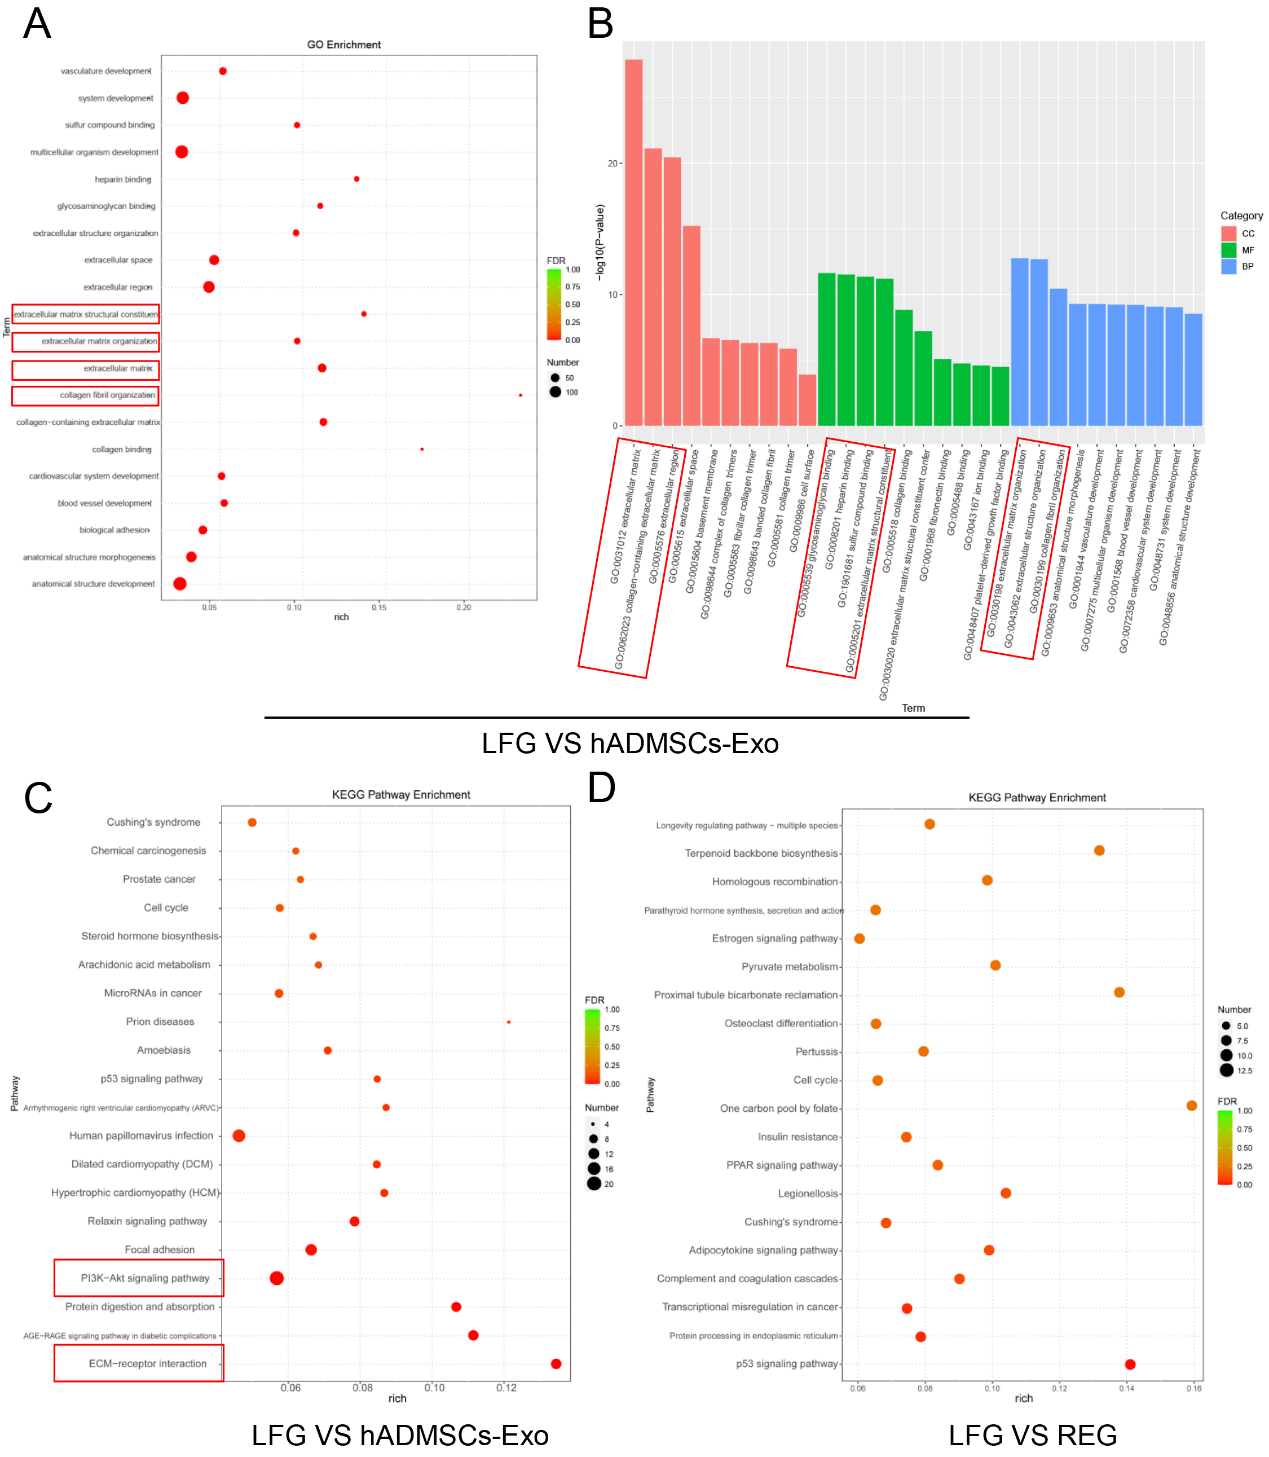
**Figure S8 GO and KEGG pathway analyses between LFG vs hADMSCs-Exo or REG. (A-B)** GO pathway analyses between LFG vs hADMSCs-Exo showed that hADMSCs-Exo might involve in ECM, ECM structural construction, collagen fibril organization. **(C)** KEGG pathway analyses between LFG vs hADMSCs-Exo showed that hADMSCs-Exo involved in ECM-receptor interaction and PI3K/AKT signaling pathway. **(D)** KEGG pathway analyses between LFG vs REG. LFG, liver fibrosis group, REG, regression group, ECM, extracellular matrix.

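Against LFG, 74 genes of the ECM list were tested in hADMSCs-Exo, and their median log2 fold change was -1.59, with 68 genes lower and 6 higher (adjusted p = 1.19e-16 over 4 list results, limma's camera). The median was -1.19 without LFG 2 and -2.24 without LFG 3, the lowest and the highest change when each library was left out in turn. The ECM genes averaged 1.25 and 1.39 in LFG 1 and LFG 2 but -1.21 in LFG 3, as deviations in log2 CPM from the mean of the 9 libraries, which puts LFG 3 below the 3 hADMSCs-Exo libraries. In REG against LFG the median was -0.95 over 74 genes, 66 lower and 8 higher (adjusted p = 0.00356 over 63 list tests, limma's camera), and it ran from -1.50 without LFG 3 to -0.62 without LFG 2. The 10 genes of Table S3 had a median of -2.27 in hADMSCs-Exo against LFG, with all 10 lower, and ran from -2.78 without LFG 3 to -1.78 without hADMSCs-Exo 1 when each library was left out. The study chose these genes on the same hADMSCs-Exo libraries, so their median is not independent evidence. Col1a1 changed by -3.84 (standard error 1.30, adjusted p = 0.805 from edgeR's quasi-likelihood test), with overlapping groups. Without LFG 3 it changed by -4.38 (adjusted p = 0.00952), and over all alternatives its adjusted p ran from 0.00952 to 1.00.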

**Figure. S9**

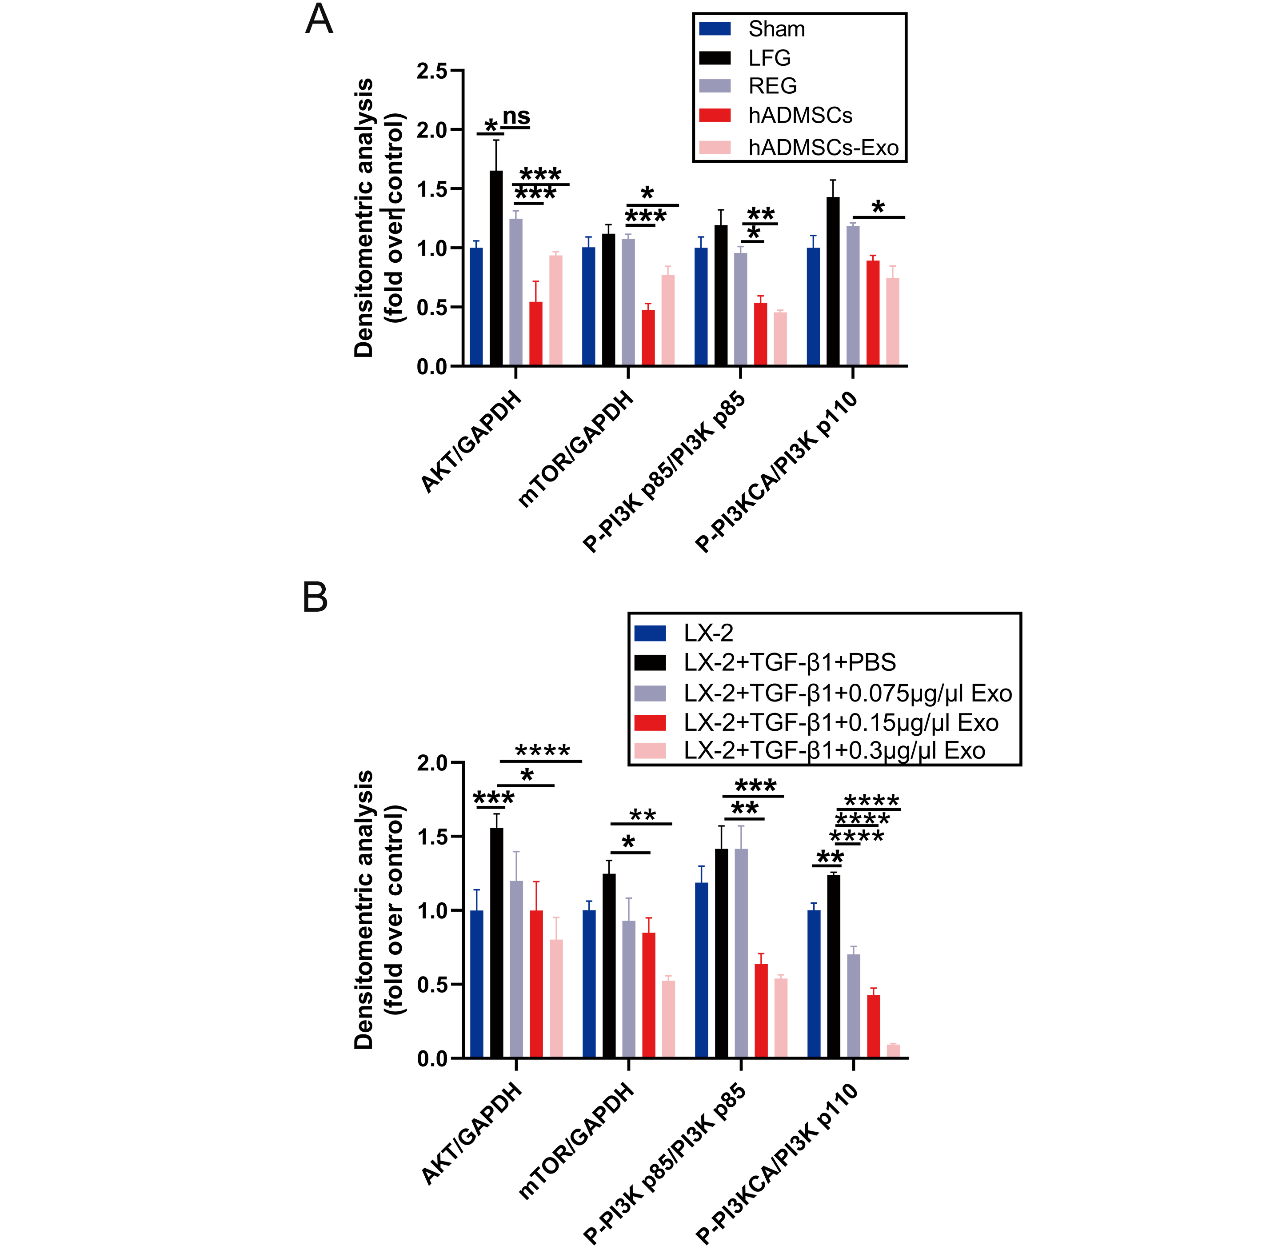

**Figure S9** **Western blot assay for AKT, mTOR and phosphorylated and total PI3K p85 and PI3K p110 in vivo (A) and in vitro (B).** LFG, liver fibrosis group, REG, regression group. Data are presented as means with SEM (n=3 independent experiments). ns, not significant, *p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001.

**Figure. S10**

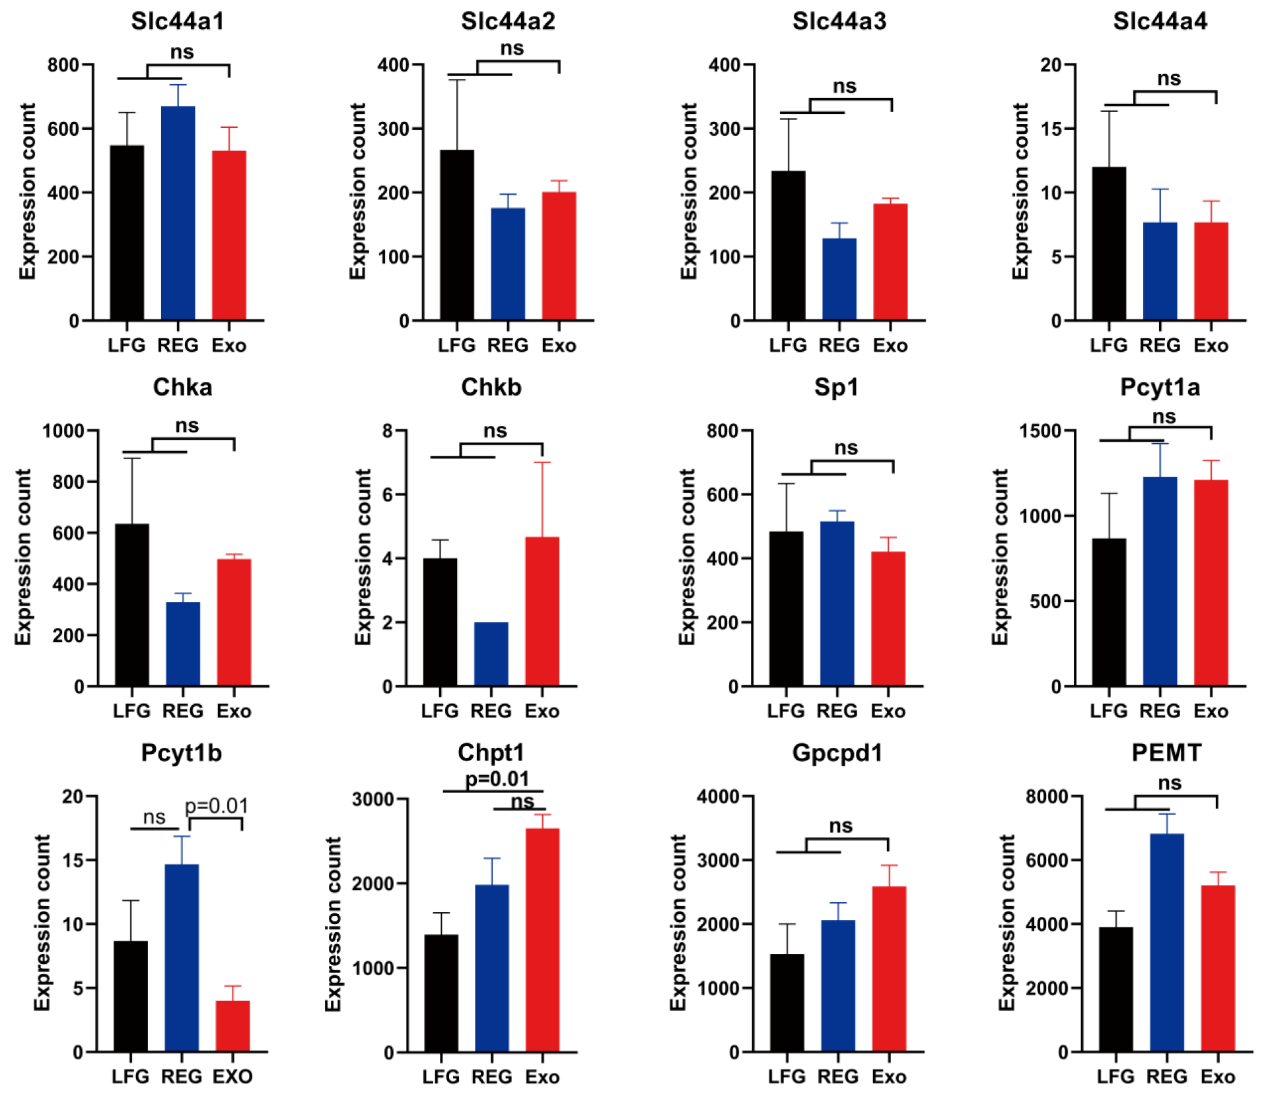

**Figure S10 The gene coding for the key metabolite expression analysis in transcriptome.** *Slc44a1-4,* Solute Carrier Family 44 Member*. Chka,* Choline Kinase Alpha*. Chkb,* Choline Kinase beta*. Sp1,* Sp1 Transcription Factor*. Pcyt1a,* Phosphate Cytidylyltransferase 1A*. Pcyt1a,* Phosphate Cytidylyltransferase 1B*. Chpt1,* Choline Phosphotransferase 1*. Gpcpd1,* Glycerophosphocholine Phosphodiesterase 1. *PEMT,* Phosphatidylethanolamine N-Methyltransferase. Data are presented as means with SEM (n=3). ns, not significant.

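The bars of Fig. S10 stand for the raw counts of 12 genes in the livers of LFG, REG and hADMSCs-Exo, so they follow the library totals as well as the expression of each gene. Slc44a1 to Slc44a4 encode choline transporters, and Chka and Chkb the kinases that phosphorylate choline. Pcyt1a and Pcyt1b encode the enzymes that make CDP-choline from phosphocholine, and Chpt1 the enzyme that forms phosphatidylcholine from CDP-choline and diacylglycerol. Pemt forms phosphatidylcholine by methylation, Gpcpd1 releases choline from glycerophosphocholine, and Sp1 encodes a transcription factor. Chpt1 had 2650.3 ± 285 counts (SD, n = 3) in hADMSCs-Exo, 1983 ± 544 (SD, n = 3) in REG and 1393 ± 448 (SD, n = 3) in LFG. In REG its counts ranged from 1356 to 2332 and in hADMSCs-Exo from 2428 to 2971. Chka had 497 ± 32.1 counts (SD, n = 3) in hADMSCs-Exo, 329 ± 58.5 (SD, n = 3) in REG and 635 ± 444 (SD, n = 3) in LFG. Pcyt1b had 4.0 ± 2.0 counts (SD, n = 3) in hADMSCs-Exo, 14.7 ± 3.79 (SD, n = 3) in REG and 8.67 ± 5.51 (SD, n = 3) in LFG, and Chkb had 4.67 ± 4.04, 2.0 ± 0.0 and 4.0 ± 1.0 (SD, n = 3 each). Slc44a4 had 7.67 ± 2.89, 7.67 ± 4.51 and 12.0 ± 7.55 (SD, n = 3 each).  The largest means were those of Pemt, 5213 ± 712 in hADMSCs-Exo, 6824 ± 1071 in REG and 3903 ± 868 in LFG (SD, n = 3 each).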

**Figure. S11**

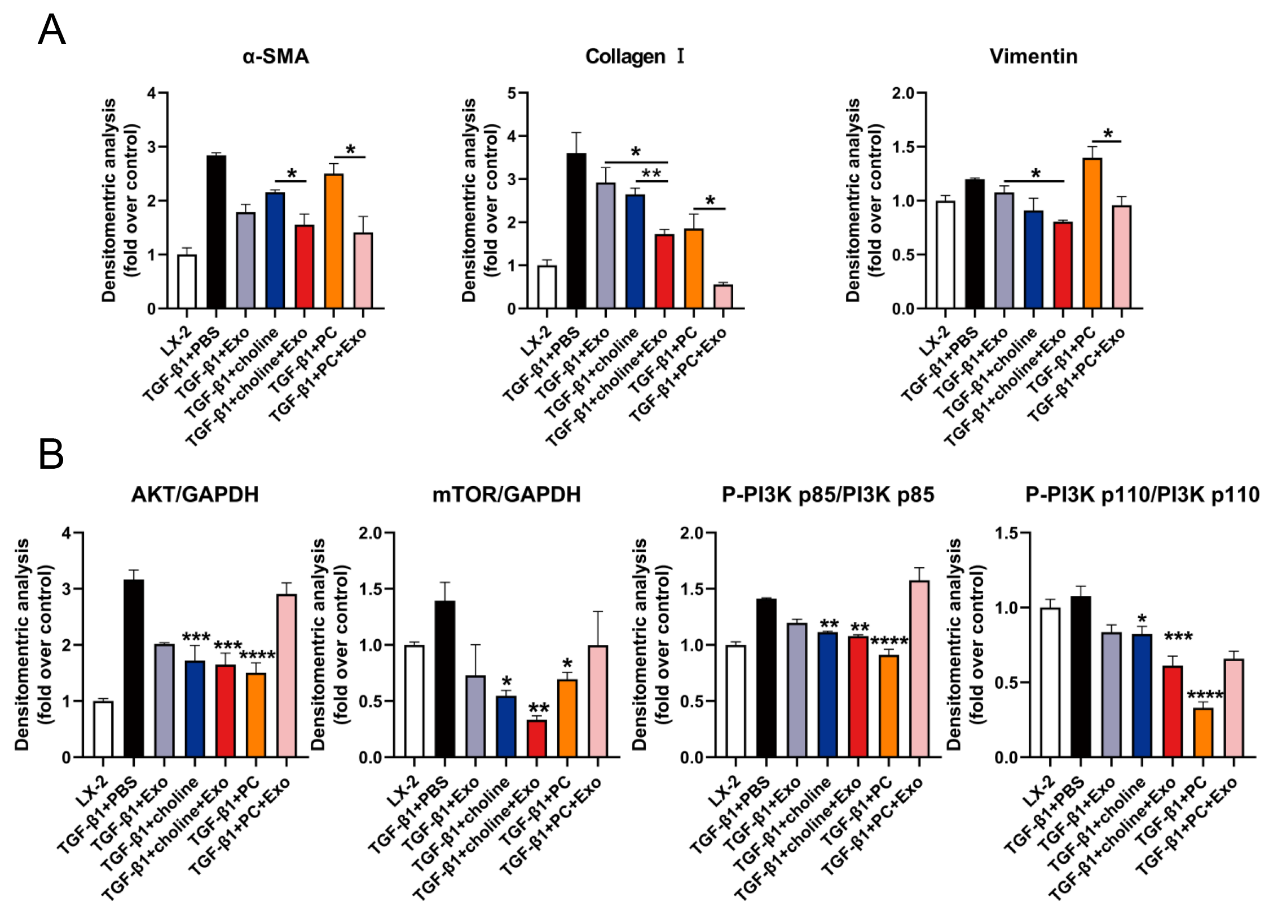

**Figure S11 Western blot assay for pro-fibrogenic and PI3K/AKT/mTOR signaling protein expression in aHSCs following supplementation with hADMSCs-Exo and 10****mM** **choline or 10 mM** **phosphorylcholine simultaneously in vitro**. **(A)** Western blot assay for α-SMA， collagen Ⅰ, vimentin protein expression. **(B)** Western blot assay for AKT, mTOR and phosphorylated and total PI3K p85 and PI3K p110 protein expression, vs. the TGF-β1+PBS group. PC, phosphorylcholine. Data are presented as means with SEM (n=3 independent experiments). ns, not significant, *p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001.

**Supporting Tables**

Table S1 Primer sequences used in reverse transcription quantitative PCR (RT-qPCR)

| Gene | Forward primer (5′–3′) | Reverse primer (5′–3′) |
| --- | --- | --- |
| Cdkn1a | CCTGGTGATGTCCGACCTG | CCATGAGCGCATCGCAATC |
| Col6a1 | CTGCTGCTACAAGCCTGCT | CCCCATAAGGTTTCAGCCTCA |
| Col6a2 | GCTCCTGATTGGGGGACTCT | CCAACACGAAATACACGTTGAC |
| Lama4 | ATGAGCTGCAAGGAAAACTATCC | CTGTTTCGTTGGCTTCACTGA |
| Itga8 | CGAAGCCGAACTCTTTGTTATCA | GGCCTCAGTCCCTTGTTGT |
| Lamb1 | AGACTTTGGGGGTTCATGTCA | ATCGTCCCGTCTCCTTGTCA |
| MMP2 | GTATTTGATGGCATCGCTCA | CATTCCCTGCAAAGAACACA |
| Tnc | GGTGCGCTACACTTCTGTC | CCTGATACTCCACACCTGGTC |
| Thbs2 | CACGGGAGACAAACTCAGCC | CTGGCAGGGACTTGATAAAATGT |
| Col1a1 | GCCCAGAGATAGAGTGACCTG | CGCACTTCTCGAAAGTTGCTG |
| Col1a2 | GCTCCTGATTGGGGGACTCT | CCAACACGAAATACACGTTGAC |
| IL-10 | CCCATTCCTCGTCACGATCTC | TCAGACTGGTTTGGGATAGGTTT |
| IL-6 | AAGAGCCGGAAATCCACGAAA | GTCTCAAAAGGGTCAGGGTACT |
| TNF-α | CTTTCGGTTGCTCTTTGGTTG | CGACAGCACAAGTCACAGC |
| IL-2 | TGAGCAGGATGGAGAATTACAGG | GTCCAAGTTCATCTTCTAGGCAC |
| IL-1β | AGTTGACGGACCCCAAAAG | AGCTGGATGCTCTCATCAGG |
| AKT | ATGAACGACGTAGCCATTGTG | TTGTAGCCAATAAAGGTGCCAT |
| mTOR | ACCGGCACACATTTGAAGAAG | CTCGTTGAGGATCAGCAAGG |
| Slc44a1 | TTTGCCCAAGCTACCAG | GAGCACAGCGATGGAAGAA |
| Slc44a2 | CCTGGTGCTTGGCTATGG | CAAGGTCCAGGGAGA |
| Slc44a3 | GGTCATTTTGGGATTGCTGT | ACTGAGGTCGTTGGTGTAGTCA |
| Slc44a4 | ACTCTGTCCCCGTTTCCTTC | AAGTTGATGTTGGGGAGTGG |
| Chka | GGGTGGTCTCAGTAACATGCT | GAACCCTGGACTCACCATCTT |
| Chkb | AGGATGCTAAGTGCCCAGAG | TCACGGGACAAACGCTCAG |
| Pcyt1a | GATGCACAGAGTTCAGCTAAAGT | TGGCTGCCGTAAACCAACTG |
| Pcyt1b | GAAACAGGTATCCCAAAATCCCT | GCATGTGTGCTCTATTTCCTCCA |
| CHPT1 | ACTGAGATCCAGGTAGCTTTAGT | GTAGACCCATTCTTGCCAACA |

Table S2 Antibodies utilized in Western blot, immunohistochemistry or Immunofluorescence staining

| Antibodies | SOURCE | IDENTIFIER |
| --- | --- | --- |
| GAPDH (WB:1/10000) | Proteintech | Cat No: 10494-1-AP |
| β-actin (WB:1/10000) | Proteintech | Cat No: 66009-1-Ig |
| Anti-rabbit IgG, HRP-linked Antibody (WB:1/5000) | ZENBIO | Cat No: 511203 |
| Anti-mouse IgG, HRP-linked Antibody (WB:1/5000) | ZENBIO | Cat No: 511103 |
| TSG101(WB:1/2000) | Abcam | Ca#ab125011 |
| CD63(WB:1/2000) | Abcam | Ca#ab134045 |
| CD81(WB:1/500) | Abcam | Ca#ab79559 |
| α-SMA(WB:1/5000, IHC:1/3000, IF:1/300) | Proteintech | Cat No. 14395-1-AP |
| Collagen Ⅰ (WB:1/2000, IHC:1/1000) | Proteintech | Cat No. 14695-1-AP |
| Fibronectin (IF:1/200) | Proteintech | Cat No. 15613-1-AP |
| TGF-β1 (WB:1/2500) | Proteintech | Cat No. 21898-1-AP |
| E-catenin (WB:1/2000) | Proteintech | Cat No. 12831-1-AP |
| β-catenin (WB:1/1000) | Proteintech | Cat No. 51067-2-AP |
| Vimentin (WB:1/1000) | Cell Signaling | Ca#46173SF |
| Ki67 (IHC:1/200) | Abcam | Ca#ab15580 |
| HNF-4α (IHC:1/400) | BIOSS | Ca#bs-3828R |
| Caspase 3 (IHC:1/1000) | Cell Signaling | Ca#9662S |
| AKT (WB:1/1000, IF:1/300) | Cell Signaling | Ca#4060S |
| PI3K p85 (WB:1/1000) | Cell Signaling | Ca#4257S |
| PI3Kp110 (WB:1/1000) | Cell Signaling | Ca#4249S |
| P-PI3K p85 (WB:1/1000) | Cell Signaling | Ca#17366S |
| P--PI3KCA (WB:1/1000) | BIOSS | Ca#bs-5570R |
| mTOR (WB:1/1000) | Cell Signaling | Ca#2983S |
| Goat anti-rabbit IgG (H+L) secondary antibody, Alexa Fluor 488 (IF:1/350) | Invitrogen | Cat#A-11008 |
| Goat anti-rabbit IgG (H+L) secondary antibody, Alexa Fluor 594 (IF:1/350) | Invitrogen | Cat#A-11012 |
| Goat anti-mouse IgG (H+L) secondary antibody, Alexa Fluor 594 (IF:1/350) | Invitrogen | Cat#A-11005 |

|  |  |  |
| --- | --- | --- |

Table S3 The top 25 significant KEGG pathway between hADMSCs-Exo group (n=3) and regression group (REG, n=3)

| **PathwayID** | **Pathway** | **DEG_number** | **Pvalue** | **FDR** | **Up_gene** | **Down_gene** |
| --- | --- | --- | --- | --- | --- | --- |
| mmu04512 | ECM-receptor interaction | 9 | 8.2626E-07 | 0.000156164 | - | Itga8,Tnc,Lama4,Col6a1,Col6a2,Lamb1,Thbs2,Col1a1,Col1a2 |
| mmu04974 | Protein digestion and absorption | 7 | 0.00017506 | 0.011870001 | - | Col5a2,Col6a1,Col6a2,ln,Col3a1,Col1a1,Col1a2 |
| mmu04510 | Focal adhesion | 10 | 0.00018841 | 0.011870001 | - | Itga8,Myl9,Lama4,Tnc,Col1a1,Col1a2,Col6a1,Lamb1,Col6a2,Thbs2 |
| mmu05146 | Amoebiasis | 6 | 0.0015111 | 0.05711959 | Itgam | Lama4,Col3a1,Lamb1,Col1a2,Col1a1 |
| mmu04933 | AGE-RAGE signaling pathway in diabetic complications | 6 | 0.0015111 | 0.05711959 | Ager | F3,Col3a1,Mmp2,Col1a2,Col1a1 |
| mmu05410 | Hypertrophic cardiomyopathy (HCM) | 5 | 0.00344713 | 0.102162179 | Prkag3,Tnnc1 | Itga8,Des,Tnnt2 |
| mmu05165 | Human papillomavirus infection | 11 | 0.00452849 | 0.102162179 | Cdkn1a,Notch1 | Col6a1,Lamb1,Itga8,Lama4,Tnc,Col6a2,Thbs2,Col1a1,Col1a2 |
| mmu04610 | Complement and coagulation cascades | 5 | 0.00515561 | 0.102162179 | Itgam,Serpina1e | Plat,F3,C7 |
| mmu05222 | Small cell lung cancer | 5 | 0.00592823 | 0.102162179 | Gadd45g,Cdkn1a,Traf1 | Lamb1,Lama4 |
| mmu04710 | Circadian rhythm | 3 | 0.00609178 | 0.102162179 | Cry1,Prkag3 | Nr1d1 |
| mmu05202 | Transcriptional misregulation in cancer | 7 | 0.00630086 | 0.102162179 | Gadd45g,Itgam,Cdkn1a,Cd40,Traf1 | Plat,Igfbp3 |
| mmu00830 | Retinol metabolism | 5 | 0.00648649 | 0.102162179 | Cyp2c38,Cyp4a12b,Cyp4a12a | Ugt1a5,Cyp2c55 |
| mmu04270 | Vascular smooth muscle contraction | 6 | 0.00751686 | 0.109283509 | Cyp4a12a,Cyp4a12b,Npr2 | Actg2,Myl9,Acta2 |
| mmu04115 | p53 signaling pathway | 4 | 0.01199632 | 0.156746139 | Pmaip1,Gadd45g,Cdkn1a | Igfbp3 |
| mmu05033 | Nicotine addiction | 3 | 0.01353466 | 0.156746139 | Gabrb3 | Gabrp,Gabra3 |
| mmu04151 | PI3K-Akt signaling pathway | 10 | 0.01398125 | 0.156746139 | Cdkn1a | Col6a1,Lamb1,Itga8,Tnc,Lama4,Col6a2,Thbs2,Col1a1,Col1a2 |
| mmu04530 | Tight junction | 6 | 0.01409886 | 0.156746139 | Prkag3,Nedd4l | Myh11,Myl9,Tuba1a,Cldn5 |
| mmu05414 | Dilated cardiomyopathy (DCM) | 4 | 0.02022871 | 0.209278703 | Tnnc1 | Des,Tnnt2,Itga8 |
| mmu03320 | PPAR signaling pathway | 4 | 0.0210386 | 0.209278703 | Cyp4a12a,Plin4,Cyp4a12b | Scd1 |
| mmu04926 | Relaxin signaling pathway | 5 | 0.02232451 | 0.210966601 | - | Col1a2,Col1a1,Col3a1,Acta2,Mmp2 |
| mmu00590 | Arachidonic acid metabolism | 4 | 0.02447578 | 0.22028204 | Cyp4a12a,Cyp4a12b,Cyp2c38 | Cyp2c55 |
| mmu00140 | Steroid hormone biosynthesis | 4 | 0.02631428 | 0.22403733 | Cyp2c38 | Akr1c18,Ugt1a5,Cyp2c55 |
| mmu05032 | Morphine addiction | 4 | 0.0272638 | 0.22403733 | Pde1b,Gabrb3 | Gabra3,Gabrp |
| mmu05144 | Malaria | 3 | 0.02994316 | 0.235802407 | Tlr9,Cd40 | Thbs2 |
| mmu05206 | MicroRNAs in cancer | 5 | 0.03126975 | 0.236399326 | Cdkn1a,Notch1,Cdc25c | Reck,Tnc |

Table S4. Significant metabolites between hADMSCs-Exo treatment group (n=6) and regression group (n=6) in the liver tissue samples.

| No. | Name | RT^a^ (min) | *m/z* | VIP | *P*-value^b^ | Fold change (Exo/REG) | Trend^c^ |
| --- | --- | --- | --- | --- | --- | --- | --- |
| 1 | Oleamide | 771.536 | 282.279 | 1.409 | 0.005 | 82.945 | ↑ |
| 2 | Sphingosine | 771.811 | 300.290 | 1.204 | 0.005 | 70.448 | ↑ |
| 3 | FMN | 396.669 | 437.086 | 1.073 | 0.005 | 65.352 | ↑ |
| 4 | Sphinganine | 760.812 | 302.305 | 1.484 | 0.005 | 10.453 | ↑ |
| 5 | Tridemorph | 789.669 | 298.310 | 1.244 | 0.031 | 9.8949 | ↑ |
| 6 | N-a-Acetylcitrulline | 102.761 | 216.098 | 1.315 | 0.031 | 9.7391 | ↑ |
| 7 | Troxilin B3 | 668.421 | 335.224 | 1.374 | 0.031 | 8.7584 | ↑ |
| 8 | Equol | 787.785 | 242.284 | 1.263 | 0.008 | 6.3518 | ↑ |
| 9 | L-Alanyl-gamma-D-glutamyl-L-lysine | 97.477 | 347.191 | 1.656 | 0.008 | 6.1537 | ↑ |
| 10 | 5-Methyl-2-furancarboxaldehyde | 285.204 | 111.044 | 1.368 | 0.031 | 6.0525 | ↑ |
| 11 | 4,5-Dihydroorotic acid | 193.684 | 158.960 | 1.237 | 0.020 | 0.10861 | ↓ |
| 12 | GMP | 90.832 | 362.050 | 1.554 | 0.008 | 0.07309 | ↓ |
| 13 | Raffinose | 90.453 | 487.163 | 1.647 | 0.005 | 0.034457 | ↓ |
| 14 | Acetylcysteine | 63.670 | 162.998 | 1.425 | 0.003 | 0.00048013 | ↓ |
| 15 | S-(Formylmethyl)glutathione | 467.289 | 350.100 | 1.248 | 0.028 | 0.00014934 | ↓ |
| 16 | Pantothenic acid | 369.973 | 220.118 | 1.407 | 0.028 | 3.12E-05 | ↓ |
| 17 | Choline | 111.279 | 104.107 | 1.299 | 0.010 | 2.89E-05 | ↓ |
| 18 | D-Fructose | 489.214 | 161.046 | 1.587 | 0.010 | 6.64E-06 | ↓ |
| 19 | 2-Hydroxy-2-ethylsuccinic acid | 469.011 | 161.046 | 1.342 | 0.010 | 2.45E-06 | ↓ |
| 20 | Betaine | 721.221 | 116.069 | 1.287 | 0.003 | 1.04E-06 | ↓ |

^a^ Retention time of the metabolites during LC-MS.

^b^ *P* values were calculated by Student’s t-test (threshold<0.05)

^c^ Trend, the up and down arrows represent a relative increase and decrease, respectively, in the level of the metabolite in the hADMSCs-Exo treatment group when compared with the regression group.

Table S5. Significant metabolites between hADMSCs-Exo treatment group (n=6) and liver fibrosis group (n=6) in the liver tissue samples.

| No. | Name | RT^a^ (min) | *m/z* | VIP | *P*-value^b^ | Fold change (Exo/LFG) | Trend^c^ |
| --- | --- | --- | --- | --- | --- | --- | --- |
| 1 | FMN | 396.669 | 437.086 | 1.113 | 0.005 | 59.205 | ↑ |
| 2 | Oleamide | 771.536 | 282.279 | 1.349 | 0.005 | 21.429 | ↑ |
| 3 | Troxilin B3 | 668.421 | 335.224 | 1.486 | 0.013 | 17.766 | ↑ |
| 4 | 3alpha,7alpha-Dihydroxy-12-oxo-5beta-cholanate | 752.978 | 389.269 | 1.575 | 0.005 | 15.603 | ↑ |
| 5 | Sphingosine | 771.811 | 300.290 | 1.125 | 0.020 | 13.357 | ↑ |
| 6 | 5-Methyl-2-furancarboxaldehyde | 285.204 | 111.045 | 1.421 | 0.008 | 12.795 | ↑ |
| 7 | N-a-Acetylcitrulline | 102.761 | 216.098 | 1.387 | 0.020 | 11.918 | ↑ |
| 8 | L-Alanyl-gamma-D-glutamyl-L-lysine | 97.477 | 347.191 | 1.658 | 0.005 | 8.5351 | ↑ |
| 9 | Tridemorph | 789.669 | 298.310 | 1.188 | 0.031 | 7.7516 | ↑ |
| 10 | Baicalein | 673.469 | 270.050 | 1.924 | 0.005 | 7.3761 | ↑ |
| 11 | Allocholic acid | 677.197 | 408.285 | 1.333 | 0.045 | 7.1738 | ↑ |
| 12 | Sphinganine | 760.812 | 302.305 | 1.410 | 0.005 | 7.0491 | ↑ |
| 13 | Betaine | 721.221 | 116.069 | 1.715 | 0.003 | 2.36E-06 | ↓ |
| 14 | 2-Hydroxy-2-ethylsuccinic acid | 469.011 | 161.046 | 1.069 | 0.003 | 6.30E-06 | ↓ |
| 15 | D-Galactose | 272.4625 | 161.045 | 1.672 | 0.003 | 6.31E-06 | ↓ |
| 16 | Choline | 111.279 | 104.107 | 1.787 | 0.003 | 9.63E-06 | ↓ |
| 17 | D-Fructose | 489.214 | 220.118 | 1.543 | 0.003 | 1.47E-05 | ↓ |
| 18 | Pantothenic acid | 369.973 | 220.118 | 1.593 | 0.003 | 4.58E-05 | ↓ |
| 19 | S-(Formylmethyl)glutathione | 467.289 | 350.100 | 1.216 | 0.003 | 0.000345 | ↓ |
| 20 | Acetylcysteine | 63.670 | 162.999 | 1.729 | 0.003 | 0.000621 | ↓ |
| 21 | Oleic acid | 794.9885 | 282.279 | 1.333 | 0.004 | 0.005948 | ↓ |
| 22 | S-[(E)-N-Hydroxy(indol-3-yl)acetimidoyl]-L-glutathione | 104.65 | 350.100 | 1.329 | 0.010 | 0.010966 | ↓ |
| 23 | Stearolic acid | 783.715 | 281.248 | 1.806 | 0.005 | 0.051517 | ↓ |
| 24 | Retinol | 781.083 | 269.227 | 1.652 | 0.005 | 0.06952 | ↓ |

^a^ Retention time of the metabolites during LC-MS. ^b^ *P* values were calculated by Student’s t-test (threshold<0.05). ^c^ Trend, the up and down arrows represent a relative increase and decrease, respectively, in the level of the metabolite in the hADMSCs-Exo treatment group when compared with the liver fibrosis group.

How the deposited data were processed for this re-analysis (not part of the article)

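RNA was taken from the livers of mice of 3 groups, LFG, REG and hADMSCs-Exo, with 3 libraries in each. The series has 12 samples, and the 3 of the hADMSCs group were not analysed here. The authors extracted RNA with Trizol, prepared libraries with an NEBNext Ultra kit and deposited raw counts per gene for the 9 libraries. Beside the counts the authors deposited FPKM for the same genes, which equals the counts scaled by gene length and library total to a relative difference of at most 9.19e-07. FPKM was used only for that check. The table has 21936 genes, and 31 gene names stand on 67 entries, which were kept apart by their identifiers. Its positions are those of GRCm38: 21817 of the genes are in the GENCODE annotation of that build, 21617 of them with the same start and end, and 21780 of them protein coding. The paper's text does not name the aligner, the counting program, the use of strand or the test behind its DEGs.

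Counts were tested with edgeR 4.0.16 in R 4.3.3 by its quasi-likelihood test, two-sided, after TMM normalization and edgeR's filter on low counts, with only the 6 libraries of the 2 groups compared in each fit. P-values were adjusted by the Benjamini-Hochberg method, and a gene counted as differentially expressed at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. Log2 CPM was computed with a prior count of 2. Lists of genes were tested by camera of limma 3.58.1 with an inter-gene correlation of 0.01, the results of the ECM list and the list of PI3K/AKT/mTOR signaling being adjusted over 4 tests. A list needed at least 4 tested genes. The test was tested on simulated data with known changes, drawn from the real libraries. Exact permutation tests used scipy 1.17.1 under Python 3.11.15, tables were joined with pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

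The groups, the comparisons, the tests, the named genes, the gene lists and the first set of alternatives were chosen before the data were examined. Those alternatives were edgeR's RLE size factors, DESeq2 1.42.0, limma with voom and quality weights, no filter on low counts (at least 1 count over the libraries compared), at least 10 counts in every library, all libraries in one fit, the replicate number as a block, no limit on fold change, an unadjusted p, DESeq2 with an unadjusted p, and each library left out in turn. For lists they also were fry, camera with an estimated correlation, and Reactome sets, of which 260 of 265 genes (ECM organization) and 86 of 86 (PI3K/AKT signaling) matched the table. Further settings of DESeq2 and edgeR's exact test were added after the data had been seen. The genes named are all those of the 10 under PI3K-Akt signaling in Table S3, the choline genes of Fig. S10, the cytokines of Fig. 5C and the proteins and mRNAs measured by other assays, and for each comparison up to 3 rising and 3 falling genes with the smallest p among those past the thresholds whose groups do not overlap. The result of 1 gene under this rule is not reported here.

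Total counts per library ranged from 13837445 to 19840917. At this depth the spread between libraries, and not the counting error, sets the precision of genes with more than a few counts. Replicates differed by more than the sampling noise, with a chi-square per gene of at least 28.6, so no library was counted as a repeat of another. The groups share replicate numbers 1 to 3. For hADMSCs-Exo and LFG the deviations from the group means correlated across genes by 0.101, 0.308 and 0.180 for the same-numbered pairs, all over 0.1, and this is the only ground for treating these numbers as pairs. The values were 0.159, 0.00938 and 0.0336 for hADMSCs-Exo and REG, and 0.415, -0.202 and 0.305 for REG and LFG.

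Other lists of marker genes, written from general knowledge, stood for the circadian clock, hepatic stellate cells, smooth muscle, portal fibroblasts, mesothelium, cholangiocytes, macrophages, lymphocytes, neutrophils, sinusoidal endothelium, pericentral and periportal hepatocytes, the cell cycle, p53 targets, red blood cells and Y-linked genes. Lists for adipocytes, pancreatic acinar cells, the cytokines of Fig. 5C and a female-specific gene had fewer than 4 tested genes and were not tested as lists. The 63 tests of 21 lists in 3 comparisons were adjusted together. GC content was taken from the annotation for 21817 genes. For checks of depth every library was thinned to 13837445 counts. The GO and KEGG annotations were not used here.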

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

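All tests of explanations given here were chosen only after the results were seen. Of 63 tests of marker lists, 26 had an adjusted p under 0.05 with limma's camera at its preset correlation, and 0 had one with an estimated correlation (smallest adjusted p = 0.448) or with fry (smallest adjusted p = 0.271). Of the 26, 17 are on lists other than those of the matrix, stellate cells, macrophages, PI3K/AKT, the cell cycle, choline, cytokines and other assays. The paper does discuss infiltration of immune cells and α-SMA, which bear on the lymphocyte, neutrophil and smooth muscle lists. In 5 of the 17, the 3 libraries of one group lay apart from the 3 of the other by list mean, where chance gives 10%. The 10 splits of 6 libraries cannot give a share under 0.1. The 5 results are given here as values per library, which are deviations in log2 CPM from the mean of the 9 libraries.

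Smooth muscle genes were lower in hADMSCs-Exo than in REG. Their median log2 fold change was -1.96 over 7 tested genes of 10, all 7 lower (adjusted p = 1.23e-15, limma's camera, over 63 tests). The list means were -1.65, -0.93 and -0.79 in hADMSCs-Exo 1, 2 and 3, and 0.55, 1.01 and 0.20 in REG 1, 2 and 3, and 1 of the 10 splits gave a result as large. The median ran from -2.32 without REG 3 to -1.57 without REG 2. Members, chosen after their values were seen, changed by -3.87 (Cnn1), -3.70 (Actg2), -2.60 (Acta2), -1.96 (Myl9), -1.68 (Myh11), -1.09 (Des) and -0.50 (Smtn). Cnn1 and Actg2 had at most 3 counts in each hADMSCs-Exo library, and the median with both at their bound was -1.96 as well. Acta2 is also in the list of genes measured by other assays, and 5 of the 10 genes (Acta2, Actg2, Des, Myh11 and Myl9) are among the 55 that the study picked from these libraries for Table S3. It encodes α-SMA, which the paper uses as a profibrogenic marker and reports lower by immunostaining in hADMSCs-Exo livers. The tables argue against library depth as the whole cause, since the median was -1.73 with all libraries thinned to one total, against GC content and gene length (-1.91 with their trends removed), and against reads shared between actin genes (-1.68 over the 5 other genes). A candidate explanation that stays open is that less portal tract tissue was in the pieces sampled from hADMSCs-Exo livers. Cholangiocyte genes, which it would lower too, had a median of -0.25, with 2 higher and 4 lower (adjusted p = 0.196, limma's camera, over 63 tests). Their list mean was lower in each hADMSCs-Exo library than in each REG library. Portal fibroblast genes had a median of -0.51, with 1 higher and 7 lower (adjusted p = 0.00259 from the same test), but the groups overlapped in the list mean. Both medians go with this explanation, but they do not decide it. The treatment itself, which the paper proposes to reduce stellate cell activation, stays open as well. It was not tested apart from the piece of liver sampled.

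Lymphocyte genes were higher in hADMSCs-Exo than in LFG, with a median of 1.03 and all 8 genes higher (adjusted p = 8.43e-07, limma's camera, over 63 tests). The means were 0.48, 0.77 and 0.40 in hADMSCs-Exo 1, 2 and 3, and -0.34, -0.17 and -1.54 in LFG 1, 2 and 3. The median ran from 0.77 without LFG 3 to 1.45 without LFG 2. Neutrophil genes had a median of 1.70 in the same comparison, with all 4 tested genes of 5 higher (adjusted p = 1.60e-08, limma's camera, over 63 tests), and means of 0.35, 1.09 and 0.85 against -0.47, -0.51 and -1.11. That median ran from 1.57 without hADMSCs-Exo 3 to 1.96 without hADMSCs-Exo 1. Neither list shares a gene with another list or with Table S3. From histology, the paper states less infiltration of immune cells in hADMSCs-Exo than in LFG and REG. These transcripts were higher than in LFG, but transcripts in a piece of liver are not a count of infiltrating cells. For each list 1 of the 10 splits gave a result as large. Of the 4 splits that part all 3 same-numbered pairs it was again 1 for each list, and of the 6 others, which part 1 pair, 0. With the replicate block the medians were 1.34 and 1.69. In that fit the tables argue against library depth (1.23 and 1.65 after thinning) and against GC content and gene length (1.31 and 1.57). Blood left in the tissue is a candidate explanation that stays open for both lists: red blood cell genes had a median of 0.76, but LFG and hADMSCs-Exo livers also differ in treatment and in the time since the last CCl4, and these were not tested.

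Mesothelium genes were lower in REG than in LFG, with a median of -1.09 and all 4 tested genes of 7 lower (adjusted p = 0.0312, limma's camera, over 63 tests). The means were -0.97, -0.77 and -0.21 in REG 1, 2 and 3, and 0.16, 1.01 and 0.67 in LFG 1, 2 and 3. The median ran from -1.77 without REG 3 to -0.89 without LFG 2, and 2 of the 10 splits gave a result as large. The list shares no gene with another list or with Table S3. The tables argue against library depth (-1.11 after thinning) and against GC content and gene length (-1.17). The share of liver surface in each piece was not tested.

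Targets of p53 were lower in REG than in LFG, with a median of -0.86, 12 of 13 genes lower and 1 higher (adjusted p = 1.18e-06, limma's camera, over 63 tests). The means were -0.44, -0.48 and -0.36 in REG 1, 2 and 3, and 0.98, 0.95 and -0.17 in LFG 1, 2 and 3. The median ran from -0.94 without REG 3 to -0.77 without REG 1, and 1 of the 10 splits gave a result as large. Cdkn1a is shared with another list and with Table S3. The tables argue against library depth (-0.89 after thinning) and against GC content and gene length (-1.02). Relief from CCl4 in REG is a biological hypothesis that was not tested.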

How the results depend on the processing

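No test of an explanation is reported here. The comparisons with the hADMSCs group and the fit of 12 libraries were not run, because the 3 hADMSCs libraries were not analysed, and all 9 libraries were put in one fit instead. For every value that changed with a setting, the cause was not tested, except that fits without a library hold fewer samples. Among the 40 genes named, 486 of 516 values in other settings kept their direction and their side of the threshold, 20 reversed, 7 became stronger and 3 weaker. Of the counts and list results, 141 values stayed the same 108 counts moved by over 1.5 times, 4 list results became weaker, 1 stronger and 1 reversed.

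Between hADMSCs-Exo and REG, the 1 DEG became 68 with DESeq2 (34 higher and 34 lower), 3 with limma's voom and quality weights and 4 with no filter on low counts. It was 1 with RLE size factors, with at least 10 counts in every library, with the replicate block and with no limit on fold change, and 0 with all 9 libraries in one fit. Each single DEG was Cyp2c55, and voom added Cyp2c38 and Lars2, and no filter Gadd45g as well, all higher and chosen after their values were seen. The count was 266 with an unadjusted p and 326 with DESeq2 and an unadjusted p (150 higher and 176 lower). It lay between 0 and 1 across the 6 fits that each left out one library, at 0 without REG 2 and without hADMSCs-Exo 3. Between hADMSCs-Exo and LFG, the 0 DEGs (374 with an unadjusted p) became 58 with DESeq2 (17 higher and 41 lower), 1 with voom and 1 with all 9 libraries in one fit, both times Serpine2, lower and chosen after its values were seen. With DESeq2 and an unadjusted p there were 704 (154 higher and 550 lower). Leaving out one library gave 0 to 773, the 773 without LFG 3 (190 higher and 583 lower). Between REG and LFG, the 0 DEGs (537 with an unadjusted p) became 232 with DESeq2 (89 higher and 143 lower) and 1285 with voom (441 higher and 844 lower), and 836 with DESeq2 and an unadjusted p (246 higher and 590 lower). Leaving out one library gave 0 to 1391, the 1391 without LFG 3 (493 higher and 898 lower).

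Further settings were added after the data had been seen: 24 for each comparison, DESeq2 without independent filtering under 3 dispersion trends and edgeR's exact test. Where 2 counts are given, the first is with Cook's cutoff on. The parametric trend with fold changes not shrunk and an adjusted p gave 61 for hADMSCs-Exo against REG, 54 for hADMSCs-Exo against LFG and 214 or 217 for REG against LFG. The parametric trend with fold changes not shrunk and an unadjusted p gave 329 for hADMSCs-Exo against REG, 717 for hADMSCs-Exo against LFG and 850 for REG against LFG. The parametric trend with shrunk fold changes and an adjusted p gave 26 for hADMSCs-Exo against REG, 34 for hADMSCs-Exo against LFG and 176 for REG against LFG. The parametric trend with shrunk fold changes and an unadjusted p gave 26 for hADMSCs-Exo against REG, 286 or 287 for hADMSCs-Exo against LFG and 439 for REG against LFG. The local trend with fold changes not shrunk and an adjusted p gave 100 for hADMSCs-Exo against REG, 112 for hADMSCs-Exo against LFG and 339 or 344 for REG against LFG. The local trend with fold changes not shrunk and an unadjusted p gave 395 or 398 for hADMSCs-Exo against REG, 817 or 827 for hADMSCs-Exo against LFG and 942 or 955 for REG against LFG. The local trend with shrunk fold changes and an adjusted p gave 33 for hADMSCs-Exo against REG, 87 for hADMSCs-Exo against LFG and 276 for REG against LFG. The local trend with shrunk fold changes and an unadjusted p gave 33 for hADMSCs-Exo against REG, 213 for hADMSCs-Exo against LFG and 439 for REG against LFG. The mean trend with fold changes not shrunk and an adjusted p gave 12 for hADMSCs-Exo against REG, 38 for hADMSCs-Exo against LFG and 181 or 187 for REG against LFG. The mean trend with fold changes not shrunk and an unadjusted p gave 420 or 423 for hADMSCs-Exo against REG, 769 or 782 for hADMSCs-Exo against LFG and 890 or 904 for REG against LFG. The mean trend with shrunk fold changes and an adjusted p gave 13 for hADMSCs-Exo against REG, 36 for hADMSCs-Exo against LFG and 174 for REG against LFG. The mean trend with shrunk fold changes and an unadjusted p gave 219 or 220 for hADMSCs-Exo against REG, 716 or 719 for hADMSCs-Exo against LFG and 802 or 807 for REG against LFG. edgeR's exact test with an unadjusted p gave 462, 741 and 866 in the same order.

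Of the DEGs shared between comparisons, 0 in each case at the adjusted threshold, hADMSCs-Exo against LFG and REG against LFG had 32 in common with DESeq2, 1 with voom (Serpine2), 184 with an unadjusted p and 342 with DESeq2 and an unadjusted p. For hADMSCs-Exo against REG and REG against LFG it was 17 with DESeq2, 2 with voom (Cyp2c38 and Lars2), 67 and 86, and for hADMSCs-Exo against REG and against LFG it was 6 with DESeq2, 45 and 95. These genes were chosen after their values were seen. No library was left out for these counts.

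Every alternative left the ECM list lower in hADMSCs-Exo. Its median against REG stayed at -0.72 with fry (adjusted p = 0.288) and with an estimated correlation (adjusted p = 0.305), which do not change it but its p, and so did -1.59 against LFG (adjusted p = 0.310 and 0.305), and over all alternatives the adjusted p ran from 3.97e-30 to 0.305 and from 4.09e-41 to 0.310. Without one library the median lay between -1.02 and -0.52 against REG and between -2.24 and -1.19 against LFG. With the Reactome set it was -0.22 and -0.63. With one library left out, the list of PI3K/AKT/mTOR signaling lay between 0.064 (without REG 2) and 0.17 (without REG 3, adjusted p = 0.0440) against REG, and between -0.088 (without LFG 3) and 0.0040 (without hADMSCs-Exo 3, adjusted p = 0.767) against LFG. Against LFG it was -0.15 with voom and -0.13 with the Reactome set. Over all alternatives its adjusted p ran from 0.0440 to 0.519 against REG and from 0.318 to 0.976 against LFG. Of the 10 genes of Table S3, 0 passed in edgeR, 2 in DESeq2, 9 with an unadjusted p and 9 when adjusted over the list alone; with a library left out it was 0 to 0. Of the choline genes against REG, 1 had an adjusted p under 0.05 in DESeq2 (Chka). Its log2 fold change in edgeR was 0.71, under the limit of 1. With an unadjusted p and the fold change limit the count was 1 (Pcyt1b). Without that limit Chka, Pcyt1b, Chpt1 and Slc44a3 had an unadjusted p under 0.05, and the same 4 when adjusted over the list alone. With a library left out the count past the adjusted threshold was 0 to 0, and against LFG it was 0 in every fit run.

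With the replicate number as a block, the ECM medians were -0.73 against REG and -1.25 against LFG, the signaling list had 0.083 and -0.072, and the block gave 1, 0 and 0 DEGs. Among these results and the genes named, no call changed with the block, and of their directions only that of Slc44a2 against LFG, at 0.0011. Of the other lists against LFG, the median of the macrophage list turned from -0.15 to 0.40, that of the clock list from 0.031 to -0.083 and that of the choline list from -0.0052 to 0.0067.

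Genes that changed direction were of small effect. Against REG, Pcyt1a ran from -0.011 (without hADMSCs-Exo 2) to 0.29 (without REG 3), Mtor from -0.29 (without hADMSCs-Exo 1) to 0.31 (without REG 1), with -0.069 without REG 2, and Mki67 from -0.032 (without REG 3) to 0.51 (without REG 1). Against LFG, Chka ran from -0.33 (without LFG 3) to 0.21 (without LFG 1), Pemt from -0.022 (without LFG 1) to 0.87 (without LFG 3), and Slc44a1 from -0.15 (without hADMSCs-Exo 2) to 0.22 (without hADMSCs-Exo 1), with -0.035 without LFG 1 and -0.071 in voom. Slc44a2 ran from -0.54 (without LFG 3) to 0.086 (without LFG 1), with 0.042 without LFG 2, Slc44a3 from -0.43 (without LFG 3) to 0.041 (without LFG 2), Slc44a4 from -0.87 (without hADMSCs-Exo 3) to 0.012 (without LFG 2), Sp1 from -0.20 (without LFG 3) to 0.11 (without LFG 1), with 0.0055 without LFG 2 and 0.066 without hADMSCs-Exo 3, and Mtor from -0.42 (without hADMSCs-Exo 1) to 0.14 (without hADMSCs-Exo 3), with 0.023 without LFG 1 and 0.12 without hADMSCs-Exo 2. Acta2 passed against REG with DESeq2 (-2.61, adjusted p = 0.000696, up to 1.00 over the alternatives). Mki67 against LFG was -3.39 without LFG 3 (adjusted p = 0.0226), and Col1a1 against LFG was -3.81 with DESeq2 (adjusted p = 0.0440) and -4.38 without LFG 3 (adjusted p = 0.00952), each running up to 1.00 over the alternatives.

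The depth limits the genes with few counts, such as Pcyt1b with 2 to 19 counts in the libraries of hADMSCs-Exo and REG, and Chkb, which was not tested in any comparison.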

Differences from the paper's values

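No test of an explanation is reported here. The paper's 264 unique DEGs between hADMSCs-Exo and REG compare with 1 here, and the paper's 350 between hADMSCs-Exo and LFG with 0 (374 with an unadjusted p). Of the alternatives set before the data were examined, an unadjusted p gave 266 and DESeq2 with an unadjusted p gave 326 for the comparison with REG, within 1.5 times of the paper's 264. For the comparison with LFG an unadjusted p gave 374, within 1.5 times of the paper's 350, whereas DESeq2 with an unadjusted p (704) and leaving out LFG 3 (773) did not close the gap. The other alternatives set before the data were examined did not. Of settings chosen only after the values were seen, DESeq2 without independent filtering and with an unadjusted p gave 329 with the parametric trend, 395 with the local trend with Cook's cutoff on, and 219 or 220 with the mean trend and shrunk fold changes for REG, and 286 or 287 with the parametric trend and shrunk fold changes for LFG. None gave 264 or 350 exactly.

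Fig. 6B shows about 250 DEGs between hADMSCs-Exo and REG, read by eye, against 1 here. An unadjusted p gave 266 and DESeq2 with an unadjusted p gave 326, and of the settings chosen only after the values were seen, 329, 219 and 220 came within 1.5 times. It shows about 480 between REG and LFG, read by eye, against 0 here. An unadjusted p gave 537, and of the settings chosen only after the values were seen DESeq2 with the local trend gave 339 or 344 with an adjusted p, and with shrunk fold changes and an unadjusted p the parametric and local trends gave 439. In Fig. 6B about 140, about 44 and about 54 genes, read by eye, are shared by hADMSCs-Exo against LFG and REG against LFG, by hADMSCs-Exo against REG and REG against LFG, and by hADMSCs-Exo against REG and against LFG, and the counts here were 0, 0 and 0. An unadjusted p gave 184 for the first and 45 for the last, each within 1.5 times. For the second none of the alternatives set before the data were examined closed the gap, with 67 (unadjusted p), 86 (DESeq2, unadjusted p) and 17 (DESeq2). Fig. 6F shows about 100 genes higher and about 140 lower in hADMSCs-Exo than in REG, read by eye, against 0 and 1. An unadjusted p gave 122 and 144, DESeq2 with an unadjusted p gave 150 and 176, and DESeq2 with an adjusted p gave 34 and 34.

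The paper's Table S3 lists 10 DEGs under PI3K-Akt signaling, and 0 passed here. Of the alternatives set before the data were examined, an unadjusted p gave 9 (all but Tnc), as did DESeq2 with an unadjusted p and the genes adjusted over the list alone, and DESeq2 gave 2 (Col1a1 and Lamb1). Of settings chosen only after the values were seen, DESeq2 with the local trend and an adjusted p gave 4 (Cdkn1a, Col1a1, Itga8 and Lamb1), the parametric trend with an adjusted p gave 2, the local trend with shrunk fold changes gave 1 (Lamb1), the mean trend with shrunk fold changes and an unadjusted p gave 2 (Itga8 and Lamb1), and the mean trend with an unadjusted p gave 8 (all but Col6a1 and Tnc). The local and parametric trends with an unadjusted p and edgeR's exact test gave 9. Table S3 as a whole holds 55 genes, of which 51 were tested here. The 20 it sets as higher were all higher here, 17 of them with an unadjusted p under 0.05 and the fold change limit, and the 31 it sets as lower were all lower, 30 of them with an unadjusted p and 1 with an adjusted p.

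The paper's text names Cdkn1a among factors downregulated by hADMSCs-Exo, whereas its Table S3 sets it as higher, and here it was higher than in REG by 1.53. The paper states lower AKT and mTOR mRNA by qRT-PCR, and against REG the log2 fold changes here were 0.098 for Akt1, -0.31 for Akt2 and 0.11 for Mtor, none past the threshold. The paper states fewer Ki-67-positive cells than in REG, and the transcript Mki67 changed by 0.24. In Fig. S10, which plots raw counts, the paper marks Chpt1 as different between hADMSCs-Exo and LFG but not REG. On raw counts the hADMSCs-Exo libraries (2428 to 2971) lay above all LFG libraries (879 to 1703) and all REG libraries (1356 to 2332). On log2 CPM they lay above all REG libraries (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 libraries allow) but overlapped LFG (p = 0.2 from the same exact test).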

Other observations

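All tests of explanations given here were chosen only after the results were seen. LFG 3 lay apart from LFG 1 and LFG 2. Over 73 genes of the ECM list its log2 CPM differed from the mean of the other two by a median of -2.69. The median was -2.70 after all libraries were thinned to one total and -2.67 after trends with GC content and gene length were removed, which argues against both as the whole cause. That the library is mislabelled stays open. On 7 genes the 3 LFG libraries lay apart from the other 6 libraries by 1 on the log2 scale, and with each of the other libraries in place of LFG 3 there were 1 to 26 such genes. Hspa1a, chosen after its values were seen, was at 1.78, 2.16 and 2.69 in LFG 1, 2 and 3 and between -2.05 and -0.59 in the other libraries. A lower share of non-parenchymal cells in the piece sampled is another candidate explanation. Macrophage genes differed in LFG 3 by -3.25, lymphocyte genes by -1.28 and cholangiocyte genes by -1.47, while mesothelium genes were at 0.09 and pericentral hepatocyte genes at 2.46. Milder injury in that mouse is a biological explanation that was not tested, and the 3 cannot be told apart with 1 library.

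In splits of the 6 libraries of each comparison into 3 and 3, the smallest share 10 splits can give is 0.1. For hADMSCs-Exo against REG, 1 of the 10 splits gave as many DEGs as the real one, and 1 gave as many genes with an unadjusted p under 0.05 and the fold change limit. For hADMSCs-Exo against LFG it was 10 and 4, and for REG against LFG 10 and 3. The splits as large as that of hADMSCs-Exo and LFG set LFG 1 and LFG 2 with 1 hADMSCs-Exo library apart from the rest, with up to 1187 genes. Of the 4 splits of those libraries that part all 3 same-numbered pairs, 2 gave as many such genes as the real one, and of the 6 that part 1 pair, 2 did. The ECM list had a median as large in 2 of the 10 splits against REG, the other one being REG 1, REG 2 and hADMSCs-Exo 2 at -0.74, and in 4 against LFG. The list of PI3K/AKT/mTOR signaling had one as large in 4 against REG and 4 against LFG. For the Table S3 genes past the adjusted threshold it was 10, and 1 with an unadjusted p, and for the choline genes it was 10 against REG and 10 against LFG.

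Cyp2c55 was lower in hADMSCs-Exo than in LFG as well, with a log2 fold change of -2.97 (standard error 0.53, adjusted p = 0.805 from edgeR's quasi-likelihood test), in all 3 libraries. Reads shared with other Cyp2c genes could lower its count. The 12 other Cyp2c genes tested against REG had a median of -0.31, 3 higher and 9 lower, which decides nothing. Cyp2c38, chosen after its values were seen, was higher by 1.51 (adjusted p = 0.131 from the same test).

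Clock genes may differ by the time of day of collection, which the paper's text does not give. Of 12 clock genes of opposite phases, 9 moved between hADMSCs-Exo and REG as a shift in phase would have them, 4 of 4 in one phase higher and 5 of 8 in the other lower, which leaves it open. In Table S3 circadian rhythm ranks 10 by the paper's p.

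Against REG, the median log2 fold change and its extremes without one library were, for cell cycle genes at -0.12 (from -0.19 without REG 2 to 0.30 without REG 1), cholangiocyte genes at -0.25 (from -0.35 without hADMSCs-Exo 3 to -0.16 without hADMSCs-Exo 2) and choline genes at 0.19 (from 0.071 without REG 2 to 0.25 without hADMSCs-Exo 1). Next came circadian clock genes at 0.29 (from 0.21 without hADMSCs-Exo 2 to 0.49 without REG 3), red blood cell genes at -0.72 (from -1.42 without hADMSCs-Exo 3 to 0.053 without REG 1) and hepatic stellate cell genes at -0.49 (adjusted p = 0.000353, from -0.94 without hADMSCs-Exo 2 to -0.28 without hADMSCs-Exo 1). There followed lymphocyte genes at 0.61 (adjusted p = 0.0312, from 0.36 without hADMSCs-Exo 2 to 0.73 without REG 1), macrophage genes at 0.017 (from -0.28 without REG 3 to 0.59 without REG 1) and Y-linked genes at -0.022 (from -0.14 without hADMSCs-Exo 1 to 0.081 without REG 3). Next came mesothelium genes at 0.70 (from 0.31 without REG 1 to 0.84 without hADMSCs-Exo 1), neutrophil genes at 0.73 (from 0.35 without REG 3 to 1.46 without REG 1) and p53 targets at 0.060 (from -0.10 without hADMSCs-Exo 1 to 0.40 without hADMSCs-Exo 3). There followed pericentral hepatocyte genes at 0.34 (adjusted p = 0.0312, from 0.45 without hADMSCs-Exo 3 to 0.67 without REG 3), periportal hepatocyte genes at -0.12 (from -0.19 without REG 1 to 0.074 without REG 2) and portal fibroblast genes at -0.51 (adjusted p = 0.00259, from -1.51 without hADMSCs-Exo 2 to -0.20 without hADMSCs-Exo 1). Next came genes measured by other assays at 0.098 (from -0.063 without REG 2 to 0.25 without REG 1) and sinusoidal endothelium genes at -0.67 (adjusted p = 0.0312, from -1.60 without hADMSCs-Exo 2 to -0.0011 without REG 1). The adjusted p, from limma's camera over 63 tests, is given where it was under 0.05, and for each of those lists the groups overlapped in the mean per library.

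Other list results had an adjusted p under 0.05 with limma's camera over 63 tests for hADMSCs-Exo against LFG. These were cell cycle genes at -2.63 (adjusted p = 5.10e-09, from -3.14 without LFG 3 to -1.06 without LFG 1), red blood cell genes at 0.76 (adjusted p = 0.0474, from 0.21 without hADMSCs-Exo 3 to 1.19 without hADMSCs-Exo 1) and p53 targets at -0.66 (adjusted p = 4.33e-05, from -0.82 without hADMSCs-Exo 2 to -0.42 without hADMSCs-Exo 3). To these came pericentral hepatocyte genes at 0.50 (adjusted p = 0.0497, from 0.24 without LFG 1 to 2.12 without LFG 3), periportal hepatocyte genes at 0.28 (adjusted p = 0.0104, from 0.21 without LFG 1 to 0.53 without LFG 3) and smooth muscle genes at -2.25 (adjusted p = 4.89e-05, from -2.98 without LFG 3 to -1.31 without LFG 2). For REG against LFG the same held for other lists. These were cell cycle genes at -2.57 (adjusted p = 3.30e-05, from -3.12 without LFG 3 to -0.89 without LFG 1), red blood cell genes at 1.70 (adjusted p = 0.00385, from 0.89 without REG 1 to 2.15 without REG 3) and hepatic stellate cell genes at 0.32 (adjusted p = 0.0165, from 0.13 without REG 1 to 0.61 without REG 3). To these came lymphocyte genes at 0.72 (adjusted p = 0.0138, from 0.48 without REG 2 to 0.96 without REG 3) and periportal hepatocyte genes at 0.38 (adjusted p = 0.0312, from 0.22 without REG 2 to 0.71 without LFG 3). Lists with an adjusted p of 0.05 or more for hADMSCs-Exo against LFG had medians of -0.055 for PI3K/AKT/mTOR signaling list (from -0.088 without LFG 3 to 0.0040 without hADMSCs-Exo 3), -0.80 for cholangiocyte genes (from -1.22 without LFG 3 to -0.51 without hADMSCs-Exo 1), -0.0052 for choline genes (from -0.080 without LFG 3 to 0.097 without LFG 1), 0.031 for circadian clock genes (from -0.26 without hADMSCs-Exo 1 to 0.16 without hADMSCs-Exo 3), -0.23 for hepatic stellate cell genes (from -0.55 without LFG 3 to 0.016 without hADMSCs-Exo 1), -0.15 for macrophage genes (from -0.64 without LFG 3 to 0.47 without LFG 1), -0.15 for Y-linked genes (from -0.24 without hADMSCs-Exo 1 to 0.013 without LFG 3), -0.80 for mesothelium genes (from -1.22 without hADMSCs-Exo 3 to -0.63 without LFG 2), -1.53 for portal fibroblast genes (from -2.02 without LFG 3 to -0.74 without LFG 2), -0.17 for genes measured by other assays (from -0.27 without LFG 3 to 0.023 without LFG 1) and -0.011 for sinusoidal endothelium genes (from -0.95 without hADMSCs-Exo 2 to 0.29 without LFG 2). Lists with an adjusted p of 0.05 or more for REG against LFG had medians of -0.12 for PI3K/AKT/mTOR signaling list (from -0.14 without LFG 3 to -0.039 without REG 1), -0.57 for cholangiocyte genes (from -0.88 without LFG 3 to -0.14 without REG 3), 0.20 for choline genes (from -0.12 without LFG 1 to 0.37 without REG 1), 0.034 for circadian clock genes (from -0.27 without LFG 1 to 0.51 without LFG 3), -0.19 for macrophage genes (from -0.69 without LFG 3 to 0.38 without LFG 1), -0.17 for Y-linked genes (from -0.26 without LFG 1 to -0.033 without LFG 3), 0.98 for neutrophil genes (from 0.11 without REG 1 to 1.35 without REG 3), 0.062 for pericentral hepatocyte genes (from -0.37 without LFG 1 to 1.43 without LFG 3), -0.044 for portal fibroblast genes (from -0.54 without LFG 3 to 0.57 without LFG 2), -0.14 for genes measured by other assays (from -0.30 without REG 1 to -0.051 without REG 2), 0.73 for sinusoidal endothelium genes (from 0.23 without REG 1 to 1.00 without REG 3) and -0.53 for smooth muscle genes (from -1.03 without LFG 3 to 0.12 without LFG 2). None of these lists had an adjusted p under 0.05 with fry or an estimated correlation.

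Among genes that the paper measured by other assays, Acta2 was lower in hADMSCs-Exo than in REG in all 3 libraries, with a log2 fold change of -2.60 (standard error 0.58, adjusted p = 0.358 from edgeR's quasi-likelihood test). Its adjusted p with DESeq2 was 0.000696, and over all alternatives it ran up to 1.00. Mki67 had a log2 fold change of -2.86 against LFG (standard error 1.15, adjusted p = 0.805 from the same test), with overlapping groups, and between -3.39 and -1.27 with each library left out (-3.39 without LFG 3, adjusted p = 0.0226, and up to 1.00 over all alternatives). Of the cytokines of Fig. 5C, Il1b changed by 0.36 against REG (0.11 to 0.52 with each library left out) and Tnf by 0.58 (0.25 to 0.93), both with overlapping groups. Against LFG, Il1b was higher in all 3 hADMSCs-Exo libraries, with a log2 fold change of 1.19 (standard error 0.38, adjusted p = 0.805 from the same test, 0.94 to 1.37 with each library left out). Tnf changed by 0.78 against LFG (0.47 to 1.18), with overlapping groups. Il10 had 0 to 14 counts per library and overlapping groups in each comparison, and Il6 had too few counts to be tested. Two-sided exact permutation tests on 3 against 3 libraries gave p = 0.6 against REG and p = 0.5 against LFG for Akt1, and p = 0.8 against REG and p = 0.8 against LFG for Mtor.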
